# Distinct adaptive mechanisms drive recovery from aneuploidy caused by loss of the Ulp2 SUMO protease

**DOI:** 10.1038/s41467-018-07836-0

**Published:** 2018-12-21

**Authors:** Hong-Yeoul Ryu, Francesc López-Giráldez, James Knight, Soo Seok Hwang, Christina Renner, Stefan G. Kreft, Mark Hochstrasser

## Abstract

In response to acute loss of the Ulp2 SUMO-specific protease, yeast become disomic for chromosome I (ChrI) and ChrXII. Here we report that ChrI disomy, which creates an adaptive advantage in part by increasing the dosage of the Ccr4 deadenylase, was eliminated by extended passaging. Loss of aneuploidy is often accompanied by mutations in essential SUMO-ligating enzymes, which reduced polySUMO-conjugate accumulation. The mRNA levels for almost all ribosomal proteins increase transiently upon initial loss of Ulp2, but elevated Ccr4 levels limit excess ribosome formation. Notably, extended passaging leads to increased levels of many small nucleolar RNAs (snoRNAs) involved in ribosome biogenesis, and higher dosage of three linked ChrXII snoRNA genes suppressed ChrXII disomy in *ulp2Δ* cells. Our data reveal that aneuploidy allows rapid adaptation to Ulp2 loss, but long-term adaptation restores euploidy. Cellular evolution restores homeostasis through countervailing mutations in SUMO-modification pathways and regulatory shifts in ribosome biogenesis.

## Abstract (web summary)

Transient aneuploidy enables cells to survive sudden environmental changes before longterm cellular adaptations are established. Here, the authors show that yeast cells respond to the acute loss of Ulp2 SUMO protease by rapid induction of aneuploidy, and reveal predictable long-term adaptation mechanisms that restore euploidy.

## Introduction

Environmental changes induce many acute and long-term adaptive cellular responses. Mammals have diverse adaptive mechanisms for stress resistance, such as immune responses to pathogens or hormone-mediated homeostatic processes^1,2^. At the cellular level, acute changes in the local microenvironment, such as changes of pH or temperature, oxidative stress, or nutrient limitation, may induce programmed cell death or trigger adaptive changes that include gene mutation, aneuploidy, changes in gene expression or epigenetic alterations^3–5^. Aneuploidy alters the dosage of genes on the extra chromosome(s), often amplifying a particular gene(s) required to increase cell survival^3^. In some cases, rapidly activated mechanisms that restore homeostasis are superseded by more robust, long-term adaptations^6^. For instance, specific aneuploidies are rapidly induced by heat or high pH; however, persistent exposure to the same stresses eventually leads to gene mutation and alterations in transcription, instead of aneuploidy^7^, which is usually deleterious to cell fitness but is a common feature of cancer cells^8^.

The yeast *Saccharomyces cerevisiae* has been a useful model for studying evolutionary processes under laboratory conditions, providing insights into adaptive genetic mechanisms in microbial populations subject to specific growth conditions^9^. Adaptations often involve genomic sequence polymorphisms, including single-nucleotide variations, insertions, deletions, and other structural variations, as well as large copy number variants and aneuploidy^10–12^. Such studies revealed that many genome modifications contribute to species diversification, evolution, and adaptation^4,13,14^.

The small ubiquitin-like modifier (SUMO) protein is a conserved post-translational modifier that regulates a host of proteins in eukaryotic cells^15^. The C-terminus of mature SUMO is first activated by the heterodimeric SUMO-activating enzyme E1 (Aos1/Uba2), which then transfers the SUMO to the SUMO-conjugating enzyme E2 (Ubc9). Finally, SUMO is transferred to specific substrates with the aid of an E3 SUMO ligase (Siz1, Siz2, or Mms21). SUMO-substrate deconjugation in yeast is catalyzed by the SUMO proteases Ulp1 and Ulp2^16^. While much is known about Ulp1, most molecular functions of Ulp2 remain unclear. Ulp2 has particularly high activity towards polySUMO chains, and it preferentially localizes to the nucleus. Its loss results in a pleiotropic mutant phenotype including defects in cell growth; sensitivity to heat, DNA damage or aberrant spindle formation; and high rates of chromosome and plasmid loss^17^. Recently, we reported that acute loss of Ulp2 leads to aneuploidy, specifically, a double disomy of chromosome I (ChrI) and ChrXII, an adaptive mechanism that compensates for a severely dysregulated SUMO system^18^. Increased dosage of two ChrI genes, *CLN3*, encoding a G_1_ cyclin, and *CCR4*, encoding the catalytic deadenylase subunit of the Ccr4-Not complex, were shown to drive the ChrI disomy^18,19^.

Yeast SUMO pathway mutants show abnormal formation of 60s pre-ribosomes^20^. In normal ribosome biogenesis, the 35s ribosomal RNA (rRNA) precursor is processed into the mature 25s, 18s, and 5.8s rRNAs; the 5s rRNA is independently transcribed^21^. The 60s subunit contains 46 proteins and the 25s, 5.8s, and 5s rRNAs, while the 40s subunit comprises the 18s rRNA and 33 proteins. Ribosome biogenesis involves many rRNA modifications that are catalyzed by small nucleolar ribonucleoprotein complexes (snoRNPs) composed of small nucleolar RNAs (snoRNAs) and nucleolar proteins^22^. The 77 snoRNAs in *S. cerevisiae* fall into three classes: box C/D snoRNAs responsible for 2′-O-ribose methylation, box H/ACA snoRNAs mediating pseudouridylation, and the *NME1* snoRNA that participates in rRNA cleavage. SUMO is also involved in snoRNP biogenesis through its conjugation to Nop58 and Nhp2, core proteins of both Box C/D and H/ACA snoRNPs^23^.

Here, we report that the ChrI and ChrXII aneuploidy triggered by acute loss of Ulp2 is completely lost within 500 generations of growth. RNA-seq experiments reveal that many RP gene transcripts are substantially increased in response to the potentially lethal effects of acute *ULP2* gene loss. However, following extended culture, RP mRNAs subside to wild-type (WT) levels while more than half of the snoRNAs are significantly upregulated. Provision of high levels of a polycistronic snoRNA cluster, consisting of *SNR61*, *SNR55*, and *SNR57* from ChrXII, suppresses the enhanced expression of RPs in cells lacking *ULP2*. Linking the two disomies in nascent *ulp2Δ* cells, the ChrI duplication drives an increase in Ccr4 binding at snoRNA and rDNA loci, preventing their overexpression. The *ulp2Δ* cells also acquire mutations in genes encoding the SUMO-ligating enzymes Ubc9 or Uba2/Aos1 during laboratory evolution. The point mutations in these essential genes inhibit the accumulation of high-molecular-weight (HMW) polySUMO conjugates caused by loss of Ulp2. This inhibition of HMW polySUMO is paralleled by suppression of *ulp2Δ* growth defects. Taken together, our data suggest that ribosome biogenesis is an essential target of SUMO regulation, and its perturbation by loss of the polySUMO-selective Ulp2 protease is compensated by distinct short-term and long-term adaptive mechanisms. Mutations in essential SUMO-conjugation pathway components are a recurrent feature of long-term adaptation as well. This remarkable genetic malleability in response to disruption of SUMO-protein conjugation dynamics is likely relevant to other pathways that link cell growth and division to essential post-translational modifications.

## Results

### ChrI disomy of *ulp2Δ* cells is lost after extended culture

We first explored how quickly aneuploidy is established. For this we developed an improved inducible AID* degron-tagged *ULP2* construct in which the degradation of the mRNA can also be induced through a neomycin-regulated self-cleaving hammerhead ribozyme in the 3′-UTR (Supplementary Fig. 1). We observed that a single ChrI disomy was preferentially generated in cells after depletion of Ulp2, although it took many days in culture. Although we could no longer detect the Ulp2 protein even at the first timepoint (2 days), it is likely that there was still a very low level present that limited the transition to the aneuploid state. Potentially, the transition occurs in a step-wise fashion, with ChrI disomy needed before ChrXII duplication can occur.

We had reported that ChrXII, but not ChrI, disomy was eliminated after ∼100 generations of continuous culture of *ulp2Δ* cells with repeated cycles of dilution and outgrowth in fresh medium^18^. To determine if the ChrI disomy would eventually also be lost during laboratory evolution, we monitored the relative copy number of ChrI at various points after the establishment of the *ulp2Δ* null state (Fig. 1a, b). We previously analyzed copy number for up to 250 cell generations and had not seen loss of ChrI^18^. By contrast, the extra copy of ChrI in *ulp2Δ* cells had disappeared by 500 generations. The more rapid elimination of extra ChrXII compared to ChrI, and the eventual loss of both extra copies, was verified by an independent experiment (Supplementary Fig. 2). Yeast *ulp2Δ* mutants are impaired in cell-cycle progression and chromosome segregation as well as growth^17,24^. The growth and cell-cycle defects were also fully suppressed in the long-term adapted cells (Fig. 1c, e), which was paralleled by a (partial) reduction in HMW SUMO conjugates (Fig. 1d). Hence, adaptation to loss of Ulp2 leads to a transient aneuploidy, which after culturing for many generations results in reversion to euploidy, nearly WT growth and cell-cycle progression, and reduced accumulation of the HMW SUMO conjugates typical of *ulp2Δ* cells.

**Fig. 1:**
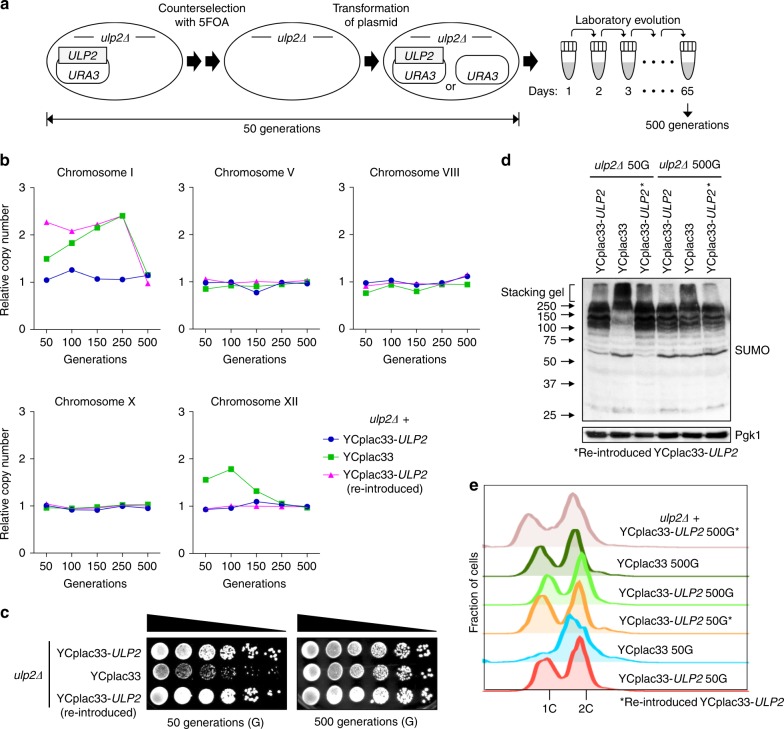
Aneuploidy of *ulp2Δ* cells can be reversed by laboratory evolution. **a** Scheme for creation of nascent *ulp2Δ* cells and their subsequent passaging. The *ulp2Δ* cells containing YCplac33-*ULP2* were streaked on SD + FOA plates twice sequentially to evict the YCplac33-*ULP2* plasmid, and they were then transformed either with YCplac33-*ULP2* or YCplac33. Cells grew for ~50 generations (50 G) during these procedures. For long-term passaging, cells were grown until saturation and then diluted 1:120 in fresh YPD (6.9 generations per dilution). This process was repeated daily. **b** Chromosome copy number of *ulp2Δ* cells with the indicated plasmids was monitored by qPCR assay at the indicated number of generations. Copy number was determined relative to WT (MHY500 + YCplac33) cells. Chromosome copy number between 50 and 250 generations were monitored previously^18^, and the data are included here. **c** Growth of the indicated *ulp2Δ* strains at 50G and 500G. After spotting cells in fivefold serial dilutions, the YPD plates were incubated for 2 days at 30 °C. **d** Immunoblot analysis of sumoylated proteins in extracts prepared from the strains in **c**. Anti-Pgk1 blotting was used to verify the equal loading. Asterisks indicate reintroduced YCplac33-*ULP2*. The stacking gel (bracket) and molecular size standards are indicated. **e** Flow cytometry of DNA content of the strains from **c**. 1C and 2C indicate unreplicated DNA (haploid) and replicated DNA (diploid), respectively

### High RP levels in *ulp2Δ* normalize after multiple generations

Aneuploidy is often associated with responses to stress; the duplicated chromosomes encode genes whose increased levels appear to counteract detrimental effects of the stress^3,25^. Gene expression imbalances resulting from aneuploidy, however, carry a fitness cost^26,27^. Aneuploidy may serve as a rapid stopgap response that can be superseded by more sustainable adaptations that somehow counter the stress^7^. Because aneuploidy disappeared and growth and cell-cycle defects were mitigated by evolving *ulp2Δ* cells over long periods (Fig. 1), we asked if the evolved strain had acquired any genetic changes.

Genome-wide gene expression profiles of the evolved *ulp2Δ* cells were analyzed by RNA-seq. 

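The deposited data cover 12 cultures of budding yeast, 3 replicates in each of 4 groups: WT cells and *ulp2* null cells, each after 50 or 500 generations of passaging (50G and 500G). The paper does not state whether the replicates of a group were passaged as separate lines. It lists a single set of mutations for each original strain at 500G and describes separately grown lines later. If the replicates share a line, the p-values measure the spread between its cultures. A change particular to that line then cannot be told from an effect of passage or strain. Both strains lack the chromosomal *ULP2* gene, which encodes a protease that removes the protein modifier SUMO from its targets. By the paper's description, the cells called WT hold *ULP2* on a *URA3* plasmid, and the *ulp2* null cells were given the same plasmid without *ULP2*. The methods name total RNA as the starting material and the sample labels name polyA RNA, which bears on how RNAs without a poly(A) tail can be read. The authors made strand-specific libraries, trimmed the reads, mapped them with Tophat to the Ensembl R64 genome, kept the reads with a single location in the genome, and computed with Cuffdiff, for each gene and library, the FPKM (fragments scaled to the length of the transcript and to the mapped fragments of the library). The labels place all libraries in the same sequencing lane. FPKM values for 7126 genes were used. They hold no read counts, so the depth behind each value is unknown; the paper's methods give an average number of read pairs over the libraries. The FPKM values of a library summed to between 1123497 and 1160554 (median 1142931) in WT 50G cells, 1365930 and 1539386 (median 1512842) in WT 500G cells, 1083961 and 1198357 (median 1181980) in *ulp2* null 50G cells, and 1376590 and 1449581 (median 1398822) in *ulp2* null 500G cells. The 10 genes with the highest values held between 16.8% and 23.3% of each sum. No further normalization was applied in the main analysis. Values were tested as log2(FPKM + 1) with limma over the 6572 genes with a mean FPKM of at least 1 across the 12 libraries. All 4 groups entered one fit and shared one estimate of the spread, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. Genes with an adjusted p-value under 0.05 were counted as changed. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Because reads with several locations were dropped, the values of genes with a near-identical copy, such as ribosomal protein genes with an A and a B copy, are uncertain.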

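*ULP2* (YIL031W) lies on chromosome IX from 292633 to 295737 in the R64 assembly. Its FPKM was 209.7 ± 6.03 (SD, n = 3) in WT 50G cells and 179.5 ± 20.7 (SD, n = 3) in WT 500G cells. In the 3 *ulp2* null 50G libraries it was 0.0926, 0 and 0.118, and in the 3 *ulp2* null 500G libraries 0.0543, 0.412 and 0.995. Relative to WT 50G cells, the log2 fold change was -7.62 in *ulp2* null 50G cells (standard error 0.19, adjusted p = 1.92e-09 from limma with Benjamini-Hochberg adjustment) and -7.20 in *ulp2* null 500G cells (standard error 0.19, adjusted p = 1.41e-09 from the same test). With each library left out in turn, these values stayed between -7.65 and -7.57 and between -7.43 and -6.97. Between the WT passages the difference was -0.23 (adjusted p = 0.353 from limma, with a spread shared with the *ulp2* null libraries near 0), and all 3 WT 500G libraries were below all 3 WT 50G libraries.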

In these comparisons, the *ulp2Δ* cells either carried a WT *ULP2* plasmid or empty vector and were passaged for 50 or 500 generations (G). Expression of many transcripts was significantly different among the indicated strains (Supplementary Figs. 3a and 4). 

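Of the 6572 genes tested, 4354 differed among the 4 groups (moderated F-test of the 3 contrasts to WT 50G cells in limma, adjusted p-value under 0.05). Between pairs of groups, the largest number, 3881 genes, separated *ulp2* null 50G from WT 500G cells, followed by 3558 between the 2 passages of the *ulp2* null cells. WT cells at 500G differed from WT 50G cells in 2669 genes, *ulp2* null 50G cells in 2423 and *ulp2* null 500G cells in 2227. The smallest number, 720 genes, separated *ulp2* null 500G from WT 500G cells. That count depended most on the model: it was 1425 with the replicate number as a block and 133 with only these 2 groups in the fit. For 2 of the pairs, same-numbered libraries deviated together from their group means. The mean correlation of these deviations across genes was 0.13 between WT 50G and *ulp2* null 500G cells and 0.16 between WT 500G and *ulp2* null 50G cells. With the replicate number as a block, 2963 and 4409 genes changed in these pairs, and 2218 of the 2227 and 3870 of the 3881 genes called without the block were among them.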

Differentially expressed genes and their changes relative to expression in the WT control strain (*ulp2Δ* + YCplac33-*ULP2*, 50 G) are shown in Fig. 2a. 

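Among the genes that passed the adjusted p-value and changed over 2-fold relative to WT 50G cells, 118 rose and 147 fell in WT 500G cells, and 123 rose and 95 fell in *ulp2* null 500G cells. These splits depended on the scaling. With each library rescaled to an equal sum over the genes that do not encode ribosomal proteins, the median log2 change of all tested genes shifted by -0.35 in WT 500G cells and by -0.25 in *ulp2* null 500G cells, and the counts became 61 and 545, and 87 and 242. In *ulp2* null 50G cells the median shifted by 0.11. Within the comparison of *ulp2* null 50G to WT 50G cells, the largest changes that went the same way in all 9 sample pairs, apart from *ULP2*, were those of YDR008C, *URA3* and *TRP1*. *URA3*, the marker of the plasmids, had a log2 fold change of -5.60 in *ulp2* null 50G and of -5.86 in *ulp2* null 500G cells (adjusted p = 1.78e-11 and 5.51e-12 from limma). YDR008C had 121.5 ± 7.63 FPKM (SD, n = 3) in WT 50G cells and was listed at 0, 0 and 0.338 in the *ulp2* null 50G libraries and at 0, 0 and 1.16 in the *ulp2* null 500G libraries. *TRP1* had 37.6 ± 1.07 FPKM (SD, n = 3) in WT 50G cells and was listed at 0, 0 and 0.132 in the *ulp2* null 50G libraries. At 500G it had 41.4 ± 3.07 FPKM (SD, n = 3) in WT cells and was listed at 0.384, 0.284 and 0 in *ulp2* null cells. *TRP1* is not a marker of these plasmids, so the strains may differ at more than *ULP2* and the plasmid. YLR412C-A, on chromosome XII, was listed at 0, 1.20 and 1.12 FPKM in the WT 50G libraries and at 25.8, 40.1 and 39.5 FPKM in the *ulp2* null 50G libraries, a log2 change of 4.41 (standard error 0.63, adjusted p = 0.000282). *FDH2*, which the annotation lists as a pseudogene, had 15.8 ± 1.36 FPKM (SD, n = 3) in WT 50G, 265.6 ± 17.7 in WT 500G and 956 ± 27.4 in *ulp2* null 500G cells, log2 fold changes of 3.99 and 5.84 (adjusted p = 1.4e-09 and 1.72e-11). *SPS100* and the pseudogene YPL276W rose in WT 500G cells by 3.77 and 3.59 (adjusted p = 1.14e-08 and 4.81e-08). The strains differed in opposite ways at 500G. *SPS100* had 3241 ± 520 FPKM in WT 500G and 471.7 ± 41.1 in *ulp2* null 500G cells (SD, n = 3 each). YPL276W had 146.6 ± 21.7 FPKM in WT 500G and 593.0 ± 30.1 in *ulp2* null 500G cells (SD, n = 3 each). YNR075C-A was listed at 0 in all 6 libraries at 500G and at 127.2, 46.3 and 41.5 FPKM in the WT 50G libraries, but also at 0, 78.6 and 0 in the *ulp2* null 50G libraries. YHR032C-A was listed at 0 in all 3 WT 500G libraries and at 49.3, 26.0 and 31.5 FPKM in the WT 50G libraries; in the *ulp2* null cells it was at 48.5, 68.4 and 25.4 FPKM at 50G and at 0, 16.3 and 26.3 at 500G.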

In nascent *ulp2* null cells (*ulp2Δ* *+* YCplac33, 50 G), ~80% of the significant changes (twofold or more) involved increases in transcript levels (Fig. 2a and Supplementary Fig. 3b). 

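In *ulp2* null 50G cells, 254 genes rose and 74 fell over 2-fold relative to WT 50G cells. Increases thus made up 77.4% of the 328 changes (95% Wilson interval 72.6% to 81.6%, which covers counting error only). Across the 12 fits that each left out one library, the share stayed between 74.8% and 78.6%. It moved most when genes of chromosomes I and XII were left out, to 65.9% with 137 increases, and it was 87.8% under the equal-sum scaling and 78.4% when the fold change was taken as the ratio of the mean FPKM values. Without the 2-fold limit, increases and decreases were near balance, with 1232 genes higher and 1191 lower, a balance that rests on the scaling: under the equal-sum scaling 1547 were higher and 666 lower.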

Genes encoding ribosomal proteins (RPs) and ribosome biogenesis factors were heavily enriched among the genes with strong increases in expression (Fig. 2c (middle) and Supplementary Data 1). 

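Of the 254 genes that rose over 2-fold in *ulp2* null 50G cells, 52 encode ribosomal proteins. The 137 RP genes among the 6572 tested genes would give 5.29 by chance, and the odds ratio was 18.9 (one-sided Fisher's exact test, p = 2.39e-39; the test treats genes as independent, which coexpressed genes are not). Leaving out each library in turn gave odds ratios between 14.5 and 24.6. The scaling to an equal sum over the other genes moved it most, to 27.1. Over 2-fold, 0 of the 118 genes that rose in WT 500G cells and 0 of the 123 in *ulp2* null 500G cells were RP genes, although 64 and 89 RP genes were higher there with an unadjusted p-value under 0.05. Ribosome biogenesis factors were not analysed here as a list.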

Among 136 genes encoding yeast ribosomal subunits, 130 were significantly upregulated in the *ulp2* null mutant. By contrast, high expression of RP genes was no longer seen in *ulp2* null cells after long-term culture at 30˚C in YPD medium (*ulp2Δ* *+* YCplac33, 500 G; Fig. 2c right). Indeed, these long-term adapted *ulp2Δ* cells had much more overlap in their upregulated transcripts with WT cells than with the nascent *ulp2Δ* strain (Fig. 2b, c). 

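The 137 genes whose symbols and products name a cytosolic ribosomal protein were all higher in *ulp2* null 50G than in WT 50G cells. Of them, 131 passed an adjusted p-value of 0.05 over all tested genes and 133 when the adjustment covered the list alone. Leaving out one library at a time gave 126 to 130 genes. The alternative that moved the count most, apart from shorter gene lists, was an adjusted p-value under 0.01, with 125 genes. The median log2 fold change was 0.93 (camera p = 0.00646, from limma's test across genes that allows for correlation between them). Between the library medians the exact two-sided permutation test gave p = 0.1, the smallest p-value that 3 libraries against 3 allow. The 19 RP genes without an A or B copy, whose reads cannot be split between paralogs, were all higher, 18 past the adjusted p-value, with a median of 0.84. The 18 RP genes on chromosomes I and XII rose by a median of 1.57 and the 119 on the other chromosomes by 0.89. RP genes made up 21.4% ± 0.64 (SD, n = 3) of the summed FPKM in *ulp2* null 50G cells and 13.8% ± 0.29 (SD, n = 3) in WT 50G cells. Single genes moved by similar amounts: *RPL12B* by 1.01 (standard error 0.13, adjusted p = 0.000145 from limma), *RPS18B* by 1.12 (standard error 0.10, adjusted p = 1.15e-05) and *RPS20* by 1.05 (standard error 0.15, adjusted p = 0.000244).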

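At 500G the RP genes of the *ulp2* null cells lay between those of WT 50G and *ulp2* null 50G cells. Their median log2 fold change to WT 50G cells was 0.31 (camera p = 0.0801; exact two-sided permutation test of the library medians, p = 0.1), with 129 of 137 genes higher, 72 past the adjusted p-value and 1 below WT past it. Adjusted over the list alone, 80 genes rose, and with the replicate number as a block 87 did, with a camera p-value of 0.105 in place of 0.0801. The equal-sum scaling over the other genes moved this result most, to a median of 0.07 and 21 genes. In WT 500G cells the median was 0.23, which became -0.14 under that scaling (as deposited, camera p = 0.278 and exact permutation p = 0.1), and 53 genes rose. Relative to the median of all tested genes, the RP median was 0.33 in *ulp2* null 500G and 0.22 in WT 500G cells as deposited, and 0.34 and 0.20 after that scaling. Compared at the same passage, *ulp2* null 500G cells exceeded WT 500G cells by 0.10, with 7 RP genes higher and 1 lower past the threshold. From 50G to 500G the *ulp2* null cells fell by a median of 0.59, with 113 genes lower past the adjusted p-value. The change between passages was larger in *ulp2* null than in WT cells: the interaction had a median of -0.83 (camera p = 0.00948; two-sided permutation test on the library medians, with the residuals of the model without interaction permuted, p = 0.00204), with 114 genes past the adjusted p-value. With the block the camera p-value was 0.0211, with 123 genes. It stayed between -0.88 and -0.76 with each library left out in turn. The RP share of the summed FPKM was 16.4% ± 0.52 (SD, n = 3) in *ulp2* null 500G cells and 13.2% ± 0.65 (SD, n = 3) in WT 500G cells.

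**Figure D1:**
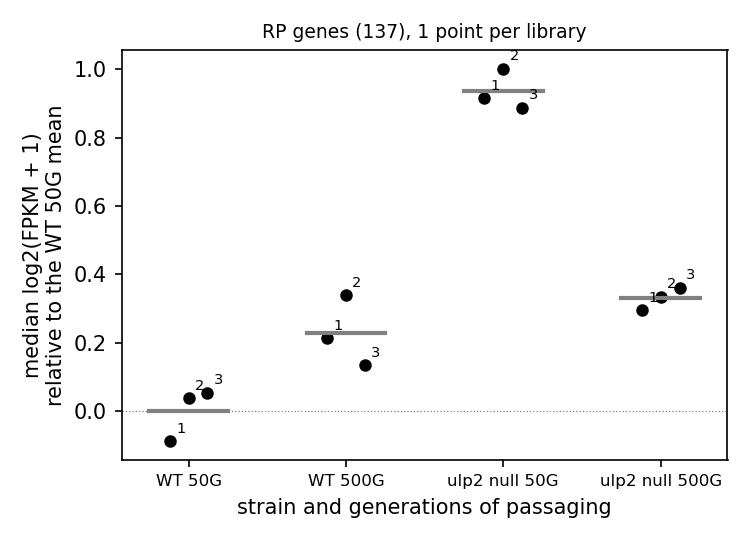
Median log2(FPKM + 1) of the 137 RP genes in each library, relative to the WT 50G mean of each gene, by strain and generations of passaging; points are libraries, numbered by replicate, and bars are group means. With the values as deposited, the WT 50G libraries lie between -0.09 and 0.05, WT 500G between 0.13 and 0.34 (a group whose median falls below 0 under the equal-sum scaling), *ulp2* null 50G between 0.89 and 1.00, and *ulp2* null 500G between 0.30 and 0.36.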

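Of the 123 genes that rose over 2-fold in *ulp2* null 500G cells, 76 (61.8%) also rose over 2-fold in WT 500G cells and 5 (4.07%) in *ulp2* null 50G cells, and 1 rose in all 3 comparisons. Of the 95 genes that fell, 50 (52.6%) also fell in WT 500G cells and 13 (13.7%) in *ulp2* null 50G cells. Counting genes that changed in either direction, 126 of 218 also changed in WT 500G cells and 30 in *ulp2* null 50G cells. The 30 include genes that changed in opposite directions, since 5 rose and 13 fell at both passages of the *ulp2* null cells. All 3 comparisons use the same WT 50G libraries. The shared increases with WT 500G cells moved most under the equal-sum scaling, to 49, while those with *ulp2* null 50G cells stayed at 5. With the replicate number as a block they were 80 and 8. Leaving out one library at a time gave 72 to 84 and 4 to 10.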

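*RPL32* (YBL092W) lies on chromosome II from 45978 to 46370 in the R64 assembly and has no A or B copy. Its FPKM was 738 ± 45.8 in WT 50G cells, 1484 ± 21.2 in *ulp2* null 50G cells, 862 ± 64.4 in *ulp2* null 500G cells and 786 ± 79.8 in WT 500G cells (SD, n = 3 each). The log2 fold change to WT 50G cells was 1.01 in *ulp2* null 50G cells (standard error 0.09, adjusted p = 7.8e-06 from limma) and 0.22 in *ulp2* null 500G cells (standard error 0.09, adjusted p = 0.0673). The latter passed the threshold with the replicate number as a block (adjusted p = 0.0366) and with a median-of-ratios scaling (adjusted p = 0.0316), and in 2 of the 12 fits that each left out one library, and became -0.03 under the equal-sum scaling. Its adjusted p-value ranged from 0.0316 to 0.765 over these alternatives. Against WT 500G cells the difference was 0.14 (adjusted p = 0.347).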

As predicted from the RNA-seq results, enhanced levels of ribosomal protein Rpl32 in nascent *ulp2Δ* cells were observed, and this returned to control levels after 500 generations. (Fig. 2d).

**Fig. 2:**
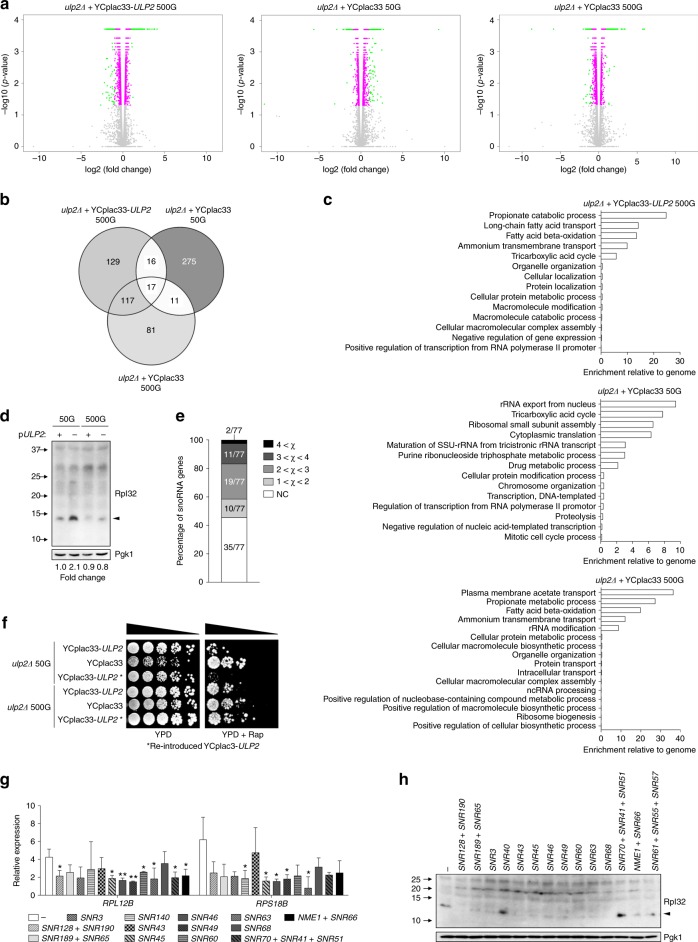
Analysis of genome-wide gene expression of *ulp2Δ* cells during passaging. **a** Volcano plots displaying differentially expressed genes in the indicated strains as compared to MHY1379 (*ulp2Δ* *+* YCplac33-*ULP2*) at 50G. The *y*-axis is the mean of the negative logarithm of the *P*-values, and the *x*-axis corresponds the log2 fold change value. Green and magenta dots denote genes significantly changed if the fold change was >2 (|fold changes| > 2) and <2, respectively, and gray dots denote genes with statistically insignificant changes. **b** Venn diagram of genes with significantly increased expression (green dots shown in **a**). **c** Gene Ontology (GO) enrichment analysis of the genes displayed in **b**. Bar diagrams indicate the fold-enrichment of categories of biological process to the genome using GO data from SGD and PANTHER. The genes used in GO biological process are listed in Supplementary Data 1. **d** Immunoblot analysis of the Rpl32 ribosomal protein in extracts from the indicated strains. Anti-Pgk1 blotting was used to verify equal loading. Arrowhead, Rpl32 protein. **e** A percentage graph of snoRNA gene expression that was significantly changed in *ulp2Δ* *+* YCplac33 at 500G. Genes were binned by fold change (χ). NC, no change. **f** Growth assay of the indicated strains. After spotting cells in fivefold serial dilutions, plates were incubated at 30 °C for 2 (YPD) or 5 days (YPD + Rap). Asterisks indicate reintroduced YCplac33-*ULP2*. Rap, 10 μg/ml rapamycin. **g** qRT-PCR analysis of ribosomal protein genes, *RPL12B* and *RPS18B*, in *ulp2Δ* cells transformed with yeast genomic library plasmids including the indicated snoRNA genes. Expression was measured relative to WT cells (MHY1379) containing empty vector (pGP564). Data were normalized to *ACT1* expression. The error bars indicate the standard deviation (SD) from three independent RNA preparations. Asterisks represent statistically significant differences determined by pairwise comparisons between *ulp2Δ* cells with empty vector (–) and each snoRNA plasmid using a two-tailed Student’s *t-*test (*P < 0.05; **P < 0.01). **h** Immunoblot analysis of the Rpl32 protein in *ulp2Δ* cells containing plasmids with the indicated snoRNA genes, performed as in 2d

Earlier genome-wide analysis of SUMO modifications in yeast revealed that SUMO preferentially localizes to genes involved in translation, such as tRNA and RP genes^28^, and both RPs and ribosome biogenesis factors undergo SUMOylation^29^. Interestingly, sumoylation of the Rap1 transcription factor cooperates with the target of rapamycin complex 1 (TORC1) kinase pathway to promote transcription of genes encoding RPs^28^. We therefore tested whether the elevated RP transcripts seen in nascent *ulp2Δ* cells could potentially overcome inhibition of TORC1 by rapamycin, (Fig. 2f). Despite growing more poorly on rich medium alone (YPD), the nascent *ulp2Δ* strain grew better than the matched WT strains on rapamycin (at 50G; top two rows). After long-term passage, all the strains grew better on the drug, although not as robustly as the nascent *ulp2* null strain. These data are consistent with the model that TORC1 and sumoylated Rap1 function in parallel to promote transcription of RP genes^28^.

We found that sumoylated Rap1 is a substrate of Ulp2 (Supplementary Fig. 5a). Association of Rap1 with RP genes was not significantly affected by loss of Ulp2 (Supplementary Fig. 5b), consistent with data suggesting sumoylation of Rap1 functions downstream of Rap1 binding to RP promoters^28^. The elevated levels of SUMO-conjugated Rap1 in *ulp2Δ* may therefore help drive RP gene transcription and rapamycin resistance.

### Numerous snoRNAs are elevated in high-passage *ulp2Δ* cells

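In the list of genes that Supplementary Data 1 assigns to fatty acid beta-oxidation (*POX1*, *FOX2*, *POT1*, *DCI1*, *ECI1* and *IDP3*), 6 of 6 rose at 500G relative to WT 50G cells in both strains, with a median log2 fold change of 1.87 in WT and 2.12 in *ulp2* null cells (adjusted p-value under 0.05 from limma for each gene). Because the list was taken from the paper's calls on these data, the counts are a description and not a separate test. They were 6 and 6 under each alternative but 1: with chromosomes I and XII left out, which removes *ECI1*, 5 of 5 genes rose. As an example, *POX1* (YGL205W, chromosome VII) had 84.9 ± 0.71 FPKM in WT 50G, 266.1 ± 31.5 in WT 500G and 387 ± 2.57 in *ulp2* null 500G cells (SD, n = 3 each). The 7 genes listed for ammonium transport moved both ways. *ADY2*, *ATO2*, *ATO3* and *CRC1* rose in both strains, by 2.87, 0.60, 2.22 and 1.16 in WT and by 3.04, 1.19, 2.30 and 0.86 in *ulp2* null cells. *DUR3*, *MEP2* and *TPO2* fell, by 1.51, 1.49 and 1.04 in WT and by 1.16, 0.69 and 1.00 in *ulp2* null cells. The adjusted p-value of these 14 changes was under 0.05. *MEP2* was highest in replicate 1 of each group, with 164.5, 119.8 and 118.3 FPKM in WT 50G and 104.3, 73.3 and 71.2 in *ulp2* null 500G libraries. Its fall in *ulp2* null 500G cells (adjusted p = 0.0374) had an adjusted p-value of 1.18e-05 with the replicate number as a block, and without the block did not pass in 6 of the 12 fits that each left out one library (range over all alternatives 1.18e-05 to 0.128). The rise of *ATO2* in WT 500G cells did not pass under the equal-sum scaling (0.23, adjusted p = 0.0852).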

Increased levels of several categories of transcripts, such as those for fatty acid beta-oxidation and ammonium transport, were seen in both *ulp2Δ* cells containing a *ULP2* plasmid (WT) and those with an empty vector after 500 generations (Fig. 2c). These might reflect a general response to long-term growth under these laboratory conditions. 

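Between the strains at 500G, the beta-oxidation genes differed by a median of 0.07 on the log2 scale, with *POX1* and *DCI1* higher in *ulp2* null cells past the adjusted p-value, by 0.55 and 0.52. The ammonium transport genes differed by a median of 0.17: *ATO2* and *MEP2* were higher in *ulp2* null cells, by 0.59 and 0.80 (adjusted p = 0.007 and 0.0478 from limma), and *CRC1* was lower by -0.30 (adjusted p = 0.0253). At 50G, 4 of the 6 beta-oxidation genes were lower and 1 higher in *ulp2* null than in WT cells past the adjusted p-value, and 5 of the 7 ammonium transport genes were lower and 1 higher.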

A much more specific response of long-term adapted *ulp2* null cells was the increase of many snoRNAs, which are critical for rRNA modification (Fig. 2c, right). 

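In WT 500G cells, 2 of the 71 tested snoRNA genes were higher than in WT 50G cells past the adjusted p-value and 0 when the adjustment covered the list alone (3 at an unadjusted p-value under 0.05). Their median log2 fold change of 0.12 became -0.11 under the equal-sum scaling. In *ulp2* null 50G cells, 0 were higher than in WT 50G cells (2 at an unadjusted p-value under 0.05), with a median of 0.00. Compared at the same passage, *ulp2* null 500G exceeded WT 500G cells by a median of 1.19 (camera p = 0.16; exact two-sided permutation test of the library medians, p = 0.2), with 4 genes past the adjusted p-value, 1 when adjusted over the list alone, and 26 at an unadjusted p-value under 0.05. With the replicate number as a block 26 passed the adjusted p-value and the camera p-value was 0.0985, and in all 3 same-numbered pairs the *ulp2* null library had the higher median. The difference in the change between passages, tested as an interaction, had a median of 1.14 (camera p = 0.4; two-sided permutation test on the library medians, with the residuals of the model without interaction permuted, p = 0.146), and 2 genes passed the adjusted p-value (14 at an unadjusted p-value under 0.05). With the block 15 passed it, with a camera p-value of 0.309, and 8 and 5 genes were higher in WT 500G and *ulp2* null 50G cells than in WT 50G cells. Of the 123 genes that rose over 2-fold in *ulp2* null 500G cells relative to WT 50G cells, 17 were snoRNA genes where 1.33 would be there by chance (odds ratio 19.0, one-sided Fisher's exact test, p = 6.12e-15, treating genes as independent). The odds ratio ranged from 6.3 to 53.9 with each library left out in turn. For the 9 tested RNAs of other noncoding classes, the spliceosomal snRNAs and the RNA components of RNase P, the signal recognition particle and telomerase, the median rise was 1.42 in the same comparison and 1.63 in WT 500G cells. The paper proposes that the categories raised in both strains might reflect long-term growth in the laboratory, and describes the snoRNAs, raised in the adapted *ulp2* null cells (Fig. 2c), as a more specific response of those cells.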

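Supplementary Data 2 lists 77 snoRNA genes, whose RNAs the paper describes as acting in the modification of rRNA or in its processing. All were in the FPKM table, 71 had a mean FPKM of at least 1, and 33 were listed at 0 in at least 1 library, 6 of them in all 12. In *ulp2* null 500G relative to WT 50G cells, 64 of the 71 tested genes were higher, with a median log2 fold change of 1.37 (camera p = 0.274, and 0.18 with the replicate number as a block; exact two-sided permutation test of the library medians, p = 0.2). Of these, 17 passed an adjusted p-value of 0.05 from limma over all tested genes, 10 when the adjustment covered the list alone, and 34 an unadjusted p-value under 0.05. The count moved most with the replicate number as a block, to 40 genes; same-numbered libraries of these groups deviated together with correlations between 0.11 and 0.14. With only these 2 groups in the fit it was 6, and across the 12 fits that each left out one library it ranged from 7 to 35. The libraries of a group differed widely. The snoRNA genes held 1.49%, 0.75% and 0.53% of the summed FPKM in the 3 WT 50G libraries and 1.81%, 3.05% and 0.97% in the 3 *ulp2* null 500G libraries (exact two-sided permutation test, p = 0.2, where 0.1 is the smallest p-value 3 libraries against 3 allow). For 14 of the 71 genes all *ulp2* null 500G libraries were above all WT 50G libraries, 19.7% where chance gives 5%. For 42 genes the third *ulp2* null 500G library was below the first WT 50G library. *SNR60* (chromosome X, 349130 to 349233) had 142.4 ± 29.8 FPKM in WT 50G and 570.0 ± 430.7 FPKM in *ulp2* null 500G cells (SD, n = 3 each), a log2 fold change of 1.72 (standard error 0.46, adjusted p = 0.0144). *SNR30* (chromosome XII, 198784 to 199389) had 168 ± 105.7 and 350.4 ± 142 FPKM (SD, n = 3 each), a log2 fold change of 1.15 (standard error 0.45, adjusted p = 0.0731). It was as high in *ulp2* null 50G cells, at 354.3 ± 58.8 FPKM (SD, n = 3), a log2 fold change of 1.25. That change did not pass the adjusted p-value in the main fit. It passed with the replicate number as a block (0.00479), a mean FPKM of at least 10 (0.0492) and the equal-sum scaling (0.0306).

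**Figure D2:**
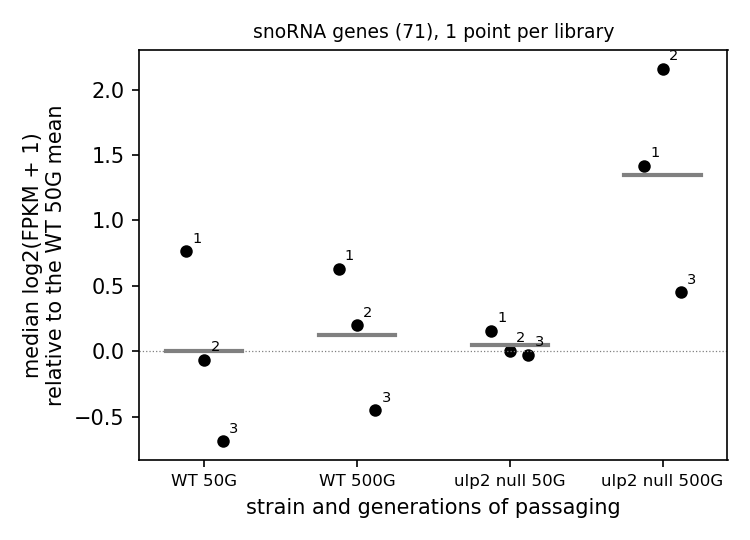
Median log2(FPKM + 1) of the 71 tested snoRNA genes in each library, relative to the WT 50G mean of each gene, by strain and generations of passaging; points are libraries, numbered by replicate, and bars are group means. With the values as deposited, the WT 50G libraries range from -0.69 to 0.76 and the *ulp2* null 500G libraries from 0.45 to 2.16, so the lowest of the latter lies below the highest of the former.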

Of 77 annotated snoRNAs, expression of over half (42) was significantly elevated, compared with WT (Fig. 2e and Supplementary Data 2). The snoRNAs contribute both to the processing of the pre-rRNA into 18s, 5.8s, and 28s rRNAs, and to methylation and pseudouridylation of rRNA^30^. Novel snoRNA functions are also being uncovered, including some important for oncogenesis and different stress responses^31–34^. Notably, a multiple myeloma-associated snoRNA, ACA11, downregulates transcription of RP genes^35^.

Although we could not simultaneously upregulate dozens of snoRNAs, as observed in high-passage *ulp2Δ* cells, we could test whether increased levels of specific snoRNA gene(s) could ameliorate any of the *ulp2* mutant defects that characterize low-passage cultures. Yeast 2-µm genomic library plasmids containing one or more snoRNA genes were transformed into WT (MHY1379) cells, and the *URA3*-marked *ULP2* plasmid was then evicted. For these tests, we selected 13 plasmids bearing snoRNAs that displayed comparatively large increases in levels in high-passage *ulp2Δ* cells (Fig. 2e and Supplementary Data 2). 

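The plasmids carried 18 snoRNA genes (*SNR128* with *SNR190*, *SNR189* with *SNR65*, *SNR70* with *SNR41* and *SNR51*, *NME1* with *SNR66*, and *SNR3*, *SNR40*, *SNR43*, *SNR45*, *SNR46*, *SNR49*, *SNR60*, *SNR63* and *SNR68*). In the chromosomal expression data, 17 of the 18 were higher in *ulp2* null 500G than in WT 50G cells, with a median log2 fold change of 1.70. Of these, 9 passed the adjusted p-value, with changes from 1.44 to 2.00, and 14 an unadjusted p-value under 0.05. All *ulp2* null 500G libraries were above all WT 50G libraries for 5 of the 18 genes, where chance gives 5% of genes. The paper chose these plasmids for large increases in the same libraries, so these counts describe the genes and do not test them. *SNR3* rose by 1.44 (standard error 0.33, adjusted p = 0.0075 from limma), *NME1* by 1.58 (standard error 0.32, adjusted p = 0.00347) and *SNR45* by 2.00 (standard error 0.66, adjusted p = 0.0387). *NME1* was also higher in WT 500G cells, at 277.7 ± 84.4 FPKM. It had 104.9 ± 28.7 in WT 50G and 323.0 ± 108.8 in *ulp2* null 500G cells (SD, n = 3 each). The change of *SNR40* was larger, 2.59, and rested on unequal libraries: its FPKM was 500.0, 65.7 and 118.2 in the WT 50G libraries and 685, 4238 and 301.0 in the *ulp2* null 500G libraries (standard error 0.92, adjusted p = 0.0502, and 0.0442 with the replicate number as a block, over a range of 0.0197 to 0.176 among the alternatives, each left-out library included). With the block, *SNR189*, *SNR43*, *SNR49* and *SNR68* also passed the adjusted p-value. With only the 2 groups in the fit, 7 of the 9 genes above no longer passed (*SNR128*, *SNR190*, *SNR45*, *SNR46*, *SNR60*, *SNR63* and *SNR70*). Over all alternatives the adjusted p-value of *SNR45* ranged from 0.00254 to 0.145. It passed in 6 of the 12 fits that each left out one library, as did *SNR63*. *SNR190* passed in 5 of these fits, *SNR70* in 4, *SNR128* and *SNR46* in 8 each, *SNR60* in 11, and *SNR3* and *NME1* in 12. *SNR70* also did not pass without a filter (0.0530), without a trend (0.0571) and under the equal-sum scaling (0.0555). *SNR65* was listed at 0 in all WT 50G libraries and in 2 of the 3 *ulp2* null 500G libraries, with 71.7 in the first. *SNR66* was lower, by -1.86 (adjusted p = 0.582), with 0, 97.6 and 87.2 FPKM in WT 50G and 0, 180.6 and 0 FPKM in *ulp2* null 500G libraries. The signs of *SNR41* (0.38) and *SNR51* (0.35) changed when single libraries were left out, to as low as -0.20 and -0.92.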

None of the high-copy plasmids rescued the growth impairment, aneuploidy, or accumulation of HMW SUMO-conjugated proteins typical of low-passage *ulp2Δ* cells (Supplementary Fig. 6). However, plasmids containing certain snoRNA genes suppressed the elevated transcripts of the tested *RPL12B* and *RPS18B* RP genes, with eight and five, respectively, of the 13 plasmids suppressing to significant degrees (Fig. 2g). Furthermore, 11 of the 13 plasmids as well as an additional plasmid with three clustered snoRNA genes from ChrXII (see below) reduced excess accumulation of Rpl32 protein upon loss of Ulp2 (Fig. 2h). Whether the identified snoRNAs directly regulate RP expression cannot be inferred from these data, but the inverse correlation in expression between a cohort of snoRNAs and RP genes is supported. Inasmuch as snoRNAs are essential for ribosome formation, it is possible that enhanced ribosome biogenesis under these snoRNA overexpression conditions partially relieves the requirement for higher RP gene expression.

### Ulp2 modulates SUMO modification at RP and snoRNA genes

Past studies have implicated mammalian SUMO proteases in numerous transcriptional processes^16^, but there was no evidence that yeast Ulp2 is directly involved in transcription. To determine whether Ulp2 is recruited to RP or snoRNA genes, we carried out chromatin immunoprecipitation (ChIP) assays using cells with the chromosomal *ULP2* gene tagged with a sequence encoding a Flag epitope. We used the Rap1 transcription factor as a positive control as it is known to associate with the RP genes and some snoRNA genes^28^. The ChIP analysis indicated that Ulp2 associated with the promoter and coding sequence (CDS) of both RP and snoRNA genes (Fig. 3a); the protein deacetylase Hst3 and the transcriptional repressor Nrg2, whose genes were significantly downregulated in *ulp2Δ* cells after extensive passaging, were not associated with these genes. These data suggest that Ulp2 could be directly involved in transcription of these gene classes.

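*HST3* (YOR025W, chromosome XV) had 37.4 ± 2.40 FPKM in WT 50G, 22.8 ± 1.27 in *ulp2* null 50G, 15.1 ± 0.75 in *ulp2* null 500G and 19.2 ± 2.83 in WT 500G cells (SD, n = 3 each). Relative to WT 50G cells it fell by 1.26 on the log2 scale in *ulp2* null 500G cells (standard error 0.10, adjusted p = 1.18e-05 from limma, and 8.72e-06 with the replicate number as a block). It also fell by 0.94 in WT 500G cells (adjusted p = 6.21e-05) and by 0.69 in *ulp2* null 50G cells (adjusted p = 0.000376). *NRG2* (YBR066C, chromosome II) had 61.2 ± 3.99, 56.8 ± 5.08, 29.5 ± 5.99 and 40.6 ± 5.04 FPKM in the same order of groups (SD, n = 3 each). It fell by 1.04 in *ulp2* null 500G cells (standard error 0.14, adjusted p = 0.000317, and 2.32e-05 with the block) and by 0.58 in WT 500G cells (adjusted p = 0.00745), and differed by -0.11 in *ulp2* null 50G cells (adjusted p = 0.602). At the same passage, *ulp2* null 500G cells were lower than WT 500G cells by -0.32 for *HST3* (adjusted p = 0.0756) and by -0.46 for *NRG2* (adjusted p = 0.0627). With the block both passed the threshold (adjusted p = 0.0248 and 0.00527), and each did in 1 of the 12 fits that left out one library. The ranges over the alternatives were 0.0119 to 0.356 and 0.00527 to 0.22. These are RNA levels; the paper measured the binding of the proteins in a separate experiment.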

**Fig. 3:**
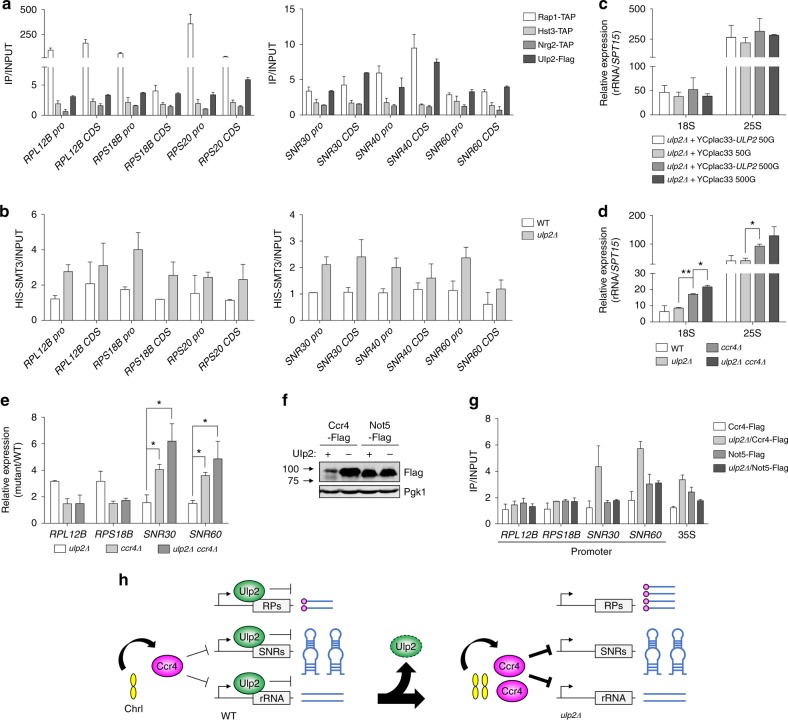
Ulp2 localizes to ribosomal protein and snoRNA genes and affects local sumoylation. **a** Chromatin immunoprecipitation (ChIP) analysis using IgG-Sepharose or anti-Flag agarose beads and strains expressing TAP-tagged Rap1, Hst3, or Nrg2 or Flag-tagged Ulp2. Real-time PCR signals at promoter (Pro) and coding sequence (CDS) regions of indicated genes were quantitated and normalized to an internal background control and the input DNA. The error bars indicate the SD calculated from two independent chromatin preparations. **b** Occupancy of Smt3 at the indicated genes was determined in the WT and *ulp2Δ* strains expressing His-tagged Smt3 by ChIP using Ni^+2^-NTA resin and analyzed as shown in **a**. The error bars indicate the SD from two independent preparations. **c**, **d** qRT-PCR analysis of 18s and 25s rRNA in the indicated strains done as in Fig. 2g. Data were normalized to *SPT15* expression. The error bars indicate the SD from two independent RNA samples, and asterisks indicate statistically significant differences (*P < 0.05; **P < 0.01, two-tailed Student’s *t*-test). **e** Gene expression analysis of ribosomal protein genes *RPL12B* and *RPS18B* and snoRNA genes *SNR30* or *SNR60* by qRT-PCR assay, performed as in Fig. 2g. Expression was measured relative to WT cells (MHY500). Data were normalized to *SPT15* expression. The error bars represent the SD from two independent RNAs, and asterisks indicate statistically significant differences (*P < 0.05, two-tailed Student’s *t*-test). **f** Immunoblot analysis of Ccr4-Flag or Not5-Flag in the indicated *ulp2Δ* strains. Anti-Pgk1 blotting was used to verify equal loading. **g** ChIP assay using anti-Flag agarose beads in the indicated strains as shown in **a**. The error bars indicate the SD from two independent experiments. **h** Proposed model of transcription of genes required for ribosome biogenesis in *ulp2Δ* cells. RPs, SNRs, and rRNA indicate genes of ribosomal proteins, snoRNAs and ribosomal RNA, respectively. Normally, Ulp2 represses transcription of RP, snoRNA, and rRNA genes, and Ccr4 protein, encoded on ChrI, represses expression of snoRNAs and rRNA but not RPs. Loss of Ulp2 leads to ChrI disomy, and the increased level of ChrI-encoded Ccr4 counters the loss of Ulp2-dependent repression of transcription of snoRNA and rRNA, but not RP, genes

Association of the Ulp2 SUMO protease with chromatin sites would be predicted to decrease local protein sumoylation, as occurs at the RP genes^28^. We compared levels of yeast SUMO (Smt3) at the RP and snoRNA genes in WT and *ulp2Δ* cells (Fig. 3b). His6-tagged Smt3 was used for the ChIP analysis. Loss of Ulp2 was associated with increased levels of SUMO/Smt3 in both the promoter and CDS regions at most of the tested loci.

Taken together, our data reveal that Ulp2 associates with RP and snoRNA loci where it limits local accumulation of SUMO (presumably SUMO-conjugated chromatin proteins such as Rap1 or histones). This suggests that Ulp2 has a direct role in the expression of RP and snoRNA genes.

### Increased Ccr4 in *ulp2Δ* limits expression of snoRNA and rRNA

Many rDNA silencing factors are targets of sumoylation, and at least the Net1, Tof2, Cdc14 and Fob1 nucleolar proteins are substrates of Ulp2^36,37^. Ulp2 localizes to rDNA loci, and Ulp2 mutations strongly impair association of Net1, Tof2 and Fob1 with rDNA^36^, suggesting Ulp2 generally promotes rDNA silencing. We therefore assumed that rRNA levels would be altered in *ulp2Δ* cells undergoing laboratory evolution; however, rRNA levels were unchanged in cells passaged for 50 or 500 generations (Fig. 3c).

We previously reported that ChrI aneuploidy in *ulp2Δ* cells is suppressed by increased dosage of two ChrI genes, one encoding Ccr4, a subunit of the multifunctional Ccr4–Not complex, and the other Cln3, a G_1_-phase cyclin^18^. Therefore, raising either Ccr4 or Cln3 levels is sufficient to prevent the ChrI duplication. Notably, the Ccr4-Not complex limits RNA Pol I binding to rDNA loci and inhibits rRNA synthesis^38^. Moreover, a wide variety of snoRNAs are over-expressed in mutants of the Ccr4-Not complex^39,40^.

We confirmed that lack of Ccr4 resulted in higher expression of rRNA (18s and 25s), *SNR30*, and *SNR60* (Fig. 3d, e); RP transcript levels were unaffected. The *ulp2Δ* mutation by itself did not alter expression of these genes, but in a *ulp2Δ ccr4Δ* strain, these RNAs, and not RP transcripts, appeared to be modestly increased relative to *ccr4Δ*. Ccr4 protein levels rose sharply as a result of the ChrI disomy in nascent *ulp2Δ* cells (Fig. 3f); this increase was accompanied by a specific enrichment of Ccr4, but not the Not5 subunit of the Ccr4-Not complex, at snoRNA gene promoters as well as the 35s gene (Fig. 3g).

Taken together, our data and previous results suggest that Ulp2 may generally limit transcription of the RP, snoRNA and rRNA genes, whereas Ccr4 blocks the expression of snoRNA and rRNA genes, but not of RP genes (Fig. 3h, left). Loss of Ulp2 leads to increased Ccr4 as a result of the ChrI disomy, which in turn limits the transcription of snoRNA and rRNA genes (Fig. 3h, right). The net effect is a specific increase in RP expression in incipient *ulp2Δ* cells.

### Exogenous ChrXII snoRNAs suppress the ChrXII *ulp2Δ* disomy

Next, we screened for genes on ChrXII that could prevent the ChrXII disomy upon *ULP2* deletion (Fig. 4a). Each of 135 plasmids containing individual ChrXII fragments^41^ was transformed into *ulp2Δ* cells carrying a *URA3*-marked *ULP2* plasmid (MHY1379), and the *ULP2* plasmid was then evicted. Ratios of ChrI and ChrXII to ChrIII, a chromosome that is not duplicated in *ulp2Δ* cells, were analyzed by a qPCR-based ploidy assay (Supplementary Fig. 7).

**Fig. 4:**
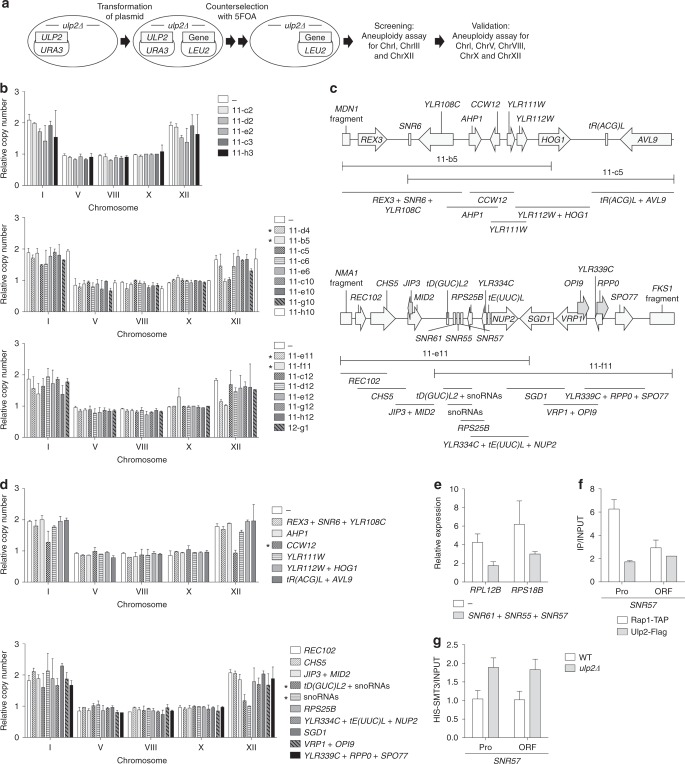
Identification of genes on ChrXII suppressing *ulp2Δ* aneuploidy. **a** Strategy used to identify specific regions of ChrXII that suppress *ulp2Δ* aneuploidy. A *ulp2Δ*/YCplac33-*ULP2* strain (MHY1379) was transformed with the indicated pGP564 (*LEU2*)-based ChrXII library plasmids. Cells were struck on SD–Leu + FOA twice in succession to evict YCplac33-*ULP2*. After the putative candidate plasmids were selected by qPCR-based aneuploidy assays of ChrI, ChrIII, and ChrXII, the copy number of ChrI, ChrV, ChrVIII, ChrX, and ChrXII was determined in *ulp2Δ* cells bearing the selected plasmids (**b**) or plasmids including specific ChrXII fragments (**d**). **b** qPCR ploidy assays of *ulp2Δ* cells with the high-copy plasmids from the first round of selection. Copy number of the five tested chromosomes was normalized to the euploid control strain (MHY1379 + pGP564) and compared with *ulp2Δ* cells expressing empty pGP564 vector. Error bars indicate the SD calculated from two independent genomic DNA preparations. Asterisks indicate plasmids showing a reduction of ChrXII disomy. **c** Schematic diagrams of plasmids pGP564-11-b5, pGP564-11-c5, pGP564-11-e11 and pGP564-11-f11. Locations of ORFs (arrows or boxes) and gene names are indicated. Subclones used in **d** are shown as bars below the ChrXII regions. Full-length genes contained within subclones are listed below the bars. **d** qPCR ploidy assays of *ulp2Δ* cells with the high-copy plasmids shown in **c**. Chromosome copy number was determined as in **b**. Error bars indicate the SD calculated from two independent experiments. Asterisks denote plasmids showing a loss of ChrXII disomy. **e** qRT-PCR analysis of *RPL12B* and *RPS18B* in *ulp2Δ* cells containing a plasmid with snoRNAs (11-e11) as in Fig. 2g. The data of (–) is identical with the (–) signal shown in Fig. 2g. The error bars represent the SD from three experiments. **f** ChIP analysis of Rap1-TAP and Ulp2-Flag strains as in Fig. 2a. The error bars indicate the SD from analyses of two independent chromatin preparations. **g** SUMO levels measured by ChIP assay in the WT and *ulp2Δ* strains expressing His-tagged Smt3 (SUMO) as in Fig. 2b. The error bars indicate the SD from two independent samples

Transformants with 22 different library plasmids reduced the ratio of ChrI/ChrIII or ChrXII/ChrIII from ∼2 to 1, suggesting possible suppression of *ulp2Δ* aneuploidy. We repeated the ploidy assay on five chromosomes with the candidate plasmids in nascent *ulp2Δ* cells (Fig. 4b). Four plasmids covering two separate regions of ChrXII continued to suppress disomy of ChrXII but not of ChrI, (Fig. 4b, c). They did not affect the slow growth and accumulation of polySUMO conjugates (Supplementary Fig. 8). To determine the genes within these clones required for suppression of the *ulp2Δ* aneuploidy, 15 DNA fragments were individually cloned into library vector pGP564 (Fig. 4c), and their effect on ploidy was tested (Fig. 4d). Extra copies of *CCW12* or a cluster of snoRNA genes (*SNR61*, *SNR55*, and SN*R57*) specifically prevented the development of the ChrXII disomy. Ccw12 is a mannoprotein important for cell wall integrity, and its cellular level is tightly regulated^42–44^. The possible contribution of Ccw12 to *ulp2Δ* aneuploidy was not pursued further here.

The three snoRNA genes in the cloned cluster were all C/D box snoRNAs. Besides suppressing the ChrXII disomy, high-copy expression of the cluster suppressed the excess expression of RP genes *RPL12B* and *RPS18B* normally observed in nascent *ulp2* mutant cells (Fig. 4e); the much higher dosage of these three snRNA genes compared to ChrXII disomy presumably accounts for the suppression of RP transcripts only in the former case. As predicted from Fig. 3a, Ulp2 was directly recruited to both promoter and coding sequences of *SNR57* (Fig. 4f), and SUMO levels at these sites increased in *ulp2Δ* cells (Fig. 4g), suggesting that Ulp2 is involved in the transcription of *SNR57* as well as other snoRNA genes. These data support the hypothesis that enhanced levels of snoRNAs help circumvent the cellular stress caused by loss of Ulp2, first through a ChrXII disomy that raises the dosage of these C/D box snoRNAs, and then after many generations, through a broad increase in expression of many snoRNAs, which is linked to suppression of excess RP transcripts.

### High-passage *ulp2Δ* cells acquire adaptive mutations

Cellular mechanisms for adaptation to stress include gene mutation, aneuploidy, and transcriptional or translational changes, depending on the nature and length of the stress^3,4^. In a previous study, aneuploidies developed under heat or high pH stress were superseded over longer periods by gene mutations and refinements of gene expression presumed to carry lower fitness costs than aneuploidy^7^. We asked if aneuploid *ulp2Δ* yeast undergo an analogous evolutionary process using whole genome DNA sequencing (DNA-seq) to identify potential gene mutations arising during repeated cell passaging (Table 1). Mutations were detected in both coding and noncoding DNA sequences; we focused on those predicted to cause changes to protein sequences.

**Table 1:** Mutations in the original *ulp2Δ* strains passaged for 500 cell generations

Strains	Chr	Position	Reference DNA sequence(s)	Altered DNA sequence(s)	Gene
*ulp2Δ* + YCplac33-*ULP2* (WT)	II	809923	AA	GG	–
	II	809938	G	A	–
	II	810286	A	T	–
	VII	873759	A	G	*BUB1*
*ulp2****Δ*** *+* YCplac33	III	14720	G	A	–
	IV	337677	A	T	*UBC9*
	IX	439868	A	G	–
	XV	279630	T	C	*IFM1*
*ulp2****Δ*** *+* YCplac33-*ULP2* (reintroduced)	II	720581	G	A	*SPO23*
	X	410712	C	T	*MAD3*
	XII	598800	TAG	TAAG	–
	XII	598804	A	T	–
	XV	380372	G	C	*BUB3*

Interestingly, *BUB1*, *MAD3*, and *BUB3* genes, which are involved in the spindle checkpoint of the cell cycle^45^, and *SPO23* gene, encoding a protein that interacts with meiosis-specific protein Spo1^46^, carried missense mutations in evolved *ulp2Δ* cells that either continuously carried or had reintroduced the *ULP2* plasmid. Although these *ulp2Δ* strains had a *CEN* plasmid with the WT *ULP2* gene, plasmid instability might reduce Ulp2 expression in these cultures^17^. This could cause cell-cycle arrest in response to checkpoint activation^47^, a defect that may be overcome by mutations in the checkpoint genes. The adaptive significance of the Spo23 mutation is unknown.

In the *ulp2Δ* strain that had been passaged for ~500 generations without *ULP2* plasmid (*ulp2* null cells), two missense mutations were found (Table 1). One was in *IFM1*, encoding mitochondrial translation initiation factor 2; this was not investigated further. The other mutation was in *UBC9*, which codes for the SUMO-conjugating E2 enzyme. The predicted K27N substitution is in an N-terminal domain that contains binding sites for the E1 and E3 enzymes^48^. Accumulation of polySUMO conjugates in these late-passage cells had attenuated as well (Fig. 1d).

### Analysis of *ulp2Δ* descendants after long-term passaging

To assess the generality of the altered mutant phenotype of evolved *ulp2Δ* cells observed in Figs. 1 and 2, we grew ten separate *ulp2Δ* lines from a single nascent *ulp2Δ* colony and evaluated them after 250 and 500 generations. ChrXII disomy, but not that of ChrI, had disappeared by 250 generations in all the evolved lines, as had their growth defects (Fig. 5a, b), consistent with Fig. 1b, c and our previous report^18^. After an additional 250 generations, the disomy of ChrI was also eliminated. Analysis by FACS showed the recovery from the initial *ulp2Δ* cell-cycle defect at both 250 and 500 generations (Fig. 5c). Also, after both 250 and 500 generations, all the *ulp2Δ* strains showed resistance to high temperature and oxidative stress (Supplementary Fig. 9). Consistent with RNA-seq data obtained from *ulp2Δ* at 500 generations in Fig. 2, all ten of the high-passaged *ulp2Δ* strains showed reversion of the *RPL12B* and *RPS18B* transcripts to normal levels along with elevated transcripts of snoRNAs, *SNR30* and *SNR60* (Fig. 5d). Thus, all *ulp2Δ* strains eventually move away from aneuploidy and adopt alternative adaptive strategies that enhance fitness.

**Fig. 5:**
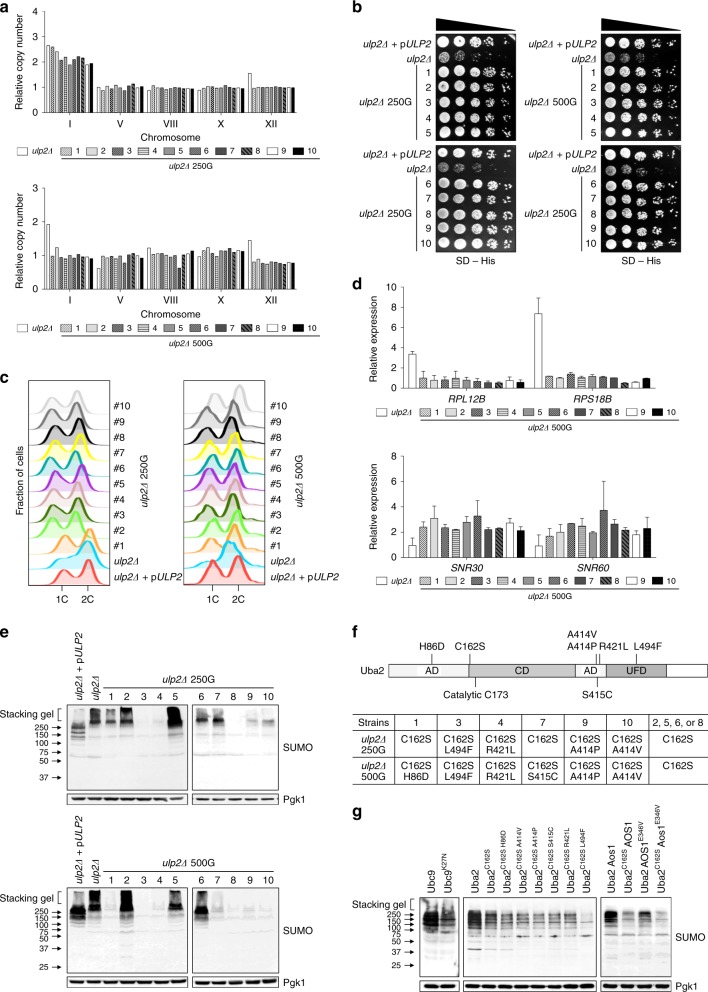
*UBA2* and *AOS1* genes are mutated in high-passage *ulp2Δ* cells. **a**–**e** qPCR ploidy assays (**a**), growth assays (**b**), flow cytometry analysis (**c**), qRT-PCR analysis of ribosomal protein genes *RPL12B* and *RPS18B* and snoRNA genes *SNR30* or *SNR60* (**d**), and immunoblot analysis of SUMO-conjugated proteins (**e**) were performed for ten independently evolved *ulp2Δ* lines at 250 or 500 generations. Gene expression was measured relative to WT cells (MHY1379) and data were normalized to *SPT15* expression in **d**. The error bars indicate the SD from two experiments. **f** Schematic of Uba2 protein and list of mutations in *ulp2Δ* 250G or 500G strains. AD, CD, and UFD indicate adenylation, Cys and ubiquitin-like fold domains, respectively. Positions of the catalytic Cys residue and mutations identified in Table 2 are noted. **g** *ubc9Δ*, *uba2Δ*, or *uba2Δ aos1Δ* strains carrying a YCplac33 plasmid with *UBC9*, *UBA2*, or *UBA2 AOS1* were transformed with a pRS315 plasmid expressing WT or the indicated mutant proteins. After shuffling out the *URA3*-marked plasmids, anti-SUMO immunoblot analysis of cell extracts was performed

As noted earlier, after 500 generations of continual passaging, the original *ulp2Δ* strain tested no longer accumulated excess SUMO conjugates (Fig. 1d). We also measured SUMO conjugate levels by anti-SUMO immunoblotting in the ten separately evolved *ulp2Δ* strains after 250 and 500 generations (Fig. 5e). PolySUMO-conjugated proteins significantly declined in five of the strains after 250 generations (strains 3, 4, 8, 9, and 10). After 500 generations, conjugate levels had also declined in strains 1 and 7.

Hence, all of the independently evolved *ulp2Δ* strains eventually reestablished euploidy and near-normal cell growth and cell-cycle progression, but even after 500 generations, several of the strains still accumulated excess HMW SUMO conjugates, suggesting alternative long-term mechanisms for adapting to Ulp2 loss.

### Point mutations in the SUMO E1 enzyme in evolved *ulp2Δ*

In the original evolved *ulp2Δ* strain, a mutation in the *UBC9* gene had been uncovered (Table 1), presumably because reduced E2 activity suppresses accumulation of polySUMO conjugates. No *UBC9* mutations were found in the ten new *ulp2Δ* strains grown without *ULP2* for 250 and 500 generations (Table 2). Since most of the evolved *ulp2Δ* strains showed reduced accumulation of polySUMO conjugates (Fig. 5e), we checked for mutations in all other genes known to be required for normal SUMO conjugation in vegetative cells, specifically those encoding the E1 (Aos1/Uba2 dimer), E3s (Siz1, Siz2 and Mms21), and SUMO protease Ulp1.

**Table 2:** Mutations of SUMO enzymes caused by Ulp2 loss during multiple cell generations

Strains	No.	*AOS1*	*UBA2*	*UBC9*	*SIZ1/2*	*MMS21*	*ULP1*
*ulp2Δ* 500G	1	NC^a^	484 (T to A), 256 (C to G)	NC	NC	NC	NC
	2	NC	484 (T to A)	NC	NC	NC	NC
	3	NC	484 (T to A), 1482 (G to T)	NC	NC	NC	NC
	4	NC	484 (T to A), 1262 (G to T)	NC	NC	NC	NC
	5	NC	484 (T to A)	NC	NC	NC	NC
	6	NC	484 (T to A)	NC	NC	NC	NC
	7	NC	484 (T to A), 1244 (G to T)	NC	NC	NC	NC
	8	1037 (A to T)	484 (T to A)	NC	NC	NC	NC
	9	NC	484 (T to A), 1240 (G to C)	NC	NC	NC	NC
	10	NC	484 (T to A), 1241 (C to T)	NC	NC	NC	NC
*ulp2Δ* 250G	1	NA^b^	484 (T to A)	NA	NA	NA	NA
	2	NA	484 (T to A)	NA	NA	NA	NA
	3	NA	484 (T to A), 1482 (G to T)	NA	NA	NA	NA
	4	NA	484 (T to A), 1262 (G to T)	NA	NA	NA	NA
	5	NA	484 (T to A)	NA	NA	NA	NA
	6	NA	484 (T to A)	NA	NA	NA	NA
	7	NA	484 (T to A)	NA	NA	NA	NA
	8	1037 (A to T)	484 (T to A)	NA	NA	NA	NA
	9	NA	484 (T to A), 1240 (G to C)	NA	NA	NA	NA
	10	NA	484 (T to A), 1241 (C to T)	NA	NA	NA	NA
*ulp2Δ*	–	NA	NC	NA	NA	NA	NA

^a^NC (no change)

^b^NA (no analysis)

ATG: + 1

Interestingly, we found several missense mutations in *UBA2*, which encodes the catalytic E1 subunit. All ten strains shared a mutation in the *UBA2* ORF, causing a C162S change in the encoded protein (Fig. 5f). This mutation was probably acquired during the original 5-FOA counter-selection to evict the covering *ULP2* plasmid because all ten *ulp2Δ* strains originated from the same colony after growth for ~30 generations on 5-FOA. Additional *UBA2* missense mutations were observed in six of the evolved *ulp2Δ* strains (Fig. 5f). All these *ulp2Δ* strains expressed a doubly mutated Uba2 and suppressed accumulation of polySUMO conjugates (Fig. 5e). Strain 8, which also suppressed polySUMO-conjugate levels yet had no additional Uba2 mutations, picked up a mutation in Aos1 (E346V). Interestingly, while the uba2-C162S mutation was insufficient to suppress polySUMO-conjugate levels in strains 1 and 7 at 250 generations, the additional Uba2 mutations seen at 500 generations were associated with a strong decrease in conjugate levels. Conversely, three evolved *ulp2Δ* strains (2, 5, and 6) had no detectable changes in the tested SUMO pathway components, consistent with their continued high levels of polySUMO conjugates (Fig. 5e).

The Uba2 missense mutations occurred throughout the protein (Fig. 5f). Only C162S is located within the domain bearing the catalytic Cys173 residue. The other mutations occur in the adenylation domain (AD) or the ubiquitin-like domain (UFD) required for recruiting E2^49^. When provided as the only source of Uba2 in otherwise WT cells, all the Uba2 point mutants, including the Uba2^C162S^ single mutant and the six Uba2 double point mutants, reduced SUMO conjugation (Fig. 5g) without impairing cell growth (Supplementary Fig. 10). Cells expressing Aos1^E346V^ continued to accumulate conjugates, but the *aos1-E346V uba2-C162S* double mutant did not.

Taken together, our results suggest that long-term loss of Ulp2 SUMO protease activity favors countervailing partial loss-of-function mutations in genes encoding SUMO ligation pathway enzymes, particularly the essential Ubc9 (E2) and Uba2/Aos1 (E1) enzymes.

### *UBC9* and *UBA2* mutations prevent aneuploidy in nascent *ulp2Δ*

To test the hypothesis that *ulp2Δ* aneuploidy could be directly suppressed by these balancing mutations in SUMO-ligating enzymes, we measured chromosome copy number, as well as cell growth, cell-cycle progression, and SUMO conjugates, in nascent *ulp2Δ* cells that carried *ubc9*, *uba2*, or *aos1* missense mutations (Fig. 6a). Ubc9^K27N^ expression efficiently suppressed the development of aneuploidy and the other mutant traits in low-passage *ulp2Δ* cells (Fig. 6b–e). Notably, even though provision of the single point mutant Uba2^C162S^ did not suppress the growth and cell-cycle defects of nascent *ulp2Δ* cells, it slightly reduced levels of HMW SUMO-conjugated proteins and prevented the development of ChrXII (but not ChrI) disomy (Fig. 6f–i). Aneuploidy and the other defects of cells newly depleted of Ulp2 were also prevented by all tested *uba2* double point mutants and the *uba2*^*C162S*^ *aos1*^*E346V*^ double mutant (Fig. 6f–m). These suppression results with nascent *ulp2* null cells strongly support the contention that the E1 and E2 missense mutations isolated through long-term adaptation to Ulp2 loss are directly responsible for the recovery from aneuploidy and the suppression of the growth and stress resistance defects.

**Fig. 6:**
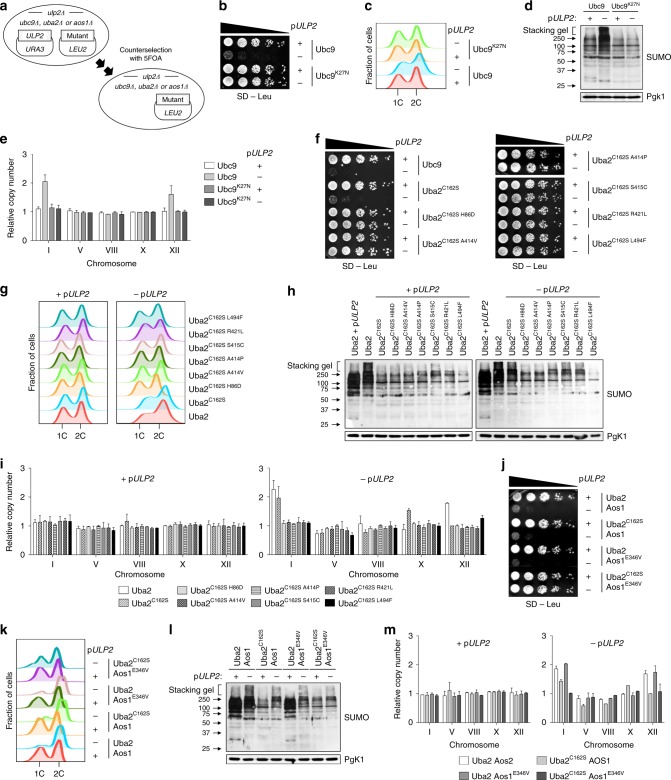
Mutations in Ubc9, Uba2, and Aos1 suppress *ulp2Δ* aneuploidy and other defects. **a** Plasmid eviction strategy to test *ubc9*, *uba2*, and *uba2 aos1* mutants that were also *ulp2Δ*. **b**, **f**, **j** Growth assays of the indicated strains. After spotting cells in fivefold serial dilutions, SD–Leu plates were incubated for 2 days at 30 °C. **c**, **g**, **k** Flow cytometry analysis of DNA content of the indicated strains. **d**, **h**, **l** Immunoblot analysis of SUMO conjugates in whole-cell lysates. **e**, **i**, **m** qPCR ploidy assays. Error bars indicate the SD calculated from two independent experiments

## Discussion

Following an acute loss of the Ulp2 SUMO protease, yeast respond by developing a specific two-chromosome aneuploidy^18^. While this rapid adaptive response helps stave off inviability, the mutant has many severe defects. The present study demonstrates that upon extended laboratory evolution, the extra chromosomes are lost in step-wise fashion. Remarkably, despite the complete absence of Ulp2, these evolved euploid cells acquire nearly normal growth and cell-cycle characteristics. Homeostasis appears to be restored in most cases by a combination of two mechanisms (Fig. 7). First, partial loss-of-function mutations to the essential E1 or E2 SUMO pathway enzymes reduce the excess accumulation of polySUMO-modified proteins caused by loss of Ulp2. Second, regulation of ribosome biogenesis, which is tightly controlled by the SUMO system, is altered such that overexpression of RP genes is reversed and snoRNAs are broadly upregulated, the latter likely through attenuated Ccr4-dependent transcriptional control. These data demonstrate a striking flexibility of cells in their response to loss of an essential gene: a specific but transient aneuploid state followed by distinct evolutionary trajectories capable of resolving the chromosome imbalances and restoring normal growth and stress resistance. Such interdependent adaptive mechanisms likely have relevance to other long-term cellular stress responses, including the evolution of tumor cells and aging.

**Fig. 7:**
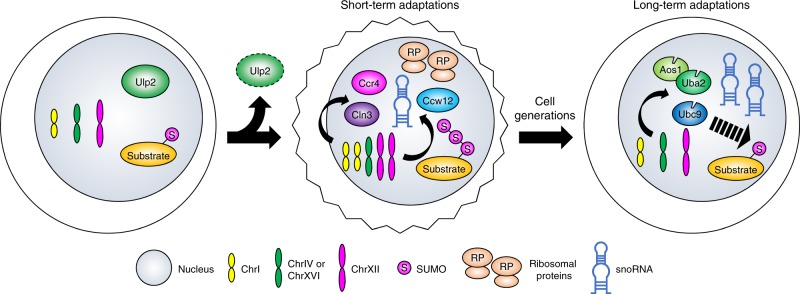
Short-term and long-term adaptive mechanisms caused by loss of Ulp2. Proposed model showing that yeast have short-term and long-term adaptive mechanisms that allow survival of a dysregulated SUMO system caused by loss of Ulp2. Loss of Ulp2 leads to accumulation of polySUMO-conjugated substrates, enhanced expression of genes encoding ribosomal proteins and reduced cell fitness (irregular cell outline). Duplication of ChrI and ChrXII provides a transient adaptive solution to amplify three protein-coding genes, *CCR4*, *CLN3*, and *CCW12*, and several snoRNA genes, *SNR61*, *SNR55*, and *SNR57*. Following evolution over many cell generations, disomies of both ChrI and XII are eliminated, concomitant with mutations in *UBC9*, *UBA2*, or *AOS1*. These SUMO-ligating enzyme mutations reduce SUMO conjugation and suppress the growth defects of *ulp2Δ* cells. Upregulation of numerous snoRNA genes appears to promote ribosome biogenesis, which is normally tightly regulated by the SUMO system

Yona et al.^7^ previously found that disomies induced by culturing yeast at either high temperature or high pH were eventually resolved even in the continued presence of the stress. Resolution of aneuploidy following the loss of an essential gene has not be reported previously to our knowledge. Our data indicate that different aneuploid *ulp2Δ* lines undergo variable but to some extent predictable adaptive evolutionary changes to compensate for the missing gene in ways that allows normal chromosome numbers to be restored. Predictable evolutionary trajectories were previously observed in yeast strains in response to the removal of an important cell polarity factor, although this did not involve an initial aneuploid state^50^.

The different genetic alterations of separately evolved aneuploid *ulp2Δ* lines is in some ways reminiscent of the genetic heterogeneity that characterizes human tumors^51^. Over 90% of solid tumors are aneuploid, but extensive intratumor variability is observed. In some tumors, distinct mutations affecting the same tumor driver genes were found, suggesting convergent evolution leading to neoplastic growth and metastasis. In the transiently aneuploid *ulp2Δ* lines in our study, missense mutations in three different SUMO-conjugation factors were identified, and for Uba2, multiple independent missense mutations, as these cells evolved back to a fast-growing euploid state.

A natural experiment in the loss of the *ULP2* gene might have occurred in microsporidial species. Microsporidia are intracellular parasites related to fungi that have undergone drastic genome reductions^52^. In *Encephalitozoon* spp., which have only ~2000 genes, no clear *ULP2* ortholog is found, although at least a rudimentary SUMO ligation system still appears to exist based on available genome sequences. Different microsporidial species might have independently evolved ways of maintaining a balance between SUMO conjugation and deconjugation as components of the SUMO system were lost or reduced.

It should be possible in many cases to trace the complex pathways of long-term genetic change occurring in response to loss or inhibition of cellular enzymes, as demonstrated in the current study. The ability of aneuploidy to serve as a suboptimal but rapid response to cellular stress, is now well documented; However, long-term responses to aneuploidy have been only minimally investigated^7^. These responses may not only be relevant to tumorigenesis, as noted above, but to aging and drug resistance. For example, we found that yeast *ulp2* mutants are unusually resistant to rapamycin. Rapamycin treatment boosts longevity in many species, and mTORC1 inhibitors are now being considered for use in humans^53^. Our data suggest that genetic background and tissue heterogeneity may have major effects on the efficacy of such treatments.

## Methods

### Yeast strains

Yeast strains used in this study are listed in Supplementary Table 1. Standard techniques were used for strain construction. The mutant *ulp2Δ ubc9* strain was made by replacing the WT *UBC9* ORF in MHY1328 (*ulp2Δ*/*ULP2* diploid) with a *TRP1* marker; the resulting strain was transformed with YCplac33-*UBC9*, sporulated and dissected, and the doubly deleted haploid was isolated. After transforming in the pRS315-*ubc9* plasmid, YCplac33-*UBC9* was evicted by two consecutive streakings on 5-FOA. The *ulp2Δ uba2* and *ulp2Δ uba2 aos1* strains were made in analogous fashion except the *UBA2* gene was replaced by a *kanMX6* module and *AOS1* by a *natMX4* cassette. To generate MHY9393, MHY10229 and MH10230 strains, the C-terminal insertion cassettes of *CCR4–6xGly-3xFlag*, *NOT5–6xGly-3xFlag* and *RAP1–6xGly-3xFlag* were constructed by PCR amplification from pFA6a-6xGly-3xFlag::KanMX6^54^ and transformed into MHY1379 cells (*ulp*2*Δ* + YCplac33-*ULP2* haploid).

To create yeast strains newly null for *ULP2*, MHY1379 cells with or without a *LEU2-*marked plasmid carrying a gene(s) of interest were streaked on 5-FOA or 5-FOA–Leu plates twice in succession to evict the *ULP2* cover plasmid. All strains were verified by PCR and/or immunoblot analysis.

### Yeast growth conditions

Cells were grown at 30 °C in YPD or synthetic defined (SD) minimal medium with the appropriate supplements. For growth analysis on plates, cultures in exponential growth were normalized to an *A*_600_ of 0.1, which were subject to fivefold serial dilutions. Dilution series were spotted onto appropriate media, and the plates were incubated at 30  or 37 °C for 2–5 days. To induce Ulp2 degradation via the AID* tag and *ULP2* mRNA turnover via the neomycin-inducible hammerhead ribozyme (HHR) in the 3′ UTR of *ULP2*, cells were incubated in YPD with 500 μM indole-3-acetic acid (IAA) and 100 μg/ml of neomycin^55,56^ and then diluted daily 1:120 into fresh medium containing the drugs for 16 days. For laboratory evolution experiments, cells were grown to stationary phase in YPD and then diluted 1:120 into fresh YPD medium, as described previously^7^. This process was repeated daily (6.9 generations per day).

### Plasmids

Plasmids used in this study are listed in Supplementary Table 2. To create high-copy plasmids with ChrXII subfragments from the 11-b5, 11-c5, 11-e11, or 11-f11 genomic library clones, the ORFs with 0.6–1 kb of sequence upstream and downstream of the ORF were PCR-amplified from the genomic library plasmids and cloned into the pGP564 plasmid. Exceptions to this were the following: For pGP564-*REX3* + *SNR6* + *YLR108C*, pGP564-*YLR334C* + *tE(UUC)L* + *NUP2* or pGP564-*SGD1*, a 5-kb SacI fragment from 11-b5, 4.5-kb PstI fragment from 11-e11, and 5.5-kb *Sac*I fragment from 11-f11, respectively, were inserted into pGP564. pGP564-*REC102* was generated by religation of the 11-e11 vector fragment containing the *REC102* ORF after *Pst*I digestion. For the *ubc9* and *uba2* plasmids, the mutated ORF with ~0.8-kb of upstream and downstream sequences were amplified by PCR and cloned into pRS315. The amplified ORFs of *AOS1* or *aos1*^*E346V*^ with ~0.8-kb of flanking sequences were cloned into pRS315-*UBA2*, pRS315-*uba2*^*C162S*^ or YCplac33-*UBA2*. For overexpression of *HIS-SMT3*, the allele was amplified by PCR from MHY5339 and then cloned into p425-*GPD*. All constructs were confirmed by DNA sequencing.

### RNA isolation and RNA-seq analysis

Total RNA was extracted as previously described^18^. Briefly, one OD_600_ equivalent of cells grown to mid-exponential phase was used for RNA isolation using the RNeasy kit (Qiagen). The Ambion DNA-free DNA removal kit was used to remove DNA contaminants.

Twelve strand-specific sequencing libraries, three replicates per condition, were produced from the purified total RNA samples by the Illumina TruSeq stranded protocol. The libraries underwent 76-bp paired-end sequencing using an Illumina HiSeq 2500 according to Illumina protocols, generating an average of 14 million paired-end reads per library. For each read, we trimmed the first six nucleotides and the last nucleotides at the point where the Phred score of an examined base fell below 20 using in-house scripts. If, after trimming, the read was shorter than 45 bp, the entire read was discarded. Trimmed reads were mapped to the *S. cerevisiae* genome (Ensembl R64–1–1) with Tophat v2.1.1^57^ using the very-sensitive preset, first-strand library type, and providing the corresponding gene model annotation. Only the reads that mapped to a single unique location within the genome, with a maximum of two mismatches in the anchor region of the spliced alignment, were reported in these results. We used the default settings for all other Tophat options. Tophat alignments were then processed by Cuffdiff (Cufflinks v2.2.1^58^) to obtain differential gene expression using first-strand library type, providing gene model annotation, and the genome sequence file for detection and correction of sequence-specific bias that random hexamer can cause during library preparation.

### Reverse transcription-polymerase chain reactions (RT-PCRs)

One microgram of RNA was used in reverse transcription reactions using the iScript cDNA synthesis kit (Bio-Rad). The oligonucleotide sequences used for qPCR are listed in Supplementary Table 3. Diluted cDNA (1:200) was used in qPCR reactions to determine the expression of ribosomal protein genes *RPL12B* and *RPS18B*, snoRNA genes *SNR30* and *SNR60*, and the *ACT1* or *SPT15* controls. To measure expression of rRNA 18s and 25s, cDNA was diluted to 1:1,000. Each qPCR reaction was performed in technical triplicate. Relative RNA levels were calculated using the comparative Ct method (ΔΔCt)^59^.

### DNA-sequencing (seq) analysis

Genomic DNA was extracted from 1 OD_600_ equivalent of cells using a standard phenol/chloroform extraction method. Whole-genome sequencing was then performed by the Yale Center for Genome Analysis, using 2 × 100 bp sequencing on Illumina HiSeq 2500 instruments, to an average depth of 500x per sample. The reads were aligned to the *S. cerevisiae* genome using BWA MEM v0.7.15, and a joint calling of variants was performed using freebayes v0.9.14 with options (-P 0.5 -E 0 -q 10 -C 5).

### qPCR ploidy assay

Chromosome copy number was determined by qPCR ploidy assays according to the protocol of Pavelka et al.^60^ as described previously^18^. Briefly, DNA samples were prepared by the method described above. The oligonucleotide sequences used for qPCR are listed in Supplementary Table 3. Triplicate qPCR reactions were performed using the iQ SYBR Green Supermix kit in a Roche LightCycler 480 instrument, and the qPCR results were analyzed by the modified Ct method^59^. Ct values for each chromosome were normalized to the median Ct value for each cell, and then ∆Ct was represented as relative ratio to WT control. For screening assays in Supplementary Fig. 6, each reaction was performed in technical duplicate.

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were done using established protocols^18,61^. Briefly, cells grown to mid-log phase in 200 ml of SD medium with suitable supplements were cross-linked with formaldehyde for 20 min and quenched with glycine. Cell pellets were lysed with glass beads and then sonicated to produce DNA fragments of ~500 bp. TAP-tagged, Flag-tagged and His-tagged proteins in clarified extracts were precipitated with 20 µl of IgG-Sepharose beads (17-0969-01, GE Healthcare), anti-Flag agarose beads (A2220, Sigma) and Ni-NTA agarose beads (R90115, Thermo Scientific), respectively. Following washings, eluted chromatin fragments were treated with pronase (Roche), and DNA was purified by phenol/chloroform extraction. The oligonucleotide sequences used for ChIP qPCR are listed in Supplementary Table 3. qPCR assays were performed using diluted template DNA (1:8 dilution for IP DNA and 1:1000 dilution for input DNA), and signals were normalized to the internal control (a fragment amplified from an untranscribed region on ChrIV) and input DNA.

### Immunoblotting

Preparation of yeast whole-cell extracts and immunoblotting were carried out as described previously^62^. Levels of the Ulp2-AID∗-6Flag fusion protein, SUMO conjugate profiles, and Pgk1 were analyzed by immunoblotting with 1:2000 dilutions of anti-Flag (F3165, Sigma), anti-SUMO^63^ and anti-Pgk1 (459250, Molecular Probes) antibodies, respectively. Sumoylated Rap1 was detected according to previous reports with little modification^36^. Specifically, TCA-extracted proteins from 50 OD_600_ of cells were resuspended in 0.6 ml of sodium dodecyl sulphate (SDS)-sample buffer with 50 µl of unbuffered 2 M Tris, and then heated to 100 °C for 10 min. After centrifugation, 0.4 ml of supernatants were diluted with 0.8 ml of buffer (50 mM Tris HCl [pH 7.4], 5 mM EDTA, 150 mM NaCl, 1% Triton-X100) containing 20 mM NEM, immunoprecipitated with anti-Flag agarose beads (A2220, Sigma) for 4 h at 4 °C and then finally eluted into SDS-sample buffer by boiling for 5 min. Both IP and INPUT samples were analyzed by sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting as described above. For analysis of ribosomal proteins, TCA-extracted proteins were separated by Tricine-SDS-PAGE and then detected by immunoblotting using 1:1000 of anti-Rpl32 antibody (PA5–69070, Invitrogen). Uncropped blots are presented in a Supplementary Fig. 11.

### Flow cytometry analysis

Yeast DNA content was analyzed by flow cytometry as previously described^18,64^. Cells in exponential growth were fixed in 70% ethanol, digested with RNase A, and then stained with propidium iodide at 50 μg/ml final concentration. The analysis was carried out using a FACS LSRII flow cytometer (BD Biosciences) with a green laser (150 mW at 532 nm). Data were analyzed using FlowJo ver. 8 (Tree Star) and illustrated with two peaks indicating DNA contents, 1 C (unreplicated DNA) and 2 C (replicated DNA).

### Construction of ULP2-AID*-6FLAG-neo-HHR-B2

Directly after the stop codon in the gene for the Ulp2-AID*-6FLAG fusion protein^65^ is a 21-bp linker, the *neo-HHR-B2* sequence (91 bp), a 19-bp A-rich linker^56^ and the authentic *ULP2* 3′UTR sequence. Marker-free genome editing was achieved by CRISPR/Cas9-mediated cleavage within the original *ULP2* stop codon (TAG) and insertion of a 545-bp insert with the aforementioned allele. Specifically, a PCR fragment including the 545 bp AID*-6FLAG-neo-HHR-B2 cassette plus a 5′ flanking region from *ULP2* ORF nucleotides 3058–3102 and a 3′ flanking region from *ULP2* 3′UTR nucleotides 1–45 was amplified from plasmid pHyg-AIDstar-6FLAG_neo_HHR_B2 and used for integration. The pHyg-AIDstar-6FLAG_neo_HHR_B2 plasmid was generated by inserting the neo_HHR_B2 sequence amplified from plasmid pBT3-K2–3’fRzSu-AG-lib4-B2^65^ (kind gift of J. Hartig, U. Konstanz) into *Xba*I/*Bgl*II-cut pHyg-AIDstar-6FLAG^56^.

A one-vector system with sgRNA and Cas9 expression cassettes in a single plasmid^66^ was used to direct genomic integration. A duplex of STK#58 (GATCT-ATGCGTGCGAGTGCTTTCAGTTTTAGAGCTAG) and STK#59 CTAGCTCTAAAACT-GAAAGCACTCGCACGCATA) oligonucleotides was cloned into SwaI,Bcl-cut pML104;^66^ the resulting pML104-gRNA-ULP2CT plasmid encodes the sgRNA that directs *ULP2* cleavage. The 635 bp PCR fragment and pML104-gRNA-ULP2CT were co-transformed into Y884 yeast. The desired insert was confirmed by PCR and DNA sequencing. The *URA3*-marked pML104-gRNA-ULP2CT plasmid was then evicted on a 5-FOA, resulting in yeast strain Y911. Y884 was created by integrating MscI-linearized pRS303-ADH1-AFB2 (kind gift of Helle Ulrich, IMB Mainz) at the *his3Δ1* locus of strain BY4741. The strain expresses the *A. thaliana* F-box protein AFB2 from the yeast *ADH1* promoter.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA-seq and DNA-seq data used in this publication have been deposited in Gene Expression Omnibus (GEO) with accession GSE121898 and GSE121899, respectively. A reporting summary for this Article is available as a Supplementary Information file. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: Distinct adaptive mechanisms drive recovery from aneuploidy caused by loss of the Ulp2 SUMO protease
**Source:** Nat Commun. 2018 Dec 21;9:5417. doi: 10.1038/s41467-018-07836-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Distinct Adaptive Mechanisms Drive Recovery from Aneuploidy Caused by Loss of the  
Ulp2 SUMO Protease**

Ryu et al.

## Supplementary Figures

### Supplementary Fig. 1

**a**

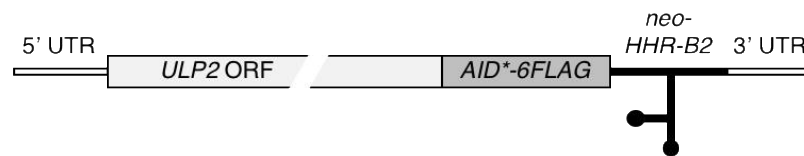

**b**

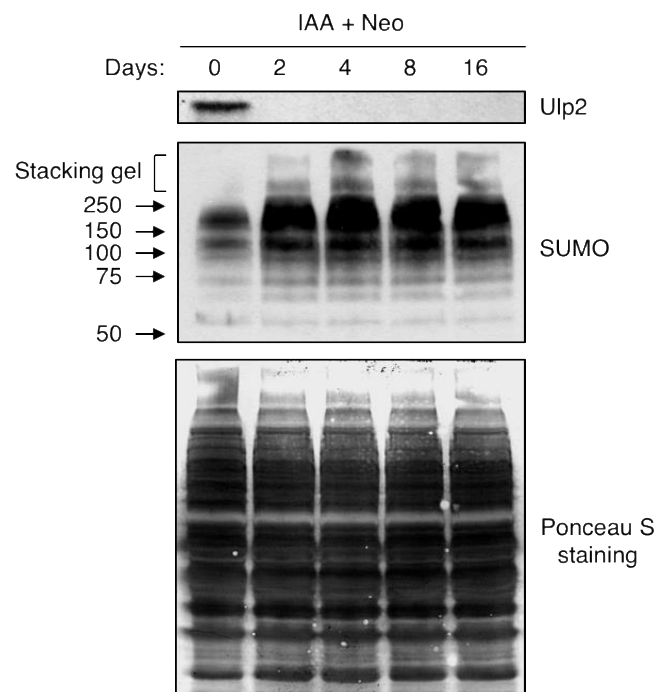

**c**

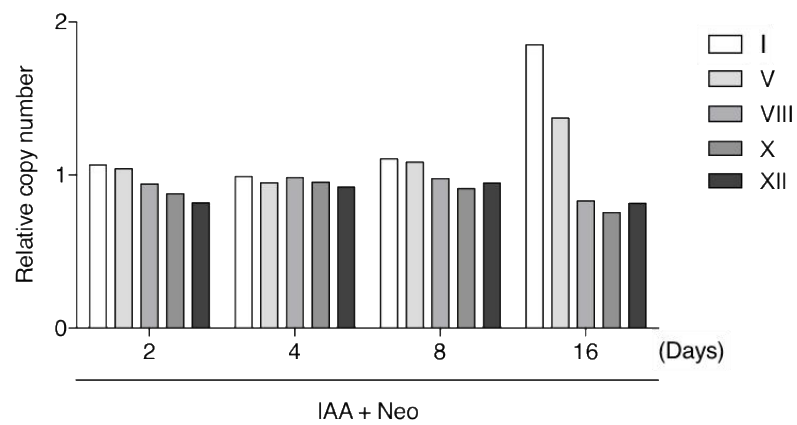

**Supplementary Fig. 1** ChrI disomy was generated after 16 days in Ulp2 protein continuously depleted cells.

**a** Schematic diagram of *ULP2-AID\*-6FLAG-neo-HHR-B2*. Gray and dark gray boxes indicate *ULP2* ORF and *AID\*-6FLAG* tag, respectively. Neomycin-inducible hammerhead ribozyme (HHR) in the 3' UTR of *ULP2* is represented by black color.

**b** Immunoblotting with anti-Flag antibody to detect Ulp2-AID\*-6Flag and anti-SUMO antibody to detect sumoylated proteins in extracts prepared from the strains containing *ULP2-AID\*-6FLAG-neo-HHR-B2*. Cells were incubated in YPD medium with 500  $\mu$ M indoleacetic acid (IAA) and 100  $\mu$ g/ml of neomycin, and the cultures were diluted daily with fresh YPD containing IAA and neomycin.

**c** Aneuploidy analysis of cells from panel A as in Fig. 4b. The results were normalized to chromosome copy number from day 0 cells harvested at the onset of IAA and neomycin treatment.

**Supplementary Fig. 2**

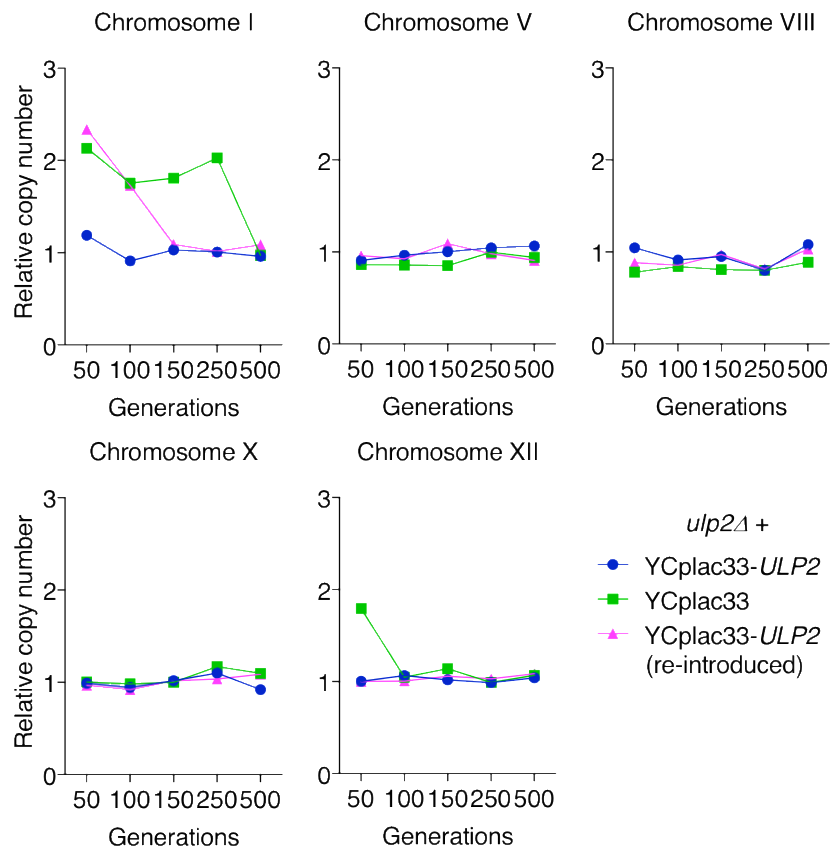

**Supplementary Fig. 2** The aneuploidy of *ulp2Δ* cells was reversed during laboratory cell evolution.

Chromosome copy number of *ulp2Δ* strains was monitored as shown in Fig. 1b.

Supplementary Fig. 3

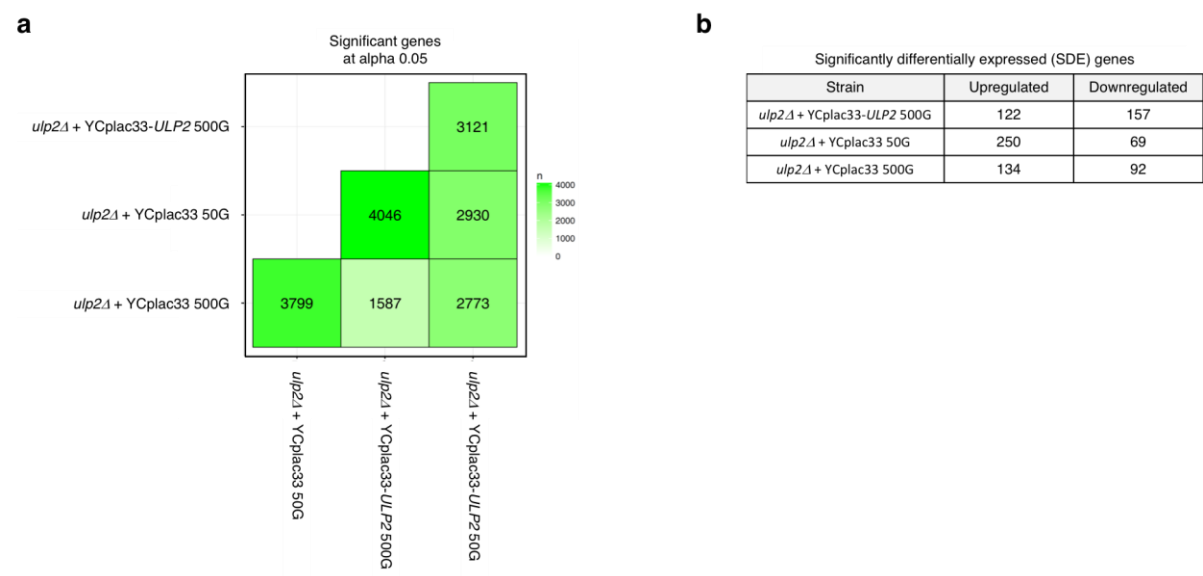

**Supplementary Fig. 3** Levels of many RNAs were significantly different in *ulp2Δ* strains following *in vitro* evolution.

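The number of genes with an adjusted p-value under 0.05 was recomputed with each of the 12 libraries left out in turn. It ranged from 3468 to 4059 for *ulp2* null 50G against WT 500G cells, from 3105 to 3604 between the passages of the *ulp2* null cells, and from 2084 to 2916 between the passages of the WT cells. Against WT 50G cells it ranged from 1977 to 2596 for *ulp2* null 50G and from 1677 to 2295 for *ulp2* null 500G cells. For *ulp2* null 500G against WT 500G cells it ranged from 409 to 744.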

**a** A large portion of transcripts have significantly different levels (alpha value less than 0.05) when compared between the pairs of strains.

**b** Table of significantly differentially expressed (SDE) genes that are upregulated or downregulated in the indicated mutant strain as compared to MHY1379 (*ulp2Δ* + YCplac33-ULP2) 50G.

Supplementary Fig. 4

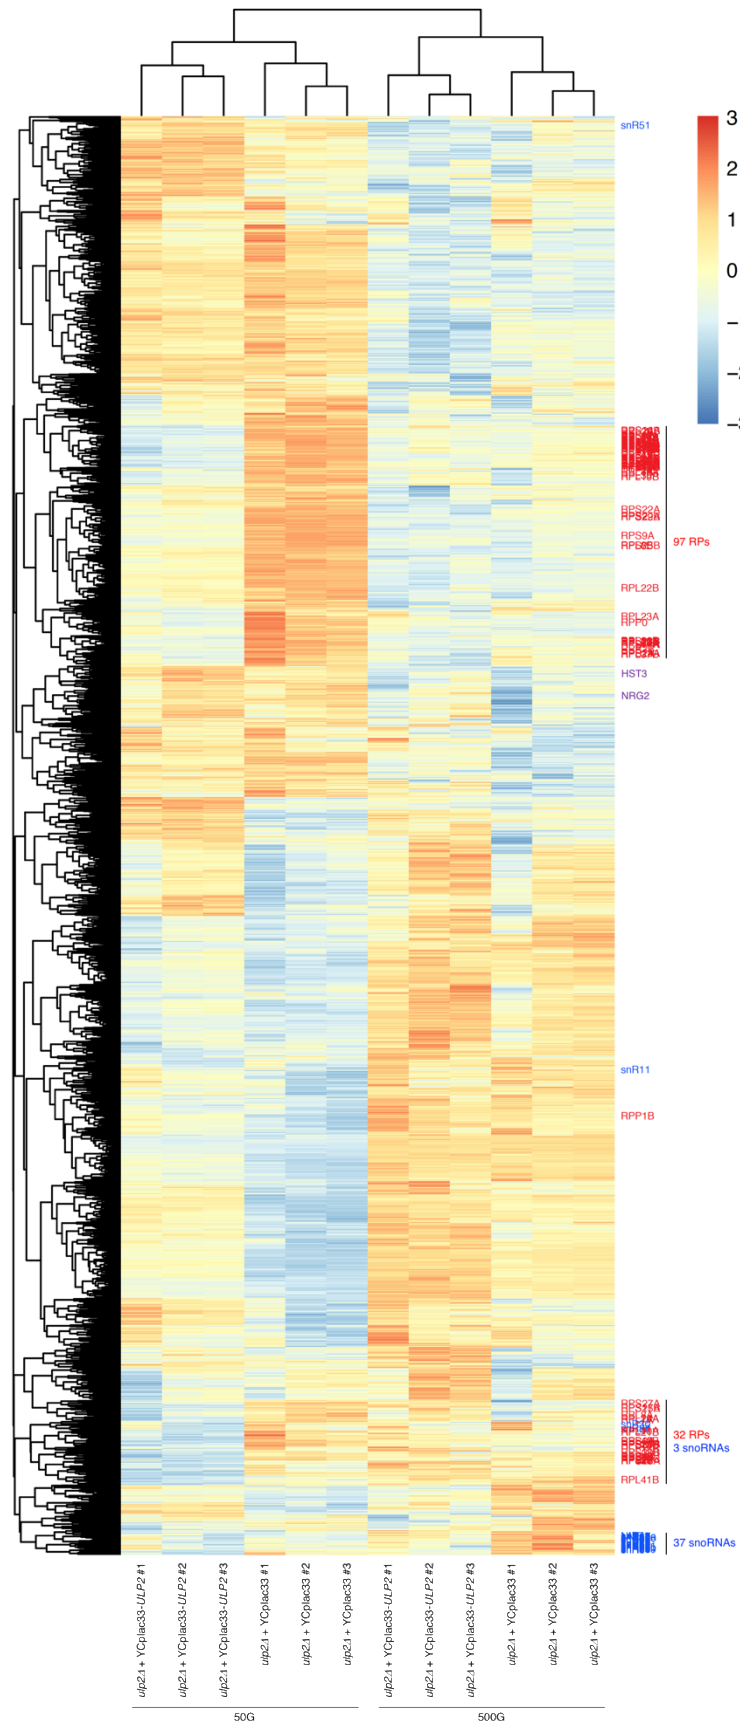

**Supplementary Fig. 4** Transcriptome analysis of *ulp2Δ* strains during laboratory evolution.

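Across genes, the log2(FPKM + 1) values of 2 libraries of the same group correlated with Pearson's r between 0.936 and 0.966 (median 0.956 over 12 pairs), and those of libraries of different groups between 0.895 and 0.956 (median 0.928 over 54 pairs). Genes are not independent replicates, so these values describe the libraries. The number of genes that differed among the 4 groups ranged from 3966 to 4454 with each library left out in turn. It was 5038 with the replicate number as a block, 3328 at an adjusted p-value under 0.01 and 3779 with the genes of chromosomes I and XII left out.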

Two-dimensional agglomerative hierarchical clustering of significantly up- or down-regulated (5,271) genes ( $P < 0.05$ ) in triplicate RNA samples. Ribosomal protein (RP) genes highly expressed in *ulp2Δ* + YCplac33 50G, as compared to MHY1379 (*ulp2Δ* + YCplac33-*ULP2*) 50G, are marked in red color at right. *HST3/NRG2* downregulated transcripts and snoRNAs upregulated in *ulp2Δ* + YCplac33 500G are marked with purple and blue colors, respectively.

## Supplementary Fig. 5

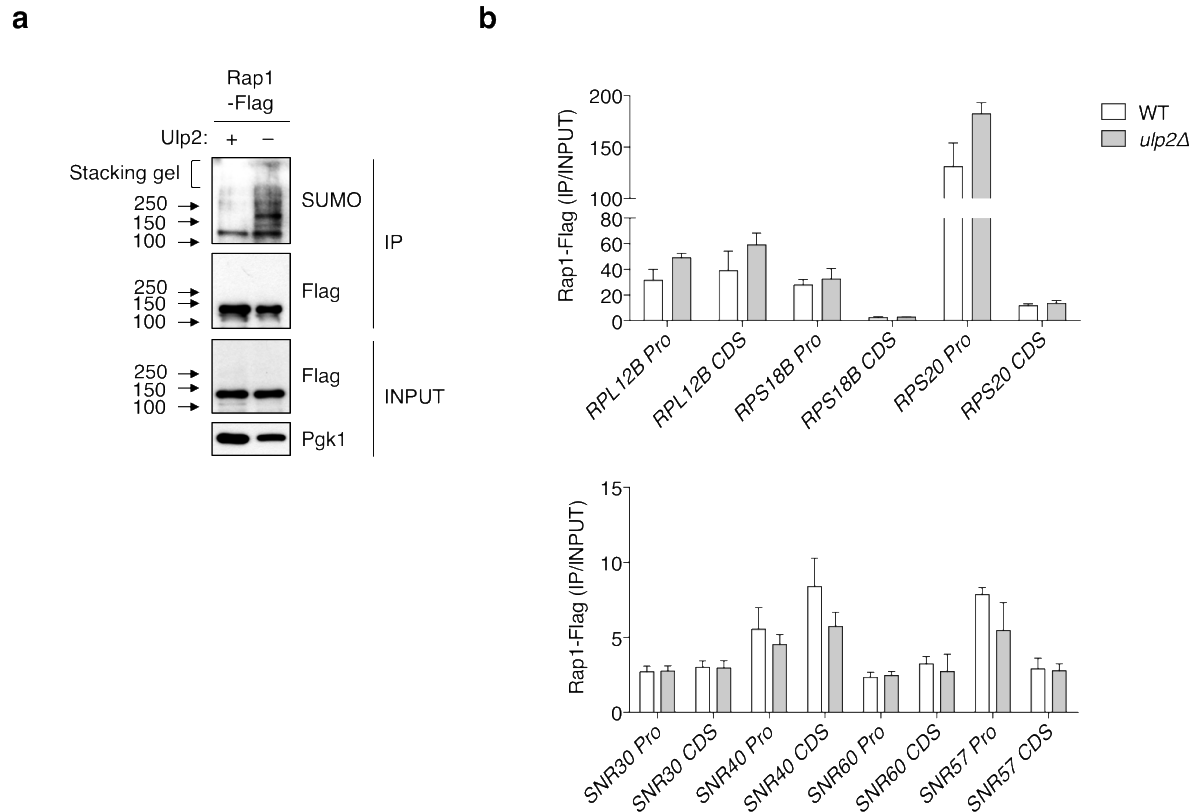

**Supplementary Fig. 5** Ulp2 reduces (poly)SUMO-Rap1 levels, but it does not appear to affect recruitment of Rap1 to RP and snoRNA genes.

**a** Immunoprecipitation (IP) of Rap1-Flag with anti-Flag agarose from denatured yeast extracts in WT and *ulp2Δ* strains expressing Flag-tagged Rap1 followed by immunoblot analysis with anti-SUMO or anti-Flag antibodies. Anti-PGK was used as a loading control for protein input.

**b** ChIP analysis of WT and *ulp2Δ* strains expressing Flag-tagged Rap1 as in Fig. 2a. The error bars indicate the SD from two experiments.

## Supplementary Fig. 6

**a**

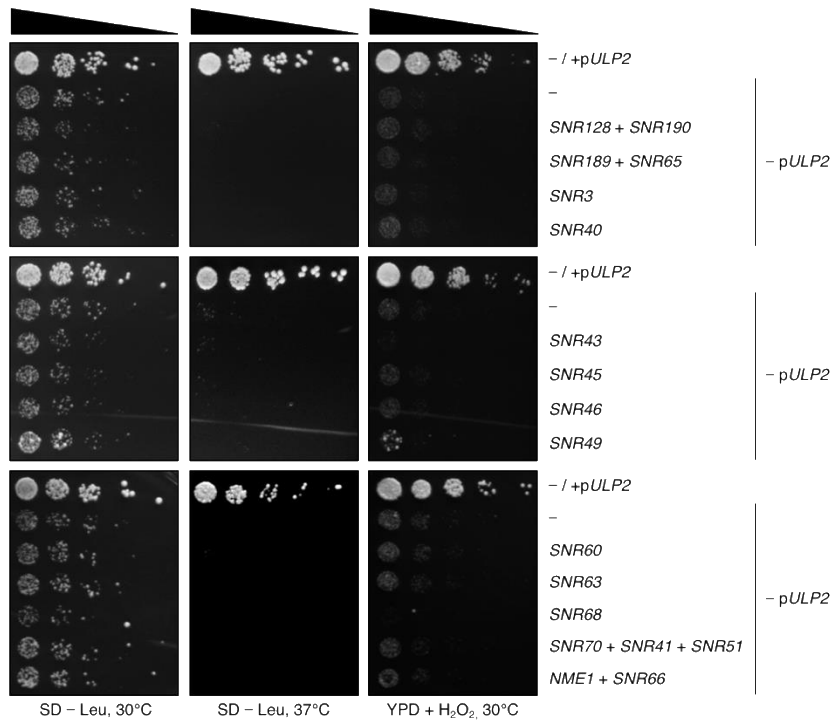

**b**

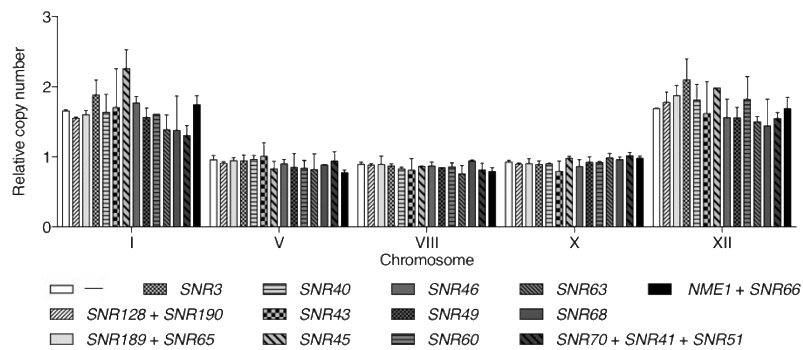

**c**

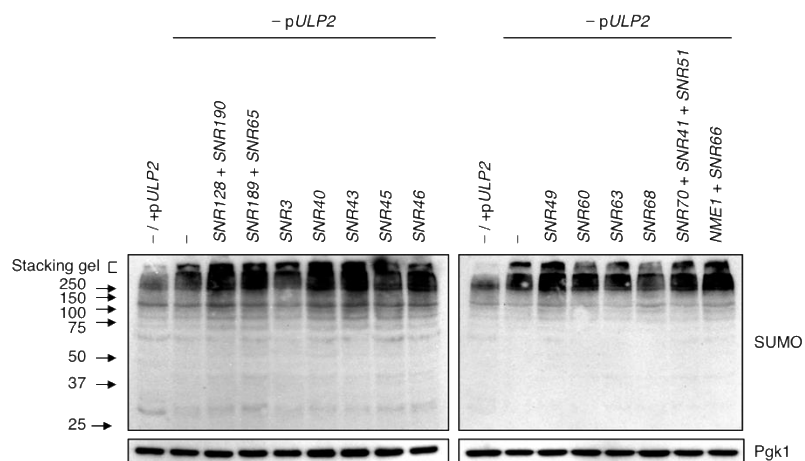

**Supplementary Fig. 6** High-copy expression of the indicated individual snoRNAs has no effect on the growth defects, aneuploidy or accumulation of high molecular weight SUMO conjugates caused by acute loss of Ulp2.

**a** Growth assays of yeast transformants. After spotting cells in five-fold serial dilutions on the indicated plates, the plates were incubated for 2-5 days at the temperatures shown.

**b** qPCR ploidy assays were performed in the indicated strains as in Fig. 4b.

**c** Immunoblot analysis of SUMO-conjugated proteins in extracts from the indicated strains as in Fig. 1e.

### Supplementary Fig. 7

**a**

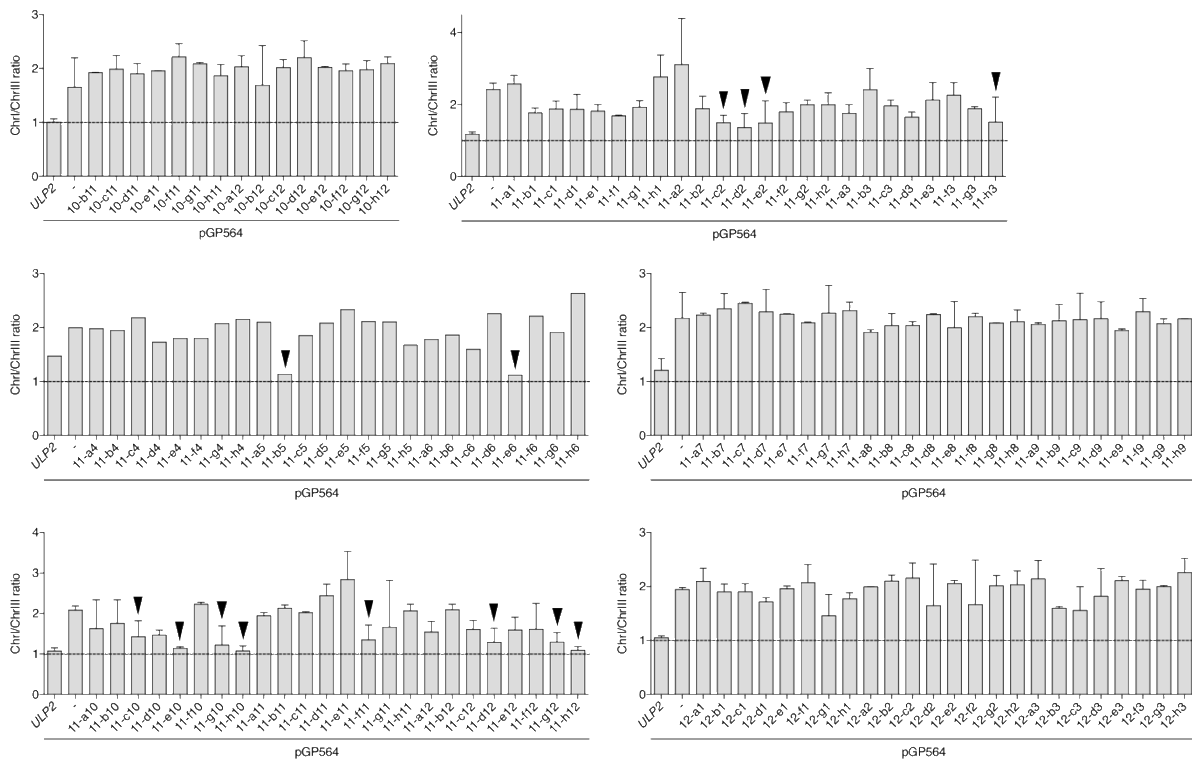

**b**

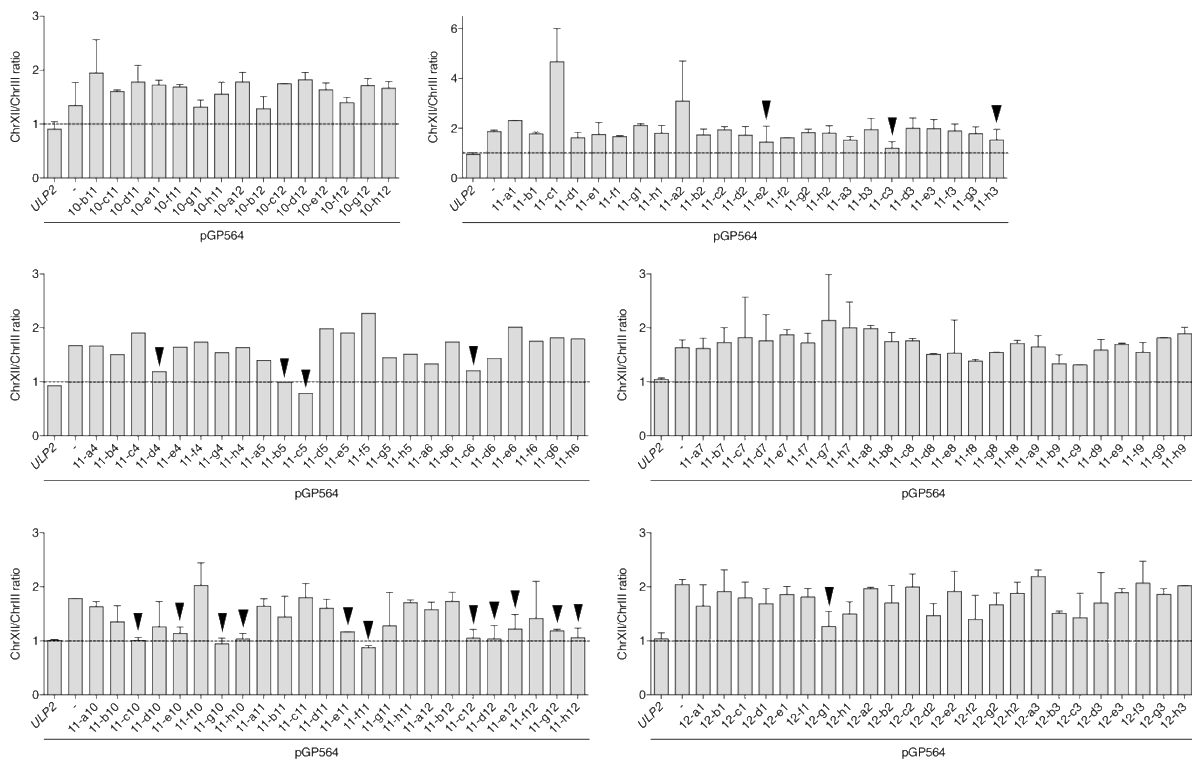

**Supplementary Fig. 7** Screening of ChrXII genes for suppression of *ulp2Δ* aneuploidy

**a, b** qPCR ploidy assays were performed with *ulp2Δ* strains containing the indicated 2-μm plasmids. The ratios of ChrI (**a**) and ChrXII (**b**) to ChrIII were both analyzed in duplicate qPCR reactions. The error bars indicate the SD from two experiments. Arrowheads indicate candidate plasmids showing a possible change of *ulp2Δ* aneuploidy.

## Supplementary Fig. 8

**a**

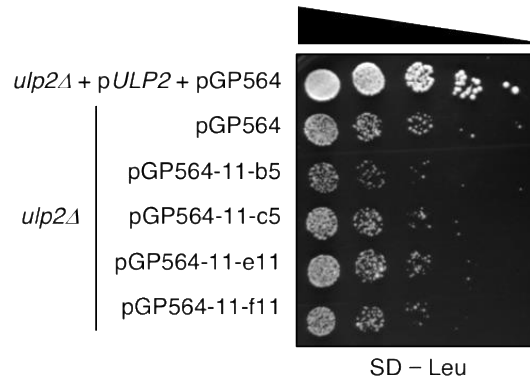

**b**

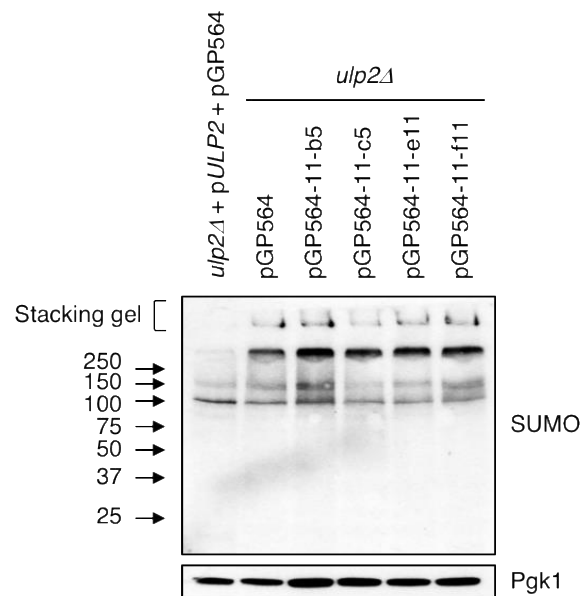

**Supplementary Fig. 8** Plasmids identified that suppressed *ulp2Δ* ChrXII disomy did not suppress the growth defect or accumulation of polySUMO conjugates in cells lacking *ULP2*.

**a** Growth assay of the indicated yeast transformants. After spotting cells in five-fold serial dilutions on an SD – Leu plate, the plate was incubated for 2 days at 30°C.

**b** Immunoblot analysis of SUMO conjugates in extracts prepared from the indicated strains as in Fig. 1e.

## Supplementary Fig. 9

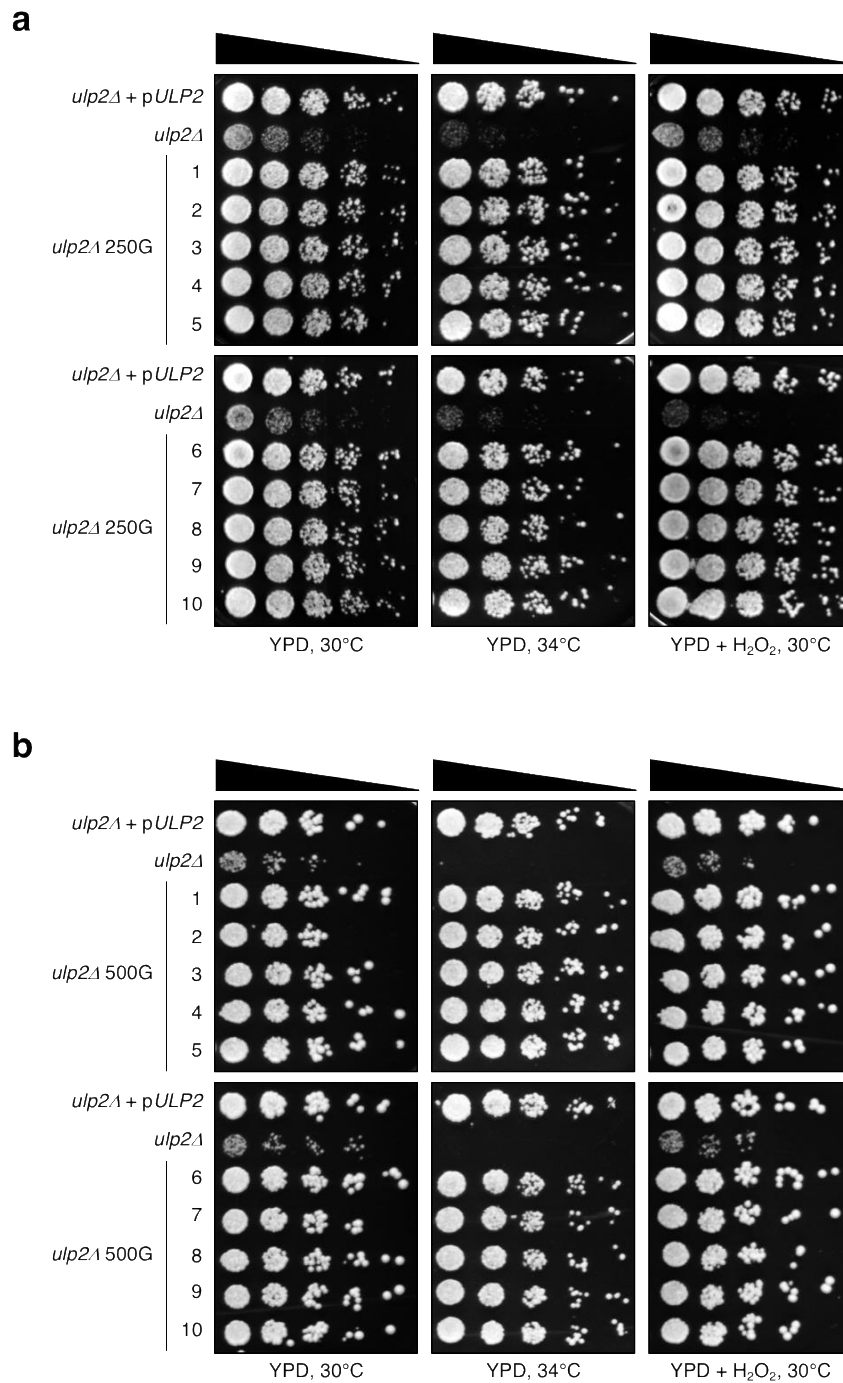

**Supplementary Fig. 9** *ulp2Δ* cells become resistant to stress following high passage.

**a, b** Growth assay of the indicated strains passed for 250 (**a**) or 500 (**b**) generations. After spotting cells in five-fold serial dilutions on the indicated plates, they were incubated for 2-3 days at 30°C or 34°C, as shown.

**Supplementary Fig. 10**

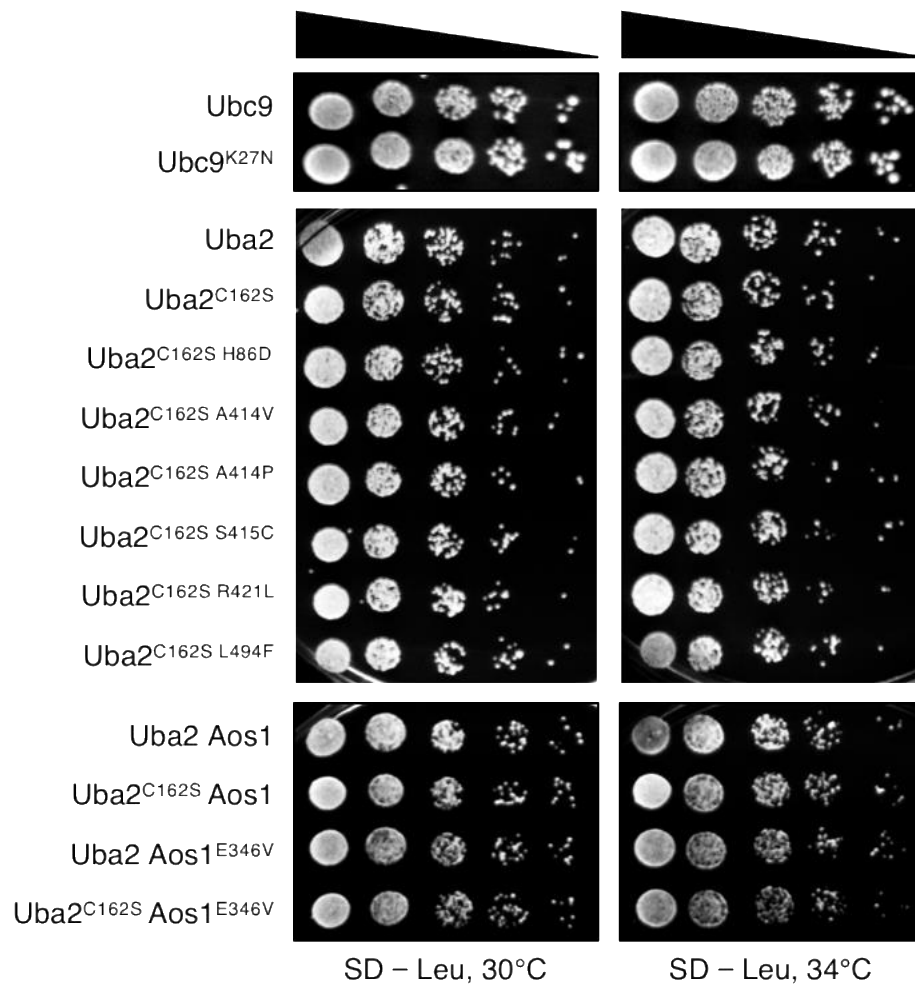

**Supplementary Fig. 10** Identified mutations of Ubc9, Uba2 and Aosl do not affect cell growth. Growth assay of strains expressing the indicated proteins; the strains have a normal copy of *ULP2*. After spotting cells in five-fold serial dilutions, the SD – Leu plates were incubated for 2 days at 30°C or 34°C.

**Supplementary Fig. 11** Original WB Figures.

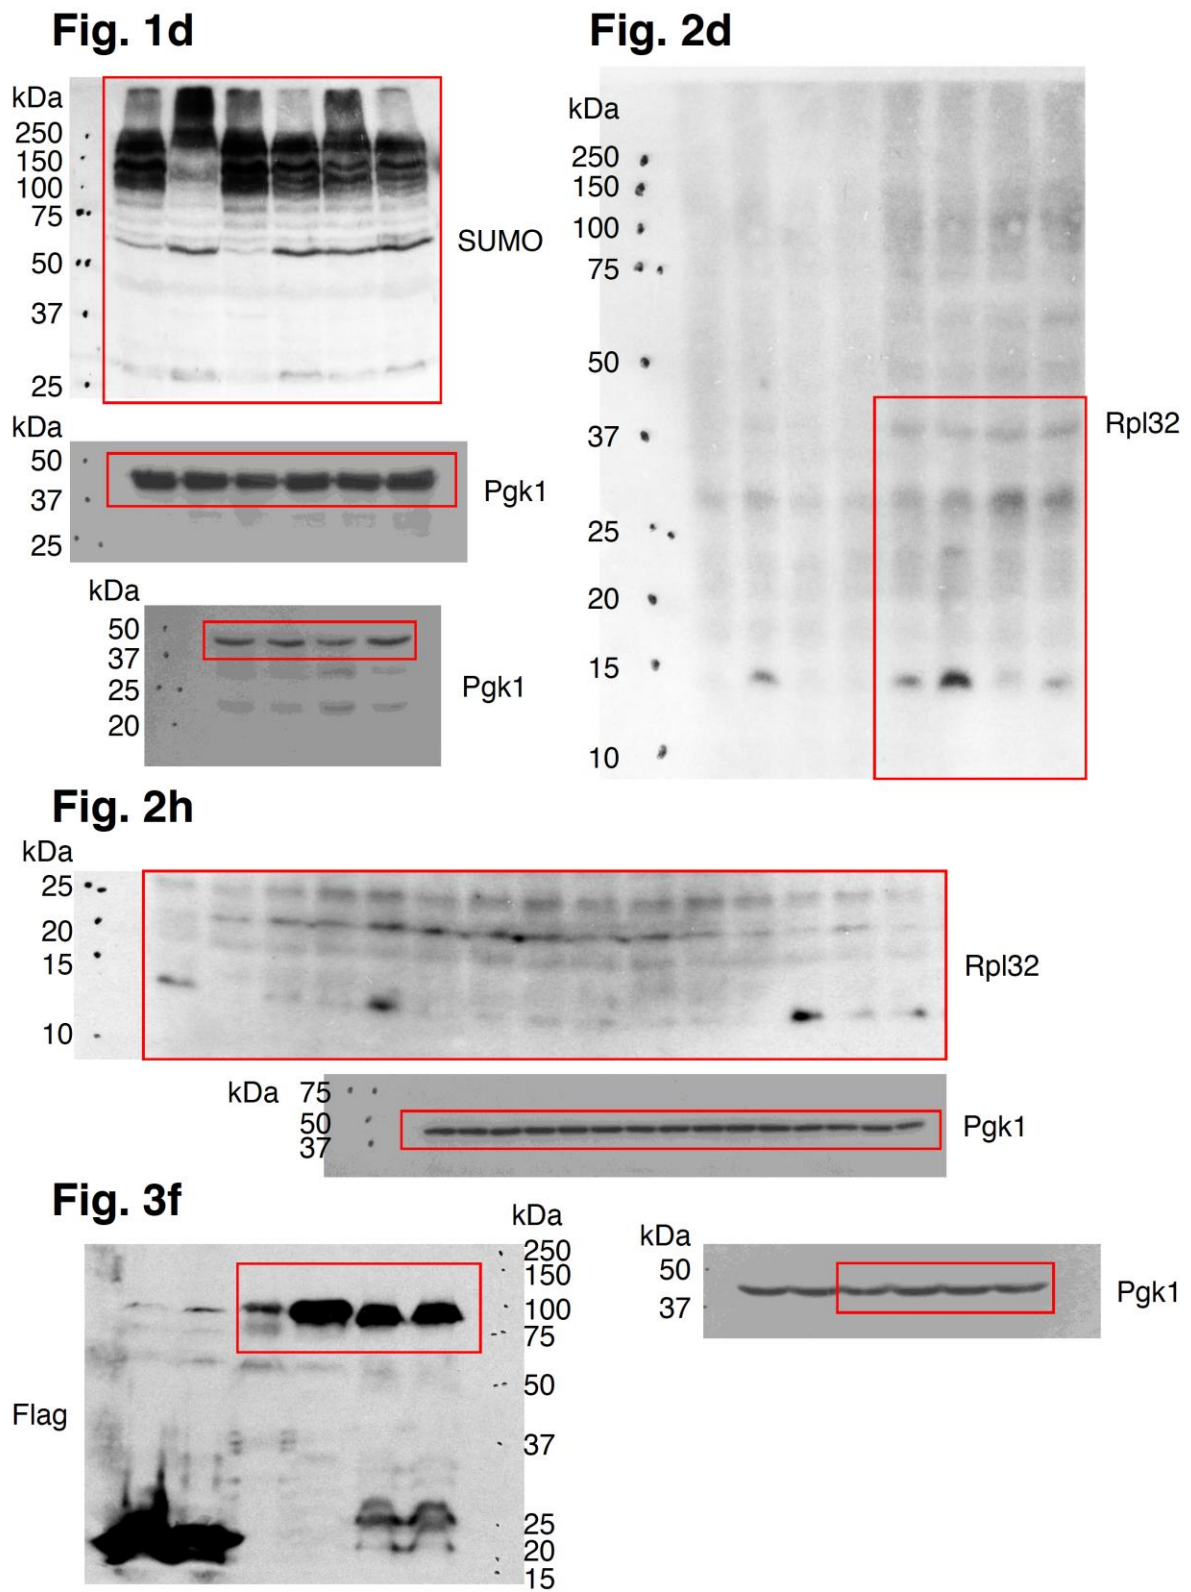

**Fig. 5e**

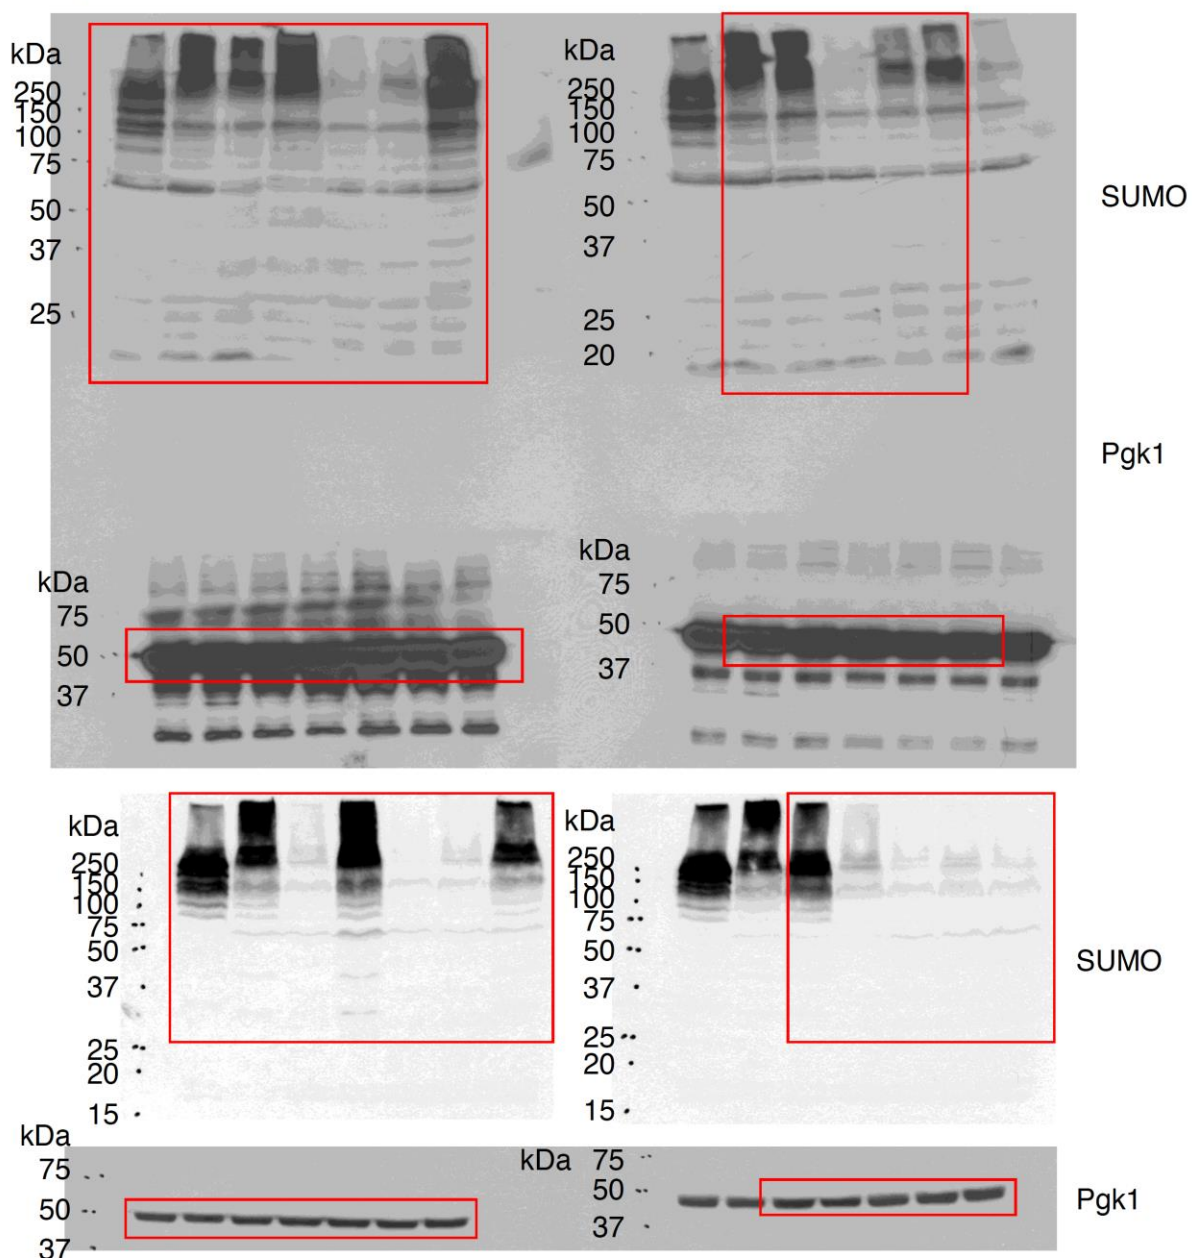

**Fig. 5g**

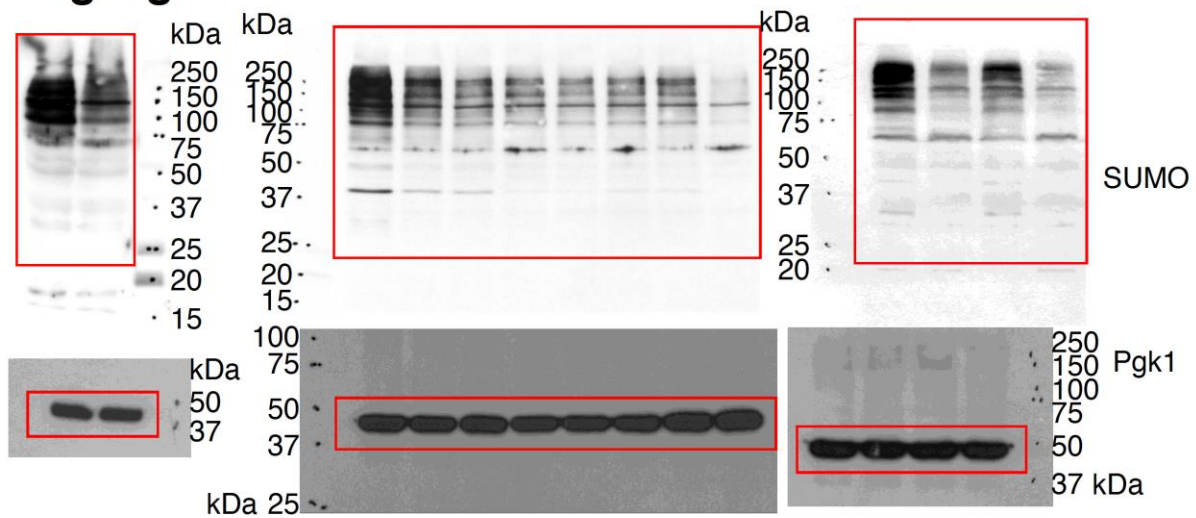

**Fig. 6d**

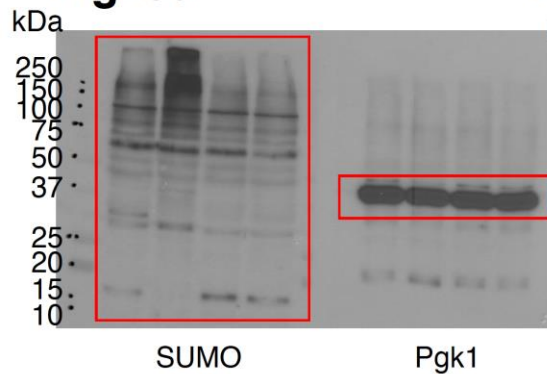

**Fig. 6l**

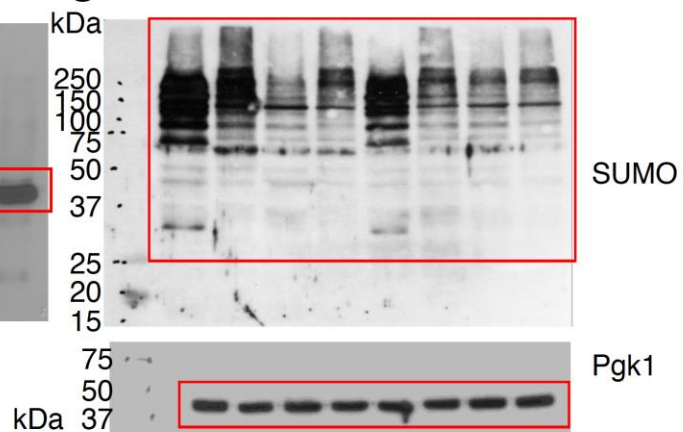

**Fig. 6h**

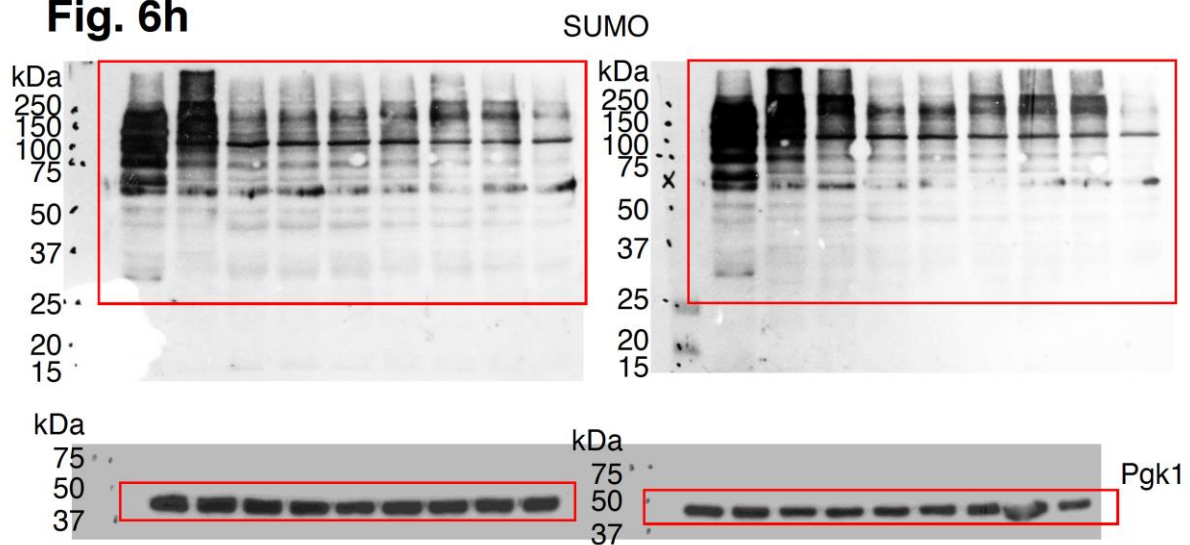

**Supplementary Fig. 1b**

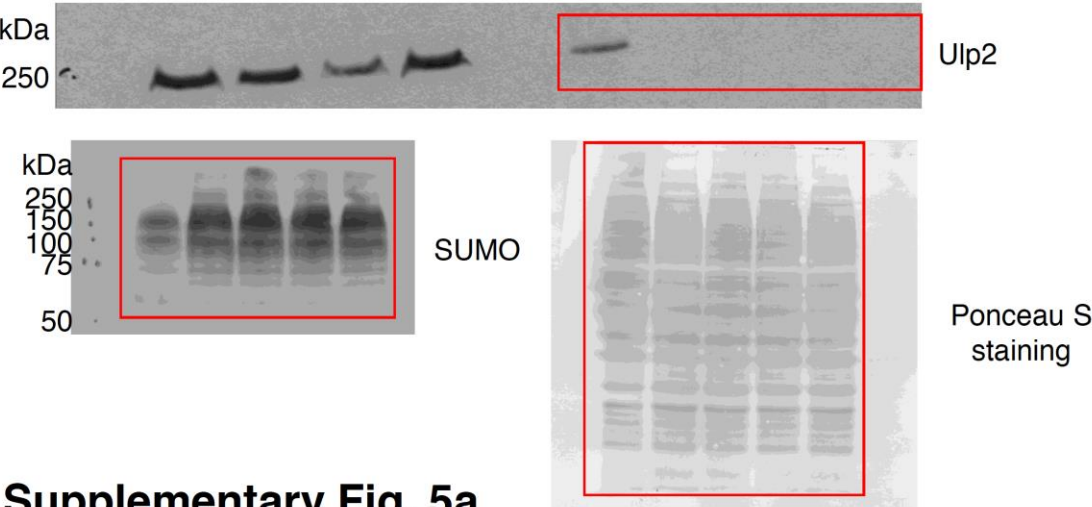

**Supplementary Fig. 5a**

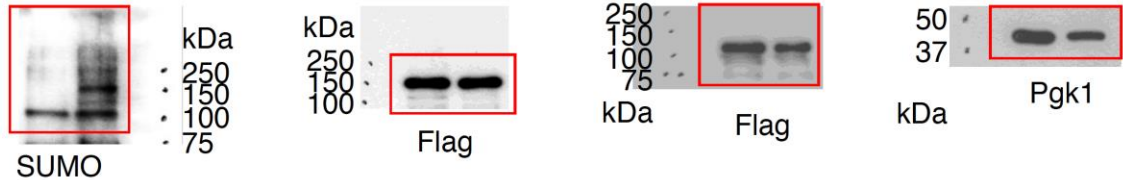

**Supplementary Fig. 6c**

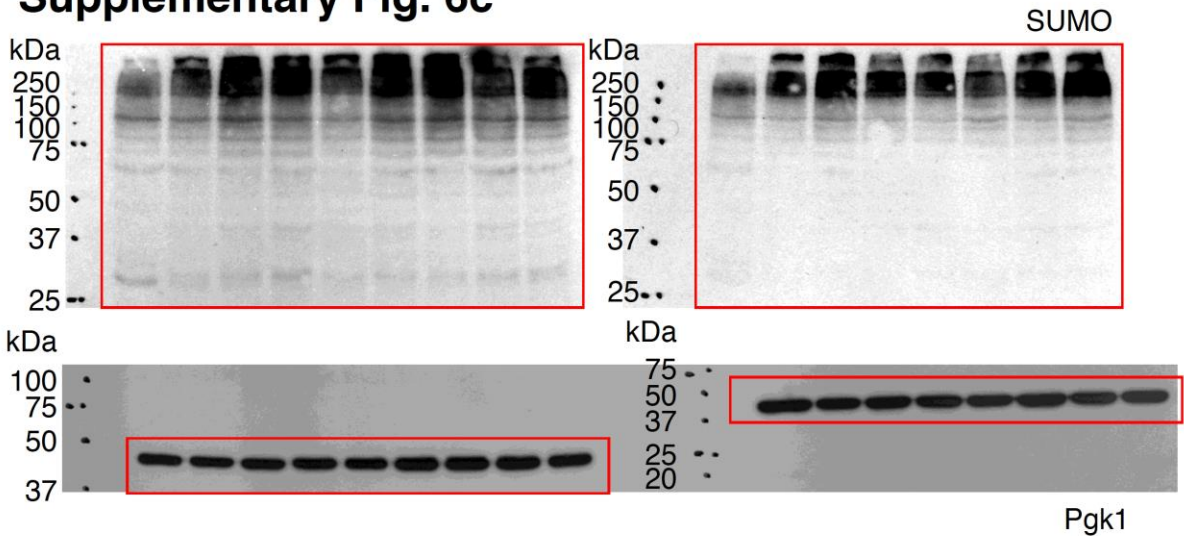

**Supplementary Fig. 8b**

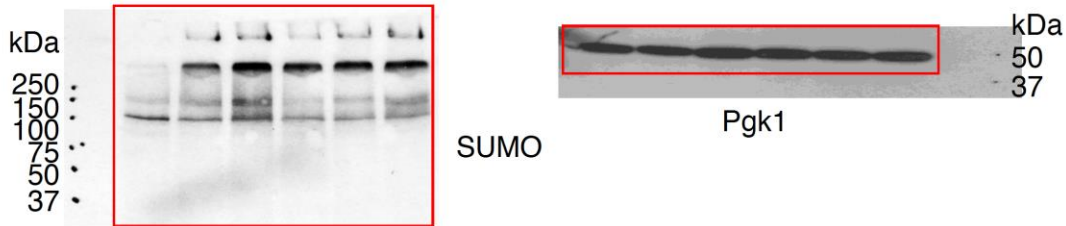

## Supplementary Tables

**Supplementary Table 1.** Yeast strains

| Strain           | Genotype                                                                                                                                 | Source          |
|------------------|------------------------------------------------------------------------------------------------------------------------------------------|-----------------|
| MHY500           | <i>MATa his3-200 leu2-3,112 lys2-801 trp1-1 ura3-52</i>                                                                                  | 1               |
| MHY606           | <i>MATa/MATa his3-Δ200/his3-Δ200 leu2-3,112/leu2-3,112 lys2-801/lys2-801 trp1-1/trp1-1 ura3-52/ura3-52</i>                               | 2               |
| MHY1328          | <i>MATa/MATa his3-Δ200/his3-Δ200 leu2-3,112/leu2-3,112 lys2-801/lys2-801 trp1-1/trp1-1 ura3-52/ura3-52 ULP2/ulp2Δ::HIS3</i>              | 3               |
| MHY1379          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 [YCplac33-ULP2]</i>                                                     | 3               |
| MHY1538          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 smt3Δ::HIS3 ulp1Δ::HIS3 [pVT102U-SMT3gg, YCp50-ULP1]</i>                            | 4               |
| MHY1620          | <i>MATa his3-Δ200 leu2-3,112::LEU2::ubc9-1 ura3-52 lys2-801 trp1-1 ubc9Δ::TRP1</i>                                                       | 5               |
| MHY4027 (JR5-2A) | <i>MATa ade2-1 ura3-1 his3-11, -15 trp1-1 leu2-3,112 can1-100 ssd1 htb1-1 htb2-1 [YCp50-HTB1]</i>                                        | 6               |
| MHY4659          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 doa10-Δ1::HIS3 uba2Δ::KanMX6 [pIS-uba2ts]</i>                                       | 5               |
| MHY5033          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::KanMX6</i>                                                                   | 7               |
| MHY5339          | <i>MATa ade2-1 ura3-1 his3-11, -15 trp1-1 leu2-3,112 can1-100 GAL-His6-SMT3::kanMX6</i>                                                  | 8               |
| MHY7863          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ULP2-6xGly-3xFlag::HIS3MX6</i>                                                      | 7               |
| MHY9388          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ccr4Δ::kanMX6</i>                                                                   | 7               |
| MHY9389          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 ccr4Δ::kanMX6</i>                                                       | 7               |
| MHY9393          | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 CCR4-6xGly-3xFlag::kanMX6 [YCplac33-ULP2]</i>                           | This study      |
| MHY9494 (Y911)   | <i>MATa leu2Δ0 met15Δ0 ura3Δ0 HIS3::pRS303-ADH-AFB2 ULP2-AIDstar-6FLAG (+neo-HHR-B2 in 3'UTR)</i>                                        | This study      |
| MHY9610          | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 RAP1-TAP::HIS3MX6</i>                                                                               | TAP tag library |
| MHY9611          | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 HST3-TAP::HIS3MX6</i>                                                                               | TAP tag library |
| MHY9612          | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 NRG2-TAP::HIS3MX6</i>                                                                               | TAP tag library |
| MHY9613          | <i>MATa ade2-1 ura3-1 his3-11, -15 trp1-1 leu2-3,112 can1-100 ssd1 htb1-1 htb2-1 smt3Δ::HIS3 [pRS314-FLAG-H2B, pRS425-GPD-HIS6-SMT3]</i> | This study      |
| MHY9618          | <i>MATa ade2-1 ura3-1 his3-11, -15 trp1-1 leu2-3,112 can1-100 ssd1 htb1-1 htb2-1 smt3Δ::HIS3 ulp2Δ::kanMX6</i>                           | This study      |

|         |                                                                                                                                              |            |
|---------|----------------------------------------------------------------------------------------------------------------------------------------------|------------|
|         | [pRS314- <i>FLAG-H2B</i> , pRS425- <i>GPD-HIS6-SMT3</i> ]                                                                                    |            |
| MHY9619 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 ubc9Δ::TRP1</i> [YCplac33- <i>ULP2</i> , pRS315- <i>UBC9</i> ]              | This study |
| MHY9620 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 ubc9Δ::TRP1</i> [YCplac33- <i>ULP2</i> , pRS315- <i>ubc9K27N</i> ]          | This study |
| MHY9621 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>UBA2</i> ]            | This study |
| MHY9622 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S</i> ]       | This study |
| MHY9623 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S H86D</i> ]  | This study |
| MHY9624 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S,A414V</i> ] | This study |
| MHY9676 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S,A414P</i> ] | This study |
| MHY9625 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::KanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S S415C</i> ] | This study |
| MHY9626 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S,R421L</i> ] | This study |
| MHY9627 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::KanMX6</i> [YCplac33- <i>ULP2</i> , pRS315- <i>uba2C162S L494F</i> ] | This study |
| MHY9637 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ubc9Δ::TRP1</i> [pRS315- <i>UBC9</i> ]                                                  | This study |
| MHY9638 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ubc9Δ::TRP1</i> [pRS315- <i>ubc9K27N</i> ]                                              | This study |
| MHY9639 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6</i> [pRS315- <i>UBA2</i> ]                                                | This study |
| MHY9640 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6</i> [pRS315- <i>uba2C162S</i> ]                                           | This study |
| MHY9641 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6</i> [pRS315- <i>uba2C162S,H86D</i> ]                                      | This study |
| MHY9642 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6</i> [pRS315- <i>uba2C162S,A414V</i> ]                                     | This study |
| MHY9675 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6</i> [pRS315- <i>uba2C162S,A414P</i> ]                                     | This study |
| MHY9643 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::KanMX6</i> [pRS315- <i>uba2C162S S415C</i> ]                                     | This study |
| MHY9644 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52</i>                                                                                     | This study |

|          |                                                                                                                                               |            |
|----------|-----------------------------------------------------------------------------------------------------------------------------------------------|------------|
|          | <i>uba2Δ::kanMX6 [pRS315-uba2C162S,R421L]</i>                                                                                                 |            |
| MHY9645  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6 [pRS315-uba2C162S,L494F]</i>                                               | This study |
| MHY9677  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6 aos1Δ::NatMX4 [YCplac33-ULP2, pRS315-UBA2-AOSI]</i>            | This study |
| MHY9678  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6 aos1Δ::natMX4 [YCplac33-ULP2, pRS315- uba2C162S-AOSI]</i>      | This study |
| MHY9679  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6 aos1Δ::natMX4 [YCplac33-ULP2, pRS315- UBA2-aos1E346V]</i>      | This study |
| MHY9680  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 uba2Δ::kanMX6 aos1Δ::natMX4 [YCplac33-ULP2, pRS315- uba2C162S-aos1E346V]</i> | This study |
| MHY9681  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6 aos1Δ::natMX4 [pRS315-UBA2-AOSI]</i>                                       | This study |
| MHY9682  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6 aos1Δ::natMX4 [pRS315- uba2C162S-AOSI]</i>                                 | This study |
| MHY9683  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6 aos1Δ::natMX4 [pRS315-UBA2-aos1E346V]</i>                                  | This study |
| MHY9684  | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 uba2Δ::kanMX6 aos1Δ::natMX4 [pRS315- uba2C162S-aos1E346V]</i>                            | This study |
| MHY10229 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 NOT5-6xGly-3xFlag::kanMX6 [YCplac33-ULP2]</i>                                | This study |
| MHY10230 | <i>MATa his3-Δ200 leu2-3,112 lys2-801 trp1-1 ura3-52 ulp2Δ::HIS3 RAP1-6xGly-3xFlag::kanMX6 [YCplac33-ULP2]</i>                                | This study |

**Supplementary Table 2. Plasmids**

| Plasmid                      | Description                                              | Source       |
|------------------------------|----------------------------------------------------------|--------------|
| YCplac33                     | <i>CEN, URA3</i>                                         | 9            |
| YCplac33-ULP2                | <i>CEN, URA3, ULP2</i>                                   | 3            |
| YCplac33-UBC9                | <i>CEN, URA3, UBC9</i>                                   | Alaron Lewis |
| YCplac33-UBA2                | <i>CEN, URA3, UBA2</i>                                   | Alaron Lewis |
| YCplac33-UBA2 AOS1           | <i>CEN, URA3, UBA2, AOS1</i>                             | This study   |
| pGP564                       | <i>2μ, LEU2</i>                                          | 10           |
| pGP564-REX3+snR6+YLR108C     | <i>2μ, LEU2, REX3, snR6, YLR108C</i>                     | This study   |
| pGP564-AHP1                  | <i>2μ, LEU2, AHP1</i>                                    | This study   |
| pGP564-CCW12                 | <i>2μ, LEU2, CCW12</i>                                   | This study   |
| pGP564-YLR111W               | <i>2μ, LEU2, YLR111W</i>                                 | This study   |
| pGP564-YLR112W+HOG1          | <i>2μ, LEU2, YLR112W, HOG1</i>                           | This study   |
| pGP564-tR(ACG)L+AVL9         | <i>2μ, LEU2, tR(ACG)L, AVL9</i>                          | This study   |
| pGP564-REC102                | <i>2μ, LEU2, REC102</i>                                  | This study   |
| pGP564-CHS5                  | <i>2μ, LEU2, CHS5</i>                                    | This study   |
| pGP564-JIP3+MID2             | <i>2μ, LEU2, JIP3, MID2</i>                              | This study   |
| pGP564-tD(GUC)L2+snoRNAs     | <i>2μ, LEU2, tD(GUC)L2, snR61, snR55, snR57</i>          | This study   |
| pGP564-snoRNAs               | <i>2μ, LEU2, snR61, snR55, snR57</i>                     | This study   |
| pGP564-RPS25B                | <i>2μ, LEU2, RPS25B</i>                                  | This study   |
| pGP564-YLR334C+tE(UUC)L+NUP2 | <i>2μ, LEU2, YLR334C, tE(UUC)L, NUP2</i>                 | This study   |
| pGP564-SGD1                  | <i>2μ, LEU2, SGD1</i>                                    | This study   |
| pGP564-VRP1+OPI9             | <i>2μ, LEU2, VRP1, OPI9</i>                              | This study   |
| pGP564-YLR339C+RPP0+SPO77    | <i>2μ, LEU2, YLR339C, RPP0, SPO77</i>                    | This study   |
| pRS315                       | <i>CEN, LEU2</i>                                         | 11           |
| pRS315-UBC9                  | <i>CEN, LEU2, UBC9</i>                                   | This study   |
| pRS315-UBC9K27N              | <i>CEN, LEU2, ubc9K27N</i>                               | This study   |
| pRS315-UBA2                  | <i>CEN, LEU2, UBA2</i>                                   | This study   |
| pRS315-UBA2C162S             | <i>CEN, LEU2, uba2C162S</i>                              | This study   |
| pRS315-UBA2C162S H86D        | <i>CEN, LEU2, uba2C162S,H86D</i>                         | This study   |
| pRS315-UBA2C162S A414V       | <i>CEN, LEU2, uba2C162S,A414V</i>                        | This study   |
| pRS315-UBA2C162S A414P       | <i>CEN, LEU2, uba2C162S,A414P</i>                        | This study   |
| pRS315-UBA2C162S S415C       | <i>CEN, LEU2, uba2C162S,S415C</i>                        | This study   |
| pRS315-UBA2C162S R421L       | <i>CEN, LEU2, uba2C162S,R421L</i>                        | This study   |
| pRS315-UBA2C162S L494F       | <i>CEN, LEU2, uba2C162S,L494F</i>                        | This study   |
| pRS315-UBA2-AOS1             | <i>CEN, LEU2, UBA2, AOS1</i>                             | This study   |
| pRS315-UBA2C162S-AOS1        | <i>CEN, LEU2, uba2C162S, AOS1</i>                        | This study   |
| pRS315-UBA2-AOS1E346V        | <i>CEN, LEU2, UBA2, aos1E346V</i>                        | This study   |
| pRS315-UBA2C162S-AOS1E346V   | <i>CEN, LEU2, uba2C162S, aos1E346V</i>                   | This study   |
| p425-GPD                     | <i>2μ, LEU2, P<sub>GPD</sub>, T<sub>CYC1</sub></i>       | 12           |
| p425-GPD-CLN3                | <i>2μ, LEU2, P<sub>GPD</sub>, T<sub>CYC1</sub>, CLN3</i> | 7            |
| p425-GPD-CCR4                | <i>2μ, LEU2, P<sub>GPD</sub>, T<sub>CYC1</sub>, CCR4</i> | 7            |
| p425-GPD-NOT5                | <i>2μ, LEU2, P<sub>GPD</sub>, T<sub>CYC1</sub>, NOT5</i> | 7            |

|                    |                                                                  |               |
|--------------------|------------------------------------------------------------------|---------------|
| p425-GPD-HIS6-SMT3 | $2\mu$ , <i>LEU2</i> , $P_{GPD}$ , $T_{CYC1}$ , <i>HIS6-SMT3</i> | This study    |
| pRS314-FLAG-H2B    | <i>CEN</i> , <i>TRP1</i> , <i>FLAG-HTB1</i>                      | <sup>13</sup> |

**Supplementary Table 3. Oligonucleotides**

| Name                       | Sequence                         |
|----------------------------|----------------------------------|
| ChrI_Left_FWD              | ACAGCTTCTAAACGTTCCGTGTGC         |
| ChrI_Left_REV              | GCGGTGTGTGGATGATGGTTTCAT         |
| ChrI_Right_FWD             | GCACTTGATCCATGTAGCCATACTCG       |
| ChrI_Right_REV             | TTCGGGTGACCCTTATGGCATTCT         |
| ChrV_Left_FWD              | TCCGCCGGCAACTGTAAGTGTAAA         |
| ChrV_Left_REV              | ATAGTAACCAACGAGAGCGCGCAA         |
| ChrV_Right_FWD             | CAAGCCACTGTTGGCGTTTCAACT         |
| ChrV_Right_REV             | TTTATGTGCGGCTTTGTCAGCAGG         |
| ChrVIII_Left_FWD           | TTGTCGGTCTAGCCGAAAGGTGTT         |
| ChrVIII_Left_REV           | AGTTCTGCGGCAGTAATGTAGGGT         |
| ChrVIII_Right_FWD          | TGGAAAGGGCCTCGAAAGACGTTA         |
| ChrVIII_Right_REV          | TCGGGACTCCACCTGGAATATTGT         |
| ChrX_Left_FWD              | ATTTACCGGTTAGTGTCAGCGCCA         |
| ChrX_Left_REV              | CGACAGAGTAGTTTATGCCGAGGGTT       |
| ChrX_Right_FWD             | AGGCGAGTACCCTTAGCATTTTCCT        |
| ChrX_Right_REV             | ACGAGGCAAGTGTAGGTCCTTTGT         |
| ChrXII_Left_FWD            | TGGAGATGAAGGGTTGTCGTTGGT         |
| ChrXII_Left_REV            | ACGTGTAGCGTTTCTGCTGGTCTT         |
| ChrXII_Right_FWD           | ATGGCAGGCAGGTGAATGAGATGA         |
| ChrXII_Right_REV           | AGAGTAGACCATGGGACGTCGTTT         |
| RPL12B pro For (777-800)   | GCTCTAGGCCGAGAAAATGTTAAT         |
| RPL12B pro Rev (884-910)   | TCATACTAGTAATGTACCGCCAAAGAA      |
| RPL12B CDS For (1178-1199) | ACAGAGATCCGTTTGCGTGACT           |
| RPL12B CDS Rev (1248-1267) | AAAGCGGCTAGAGGGGACTG             |
| RPS18B pro For (793-812)   | GTCTCCGCAGGCCTCTTGTT             |
| RPS18B pro Rev (869-893)   | CCAGTTAGGATAGCAAAGGTGTCAG        |
| RPS18B CDS For (1508-1529) | AGGGTGTTGGTCGTCGTTACTC           |
| RPS18B CDS Rev (1609-1629) | TGGGTTTTGCATGATTTGGAC            |
| RPS20 pro For (767-792)    | AAACATAAGAGAAAAAATGCCACAAC       |
| RPS20 pro Rev (887-918)    | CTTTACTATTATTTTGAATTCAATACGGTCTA |
| RPS20 CDS For (1202-1225)  | AGAAAGACTCCAAATGGTGAAGGT         |
| RPS20 CDS Rev (1242-1265)  | TCTTGTGGATTCTCATTTTCGTAGG        |
| snR30 pro For (807-828)    | AGTAACCCTAAACCATCAGCGG           |
| snR30 pro Rev (924-947)    | CCATAGAAGTTAAATGCACGACGA         |
| snR30 CDS For (1361-1379)  | CAGAAGTGGCCCCGTTGAC              |
| snR30 CDS Rev (1457-1480)  | ACATCCCGCAATCTCTTCGTAATA         |
| snR40 pro For (773-779)    | TTCTTCTTAAAGTATAAAAGGCGGACA      |
| snR40 pro Rev (875-896)    | ACCGGTTTCGCACTACGATACTT          |
| snR40 CDS For (1006-1027)  | TGACGAGAAAAAAGCTGTGCAC           |
| snR40 CDS Rev (1068-1095)  | TCAGAAATTTGGGTATACTTAATGCTTC     |
| snR60 pro For (759-779)    | ACTTCGTCGCTTTCTCCTCCA            |
| snR60 pro Rev (877-899)    | AGGCATACGGCAAATTGACTACA          |
| snR60 CDS For (1002-1030)  | GTTAATGATGATAACCAAAGATGCATAGT    |
| snR60 CDS Rev (1077-1103)  | TTCAGATAGGAGCGAAAGACTAATTTC      |

|                              |                                 |
|------------------------------|---------------------------------|
| SNR57 Pro For (650-675)      | ATTGAACCCTAACAAATGCTACAGTG      |
| SNR57 Pro Rev (752-781)      | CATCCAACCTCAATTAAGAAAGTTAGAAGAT |
| SNR57 ORF For (1076-1100)    | TTCGTTTATGATCTGGCCTCTTTAT       |
| SNR57 ORF Rev (1139-1164)    | TTGAACCGGATATTTTAATCAGTGTC      |
| 18S For                      | GCTTGCGTTGATTACGTCCC            |
| 18S Rev                      | CACTAAGCCATTCAATCGGT            |
| 25S For                      | CGTTCATAGCGACATTGCTT            |
| 25S Rev                      | GGGTGAACAATCCAACGCTT            |
| SPT15 For                    | TAAAAAGAGCTGCCCCAGAA            |
| SPT15 Rev                    | ATGATGACAGCAGCAAAACG            |
| ACT1_qRT-PCR_FWD             | GACGCTCCTCGTGCTGTCTTC           |
| ACT1_qRT-PCR_REV             | GAGCTTCATCACCAACGTAGGAGTC       |
| Int IV For (1516109-1516129) | CGCATTACCAGACGGAGATGT           |
| Int IV Rev (1516212-1516234) | CAAGCAAGCCTTGTGCATAAGA          |

## Supplementary References

1. Chen P, Johnson P, Sommer T, Jentsch S, Hochstrasser M. Multiple Ubiquitin-Conjugating Enzymes Participate in the in-Vivo Degradation of the Yeast Mat-Alpha-2 Repressor. *Cell* **74**, 357-369 (1993).
2. Papa FR, Hochstrasser M. The yeast DOA4 gene encodes a deubiquitinating enzyme related to a product of the human tre-2 oncogene. *Nature* **366**, 313-319 (1993).
3. Li SJ, Hochstrasser M. The yeast ULP2 (SMT4) gene encodes a novel protease specific for the ubiquitin-like Smt3 protein. *Mol Cell Biol* **20**, 2367-2377 (2000).
4. Hannich JT, *et al.* Defining the SUMO-modified proteome by multiple approaches in *Saccharomyces cerevisiae*. *J Biol Chem* **280**, 4102-4110 (2005).
5. Xie Y, Rubenstein EM, Matt T, Hochstrasser M. SUMO-independent in vivo activity of a SUMO-targeted ubiquitin ligase toward a short-lived transcription factor. *Gene Dev* **24**, 893-903 (2010).
6. Robzyk K, Recht L, Osley MA. Rad6-dependent ubiquitination of histone H2B in yeast. *Science* **287**, 501-504 (2000).
7. Ryu HY, Wilson NR, Mehta S, Hwang SS, Hochstrasser M. Loss of the SUMO protease Ulp2 triggers a specific multichromosome aneuploidy. *Genes Dev* **30**, 1881-1894 (2016).
8. Felberbaum R, Wilson NR, Cheng DM, Peng JM, Hochstrasser M. Desumoylation of the Endoplasmic Reticulum Membrane VAP Family Protein Scs2 by Ulp1 and SUMO Regulation of the Inositol Synthesis Pathway. *Molecular and Cellular Biology* **32**, 64-75 (2012).
9. Gietz RD, Sugino A. New yeast-*Escherichia coli* shuttle vectors constructed with in vitro mutagenized yeast genes lacking six-base pair restriction sites. *Gene* **74**, 527-534 (1988).
10. Jones GM, *et al.* A systematic library for comprehensive overexpression screens in *Saccharomyces cerevisiae*. *Nat Methods* **5**, 239-241 (2008).
11. Sikorski RS, Hieter P. A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in *Saccharomyces cerevisiae*. *Genetics* **122**, 19-27 (1989).
12. Mumberg D, Muller R, Funk M. Yeast vectors for the controlled expression of heterologous proteins in different genetic backgrounds. *Gene* **156**, 119-122 (1995).
13. Nathan D, *et al.* Histone sumoylation is a negative regulator in *Saccharomyces cerevisiae* and shows dynamic interplay with positive-acting histone modifications. *Genes Dev* **20**, 966-976 (2006).

# Supplementary material for: Distinct adaptive mechanisms drive recovery from aneuploidy caused by loss of the Ulp2 SUMO protease
**Source:** Nat Commun. 2018 Dec 21;9:5417. doi: 10.1038/s41467-018-07836-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Gene Ontology analysis of ulp2Δ cells during passaging

This is the list of genes categorized by GO biological process in Figure 2C.

**File Name:** Supplementary Data 2

**Description:** Expression of snoRNA genes in high-passage ulp2Δ cells

Transcript levels of snoRNAs in high-passage ulp2Δ cells were compared to the levels in MHY1379 (ulp2Δ + YCplac33-ULP2) at 50G.

# Supplementary material for: Distinct adaptive mechanisms drive recovery from aneuploidy caused by loss of the Ulp2 SUMO protease
**Source:** Nat Commun. 2018 Dec 21;9:5417. doi: 10.1038/s41467-018-07836-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Tophat v2.1.1 and Cufflinks v2.2.1 were used for analysis of RNA-seq assay. BWA MEM v0.7.15 and freebayes v0.9.14 were used for DNA-seq analysis

Data analysis

Gene Ontology (GO) enrichment analysis of the genes displayed in Figure 2b. Bar diagrams indicate the fold-enrichment of categories of biological process to the genome using GO data from SGD and PANTHER. The genes used in GO biological process are listed in Supplementary File 1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq and DNA-seq data used in this publication have been deposited in Gene Expression Omnibus (GEO) with accession GSE121898 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121898>) and GSE121899 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121899>), respectively.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was considered to get the significant results by two-tailed Student's t test ( $P < 0.05$ , $P < 0.01$ ).                            |
| Data exclusions | In RNA-seq results, only significantly changed genes were analyzed for further experiments and those are described detailedly in the manuscript. |
| Replication     | All of results were verified by repeated experiments.                                                                                            |
| Randomization   | We do not need randomization, because we used yeast model organism system.                                                                       |
| Blinding        | We do not need blinding. Instead of it, we did enough repeated experiments to get the significant results.                                       |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                                                                                                                                         |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | Ni-NTA agarose beads (R90115, Thermo Scientific), iQ SYBR Green Supermix kit (Biorad), indole-3-acetic acid (SIGMA), neomycin (SIGMA), rapamycin (Enzo Life Sciences), RNeasy kit (Qiagen), iScript cDNA synthesis kit (Bio-Rad), and DNA-free DNA removal kit (Ambion) |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Antibodies

|                 |                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | IgG-Sepharose beads (17-0969-01, GE Healthcare), anti-Flag agarose beads (A2220, Sigma), anti-Flag (F3165, SIGMA), anti-Pgk1 (459250, Molecular Probes), anti-SUMO (Hochstrasser lab) and anti-Rpl32 antibody (PA5-69070, Invitrogen) |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

IgG-Sepharose beads: IgG Sepharose 6 Fast Flow uses the rigid Sepharose 6 Fast Flow matrix, covalently coupled with human IgG, to purify protein A-containing proteins.  
 anti-Flag agarose beads: ANTI-FLAG® M2 Affinity Agarose Gel, Anti-dsddk, Anti-dykdssdk, Monoclonal ANTI-FLAG® M2 antibody produced in mouse.  
 anti-Flag: This monoclonal antibody is produced in mouse and recognizes the FLAG sequence at the N-terminus, Met N-terminus, and C-terminus.  
 anti-Pgk1: Immunogen - Yeast pGK (3-Phosphoglyceric Phosphokinase), EC 2.7.2.3 & Host/Isotype - Mouse / IgG1, kappa  
 anti-SUMO (rabbit polyclonal IgG) was purified in Hochstrasser lab and it was used in (SJ Li, M Hochstrasser - Nature, 1999).  
 anti-Rpl32 antibody: Immunogen - synthetic peptide directed towards the middle region of RPL32 & Host/Isotype - Rabbit / IgG

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

MHY500 and BY4741; both backgrounds of yeast strains are generally used in this field.

Authentication

MHY500 background cells have verified repeatedly in Hochstrasser lab and BY4741 background cells were purchased in Open biosystems.

Mycoplasma contamination

we could not find any contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

absence

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Yeast cells in exponential growth were fixed in 70% ethanol, digested with RNase A, and then stained with propidium iodide at 50 µg/ml final concentration.

Instrument

FACS LSRII flow cytometer (BD Biosciences) with a green laser (150 mW at 532 nm)

Software

FlowJo ver.8

Cell population abundance

Cell population was divided by PI signals indicating the number of chromosomes.

Gating strategy

Gating boundaries were designed equally in all of analyses.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

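RNA from 12 yeast cultures was measured by sequencing, with 3 replicates each of WT cells (*ulp2Δ* with *ULP2* on a plasmid) and *ulp2* null cells (*ulp2Δ* described as holding the empty plasmid) after 50 and 500 generations of passaging. By the methods the authors started from total RNA, while the sample labels name polyA RNA. They made strand-specific libraries, trimmed the start of each read and its low-quality end, mapped the reads with Tophat to the Ensembl R64 genome, kept reads with a single location, and ran Cuffdiff. The authors deposited one table of FPKM values with a column per library. FPKM divides fragments by transcript length and by the number of mapped fragments. If the values were plain shares of a library, a rise of some genes would lower the others. The values do not show this clearly. The RP share was 13.8% in WT 50G and 21.4% in *ulp2* null 50G cells, while the median log2 change of all tested genes was -0.016. The median FPKM of a library stayed between 36.5 and 41.9. A median-of-ratios scaling between libraries moved the median log2 change of all tested genes little. In *ulp2* null 50G cells it became -0.025. Against WT 50G cells it went from 0.0087 to 0 in WT 500G and from -0.021 to -0.00061 in *ulp2* null 500G cells. The values thus lay close to such a scale already, and the equal-sum scaling moved them away from it. The paper's methods do not state which scaling between libraries was applied. No counts are in the table, and the depth of each library is unknown. As a check, the ratios of low values between pairs of libraries were examined for the steps that whole reads would leave. In the pair with the clearest steps 15.5% of the low values fell at one ratio, and the median over the 66 pairs was 2.05%, so depth could not be recovered.

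Each column was matched to its culture by the labels, and all 12 columns were used. The design set before the data were examined assumed FPKM values and replaced Cuffdiff's test, which needs the alignments, with limma. Of the 7126 genes, 6048 were matched to the R64 reference annotation by systematic name and 114 by symbol, and 964 had no match and no coordinates. Values were tested as log2(FPKM + 1) over the 6572 genes with a mean FPKM of at least 1, with limma 3.58.1 in R 4.3.3 (linear model over the 4 groups, empirical Bayes with a trend). P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05, and 2-fold changes had an absolute log2 fold change over 1. Sets of genes were tested with limma's camera, with the correlation between genes estimated from the data. After the data were seen, an exact two-sided permutation test between the library medians of a set was added, since camera's p-values come from genes and the groups hold 3 libraries. For the interactions, the residuals of the model with strain and passage alone were permuted over the 12 library medians (100000 resamples), also added after the data were seen. Enrichment used a one-sided Fisher's exact test against all tested genes. Counts, medians and resampling used python 3.11.15, numpy 2.4.6 and pandas 2.3.3. On simulated data with 200 changed genes among 6823 tested, the same code called 94.5% of the changed genes, 5.97% of its calls were false, and it made 0 calls in a comparison without change. The simulated noise was normal and independent between genes, with a spread smoothed over expression. It held no shifts shared by genes of a library, such as those of the snoRNA genes. These rates may therefore not hold for the real values. A simulated shift of 0.5 in the 137 RP genes was recovered as 0.507.

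RP genes were taken by symbol, as the text of the paper does not list them. The symbol rule gives 138 genes. One of these, *RPP1*, encodes a subunit of RNase P and was left out after the data were seen, which leaves 137. With it counted, the RP counts and medians against WT 50G cells were labelled the same, a label that allows some movement. The enrichment and the interaction were not run with it. The snoRNA genes are the 77 of Supplementary Data 2, and the beta-oxidation and ammonium transport genes are those of Supplementary Data 1. The genes named are those the paper names in statements on RNA levels, these lists, and for each comparison to WT 50G cells the 5 genes with the largest change among those past the threshold whose 9 sample pairs all moved the same way. *RRT15*, *HIS3*, *LEU2*, *LYS2* and the other noncoding RNAs were chosen after their values were seen or for a check.

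The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean FPKM of at least 10, only the 2 groups compared in the fit, the replicate number as a block, a median-of-ratios scaling, a scaling to an equal sum over the genes that are not RP genes, no trend, an adjusted p-value under 0.01, the genes of chromosomes I and XII left out, each library left out in turn, the ratio of mean FPKM values, adjustment over the list alone, a preset camera correlation of 0.01 and single-copy RP genes. The pairing of libraries comes from the replicate numbers in the labels. The paper's text does not state a pairing, so the main design has no block. It also does not state whether the replicates of a group were passaged as separate lines. Ribosome biogenesis factors, GO categories other than those named, and reads were not analysed here.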

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

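In this part the tests on chromosomes IV and XIII and the test on the growth state of the cultures, and the permutation tests of the gene set medians, were chosen after the results were seen, and the other tests before.

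Genes of chromosomes I and XII had higher RNA values in *ulp2* null 50G cells. Relative to the other chromosomes, the median of the 96 chromosome I genes was higher by 0.61 on the log2 scale than in WT 50G cells, a 1.53-fold change, and that of the 518 chromosome XII genes by 0.77, a 1.70-fold change. In each of the 3 libraries both medians lay above all 3 WT 50G libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The paper measures chromosome copies by qPCR and does not report RNA by chromosome. Of the tested genes, 66 of 96 on chromosome I and 425 of 518 on chromosome XII rose past the adjusted p-value and 4 and 10 fell, while on the other chromosomes 666 rose and 1129 fell of 5388. None of 10000 random lists (0) matched on mean FPKM and length reached the chromosome I median, and 0 of 10000 reached the chromosome XII median. With the RP genes left out, which leaves 500 genes on chromosome XII, the lowest *ulp2* null 50G library median there was 0.73; none of the 96 genes on chromosome I is an RP gene. All 4 stretches of 20 genes on chromosome I and all 25 on chromosome XII, 100% of them, had medians above 0.25. At 500G the medians of the *ulp2* null cells were 0.07 and 0.03. A candidate explanation is the extra copies of these chromosomes that the paper reports in nascent *ulp2Δ* cells. RNA values alone do not measure DNA copies, and this remains a hypothesis.

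Smaller shifts were common. Of the 48 medians of 16 chromosomes in the 3 other groups, 29 (60.4%) lay outside the WT 50G range in all 3 libraries, where chance gives 10%. Apart from chromosomes I and XII in *ulp2* null 50G cells, 3 of these were over 0.1 in size. The chromosome XIII median was -0.13 in WT 500G and -0.16 in *ulp2* null 500G cells, and the chromosome IV median was -0.11 in *ulp2* null 50G cells, each with all 3 libraries below all WT 50G libraries (exact permutation p = 0.1). The next in size were 0.09 for chromosome I and -0.09 for chromosome VI in WT 500G cells, -0.09, -0.08 and -0.07 for chromosomes V, XVI and VI in *ulp2* null 50G cells, and 0.07 for chromosome I in *ulp2* null 500G cells, so the limit of 0.1 parts shifts of similar size. Matched random lists fell as low in 0 of 10000 draws for chromosome XIII in WT 500G cells, in 0 of 10000 in *ulp2* null 500G cells and in 0 of 10000 for chromosome IV. The lists matched to chromosome IV had a median of -0.06 themselves, and those matched to chromosomes I and XII in the same cells had -0.06 each. Part of the chromosome IV shift was thus shared by genes of other chromosomes. No test tied that part to expression or length. In *ulp2* null 50G cells, 41.9% of the genes outside chromosomes I and XII were higher than in WT 50G cells. The reference for each of the other chromosomes included the chromosome I and XII genes, which rose. This lowers the medians of the other chromosomes in these cells by an amount that was not computed. It may add to the count of medians outside the WT 50G range. No biological explanation was tested.

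RP genes changed differently between passages in the 2 strains, each of which may stand for a single passaged line. The interaction had a median of -0.83, with 1 of the 137 genes above 0. Of 100 splits of the 12 libraries that regrouped them within each replicate number, 8 gave a median as large, the largest 1.02. Such splits carry the differences between strains and passages along, so their number does not test the interaction. With the residuals of the model without interaction permuted over the library medians, p was 0.00204 (two-sided permutation test, 100000 resamples). The difference rests on the rise in *ulp2* null 50G cells, for which several technical explanations were tested. After scaling to an equal sum over the other genes the camera p-value was 0.0013. That scaling moves all genes alike and left the RP median relative to all genes at 0.95, so it does not test whether a difference in the sums gave the rise. On chromosomes other than I and XII the RP median was 0.89, and among single-copy RP genes 0.84. Of 10000 lists matched on mean FPKM, 0 reached the RP median. Genes repressed by glucose had a median of -0.48 in *ulp2* null 50G cells, with 13 of 18 lower past the threshold (camera p = 0.028; exact permutation test of the library medians, p = 0.1), so a difference in the growth state of the cultures at harvest may contribute and cannot be told apart from an effect of losing Ulp2.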

How the results depend on the processing

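Of the main results under the alternatives other than leaving out a library, 403 values were the same, 41 moved, 6 became stronger, 1 became weaker and 2 reversed, and 18 of 44 results were the same under all of them. Among the other results, single genes and some chromosome medians, 662 were labelled the same, 19 became stronger, 21 weaker, 2 moved and 1 reversed. The 2 that moved were the medians of chromosome I in *ulp2* null 500G and of chromosome XII in WT 500G cells. The test among the 4 groups and the interactions have no value with only the 2 groups compared. Camera p-values come from genes and are not tests between 3 libraries. The cause was not tested for any of the changes below.

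The scaling to an equal sum over genes that are not RP genes shifted the median of all genes by 0.11, -0.35 and -0.25 in *ulp2* null 50G, WT 500G and *ulp2* null 500G cells against WT 50G cells, and by 0.47, 0.11 and -0.36 for *ulp2* null 50G against WT 500G, *ulp2* null 500G against WT 500G and *ulp2* null 500G against *ulp2* null 50G cells. It reversed the RP median in WT 500G cells to -0.14, the snoRNA median there to -0.11 and *RPL32* in *ulp2* null 500G cells to -0.035. RP genes up fell to 3 and 21 in WT and *ulp2* null 500G cells, where the RP median was 0.070 with a camera p-value of 0.043. Over 2-fold, 61 genes rose and 545 fell in WT 500G cells (10.1% up against 44.5%), 87 rose and 242 fell in *ulp2* null 500G cells (26.4% against 56.4%), and the share up in *ulp2* null 50G cells became 87.8%. In the other comparisons the share up over 2-fold became 91.5% against 63.3%, 63.5% against 57.1% and 11.1% against 38.8%. Among all calls it became 69.9% against 50.8%, 9.27% against 52.8%, 13.8% against 47.5%, 87.0% against 51.0%, 81.6% against 44.7% and 14.2% against 45.2%, in the order of the shifts. Shared increases of both strains at 500G fell to 49 and shared changes rose to 210, and 1 snoRNA gene rose in each of WT 500G and *ulp2* null 50G cells. Relative to the all-gene median, RP genes were higher by 0.95 in *ulp2* null 50G cells with and without it. The median-of-ratios scaling, by contrast, left 110 of 113 values labelled the same and reversed none.

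With the replicate number as a block, 1425 genes changed between the strains at 500G in place of 720, 8 increases were shared by the *ulp2* null passages in place of 5, and snoRNA genes up numbered 5 in *ulp2* null 50G, 8 in WT 500G and 40 in *ulp2* null 500G cells against WT 50G cells, 26 in *ulp2* null 500G against WT 500G cells, and 15 in the interaction. Over all pairs of groups, same-numbered libraries deviated together with a mean correlation of 0.07.

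With only the 2 groups compared, 133 genes changed between the strains at 500G, snoRNA genes up were 1 in *ulp2* null 50G cells, 6 in *ulp2* null 500G cells and 1 against WT 500G cells, and the RP median of 0.31 in *ulp2* null 500G cells had a camera p-value of 0.046, over a range of 5.1e-15 to 0.11 among its alternatives. At an adjusted p-value under 0.01, 1661, 1322 and 251 genes changed in WT 500G and *ulp2* null 500G cells against WT 50G cells and between the strains at 500G; RP genes up were 22 and 41 in WT and *ulp2* null 500G cells; snoRNA genes up were 1, 4 and 0 in WT 500G and *ulp2* null 500G cells and between the strains, and 0 in the interaction (14 at an unadjusted p-value under 0.05); and the snoRNA odds ratio fell to 3.90 (one-sided Fisher's exact test, p = 0.024). With a preset camera correlation of 0.01, the p-values were 5.3e-06 and 5.1e-15 for the RP medians of 0.23 and 0.31 at 500G and 4.8e-06 and 1.7e-09 for the snoRNA medians of 1.37 and 1.19. Adjusted over the list alone, snoRNA genes up were 0 in WT 500G (3 unadjusted), 10 in *ulp2* null 500G and 1 against WT 500G cells. A mean FPKM of at least 10 gave a chromosome I median of 0.62 and 1 snoRNA gene up in *ulp2* null 50G cells. A pseudocount of 0.1 gave 8 shared increases of the *ulp2* null passages. Single-copy RP genes up were 18, 6 and 10 of 19. Without chromosomes I and XII, 137 genes rose over 2-fold in *ulp2* null 50G cells, 65.9% of the changes. With *RPP1* counted among the RP genes, chosen after seeing the data, 6 of 6 results were labelled the same.

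Across the 12 fits that each left out one library, 1305 of 1428 values were labelled the same, 49 were weaker, 21 stronger, 49 moved and 4 reversed. Genes changed between the strains at 500G ranged from 409 to 744, RP genes up in WT 500G cells from 25 to 58, the RP median in *ulp2* null 500G cells from 0.30 to 0.35 and the chromosome I median from 0.59 to 0.62. The snoRNA median in WT 500G cells ranged from -0.19 to 0.50. snoRNA genes up ranged from 0 to 2 in *ulp2* null 50G, from 1 to 6 in WT 500G and from 7 to 35 in *ulp2* null 500G cells, from 1 to 9 against WT 500G cells and from 0 to 7 in the interaction. Shared increases of the *ulp2* null passages ranged from 4 to 10. *SNR41* ranged from -0.20 to 1.34 and *SNR51* from -0.92 to 1.53. The depth of the libraries is unknown, so the counting error of short genes such as the snoRNA genes cannot be given.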

Differences from the paper's values

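The paper reports 42 snoRNA genes as significantly elevated in *ulp2* null 500G cells, and 17 passed the adjusted p-value here. Of the 23 alternatives set before the data were examined, 3 came within 1.5 times the paper's count: 40 with the replicate number as a block, 29 without WT 50G replicate 1 and 35 without *ulp2* null 500G replicate 3. The other 20 did not. The paper shows about 1600 genes for *ulp2* null 500G against WT 500G cells in Supplementary Fig. 3a, read by eye, and 720 were found here. With the replicate number as a block the count was 1425; the other 21 of 22 alternatives did not come within 1.5 times the paper's value.

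The paper states that high expression of RP genes was no longer seen in *ulp2* null cells after long-term culture. Here 72 of 137 RP genes were still higher than in WT 50G cells, with a median log2 fold change of 0.31, against 131 genes and 0.93 at 50G. Under the equal-sum scaling it was 21 genes. WT 500G cells had 53 RP genes up and a median of 0.23, and at the same passage *ulp2* null exceeded WT cells by 0.10, with 7 genes higher and 1 lower (exact permutation test of the library medians, p = 0.3). On the deposited values much of this rise was therefore also present in WT 500G cells. The paper lists *SNR30* and *SNR40* as elevated in *ulp2* null 500G cells. Their adjusted p-values here were 0.073 and 0.0502. *SNR30* passed with the replicate number as a block (0.0082, over a range of 0.0082 to 0.255), without WT 50G replicate 1 and without *ulp2* null 500G replicate 3. *SNR40* passed in the same 3 settings and with a mean FPKM of at least 10, a median-of-ratios scaling and chromosomes I and XII left out. *SNR189*, *SNR43*, *SNR49* and *SNR68*, which the paper lists as elevated, passed with the block and without *ulp2* null 500G replicate 3. *SNR189* and *SNR43* also passed without WT 50G replicate 1, and *SNR68* with a mean FPKM of at least 10, with a median-of-ratios scaling, without WT 500G replicate 2 and without *ulp2* null 50G replicate 1. The paper names ammonium transport among the categories raised in both strains at 500G. Of its 7 genes, 3 fell in each strain.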

Other observations

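In this part the tests on the tRNA-free RNAs, the snoRNA share of each library, the growth state, the equal fold changes of Supplementary Data 1 and the marker genes, and the permutation tests of gene set medians and the count of same-numbered libraries, were chosen after the results were seen, and the other tests before.

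For the rise of snoRNA genes in *ulp2* null 500G cells over WT 50G cells (median 1.37), several technical explanations were tested. More RNA without a poly(A) tail in the libraries would raise other such RNAs. Over all other RNAs without a poly(A) tail the median change was 0, which decides nothing, since 26 of the 35 were tRNA genes with 87.2% of their values in the 6 libraries at 0. With tRNAs left out, the other 9 rose by a median of 1.42. The same 9 rose by 1.63 in WT 500G cells, where the snoRNA median was 0.12 (-0.11 under the equal-sum scaling), so the 9 as a group did not follow the snoRNA pattern. *SCR1* and *SNR6*, 2 of them, did, with changes of 0.28 and 0.26 in WT 500G and of 1.19 and 1.59 in *ulp2* null 500G cells, so the explanation stays open. Of 10000 lists matched on mean FPKM and length, 0 reached the snoRNA median. They were drawn from other genes no longer than the longest snoRNA gene, at 1004 bp. The median length was 99 bp for C/D and 204 bp for H/ACA genes, and how close the matches came in length was not recorded. Lists of other genes also cannot show a shift shared by the small RNAs of a library. This test therefore does not exclude an effect of short RNA. After the equal-sum scaling the camera p-value was 0.055, and it was 0.27 before, and since the scaling moves all genes of a library alike, this test could not separate the explanations. The snoRNA share of each library gave an exact permutation p of 0.2, since the libraries of a group differ. This test takes no account of replicate numbers. In all 3 same-numbered pairs the *ulp2* null 500G library had the higher share (3 pairs cannot give a two-sided p under 0.25), and with the replicate number as a block 40 genes passed the adjusted p-value in place of 17. The paper's text states no pairing, so whether the rise exceeds the spread between libraries depends on it.

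The elevated snoRNAs of Supplementary Data 2 are mostly H/ACA: 28 of 29 tested H/ACA genes and 11 of 39 C/D genes are listed. The calls made here do not show this, with 6 of the 29 and 8 of the 39 past the adjusted p-value and medians of 1.36 and 1.14. The 3 tested genes of neither class are all listed, and all 3 passed here, with a median of 1.44. Within C/D genes, the listed ones were 151 ± 47.8 bp long and the others 95.6 ± 7.8 bp (permutation p = 1e-05, the smallest that 100000 resamples can give). Gene length may therefore explain part of the difference between the classes in that list. *SNR61*, *SNR55* and *SNR57*, clustered on chromosome XII, changed by 0.34, 0.48 and 5.10 in *ulp2* null 500G cells. *SNR57* was listed at 0, 77.0 and 0 FPKM in WT 50G and at 182.8, 142.8 and 117.8 in *ulp2* null 500G libraries (adjusted p = 0.070), and was as high in the *ulp2* null 50G libraries, at 145.2, 129.5 and 198.0.

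Genes repressed by glucose rose by a median of 0.46 in WT 500G cells (camera p = 0.021; exact permutation test of the library medians, p = 0.1). If the growth state of the cultures were the cause, RP genes would be lower there, and their median was 0.23. The equal-sum scaling, which lowers all genes alike, takes it to -0.14, and relative to the median of all genes it was 0.22 before and 0.20 after that scaling.

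Changes with passage correlated across genes between the strains, with Pearson's r of 0.65 when both were set against WT 50G cells. Without shared samples r was 0.51, and over 5775 genes outside chromosomes I and XII and the RP and snoRNA genes 0.57. Genes are not independent replicates.

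In Supplementary Data 1, 19 of the 39 genes listed for both WT 500G and *ulp2* null 500G cells have equal printed fold changes. The ratios of the FPKM values of these genes differed between the groups by a median of 0.12 on the log2 scale. The printed values match the WT 500G ratios. *TEM1* is printed at 0.368 for both, against ratios of 0.368 in WT 500G and 0.398 in *ulp2* null 500G cells. Of all entries, 133 of 133 for WT 500G matched the FPKM ratios, while 25 of 104 for *ulp2* null 500G cells did not. For the 19 genes, the values printed for *ulp2* null 500G cells are thus those of WT 500G cells.

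*URA3* is the marker of both plasmids in Supplementary Table 2, and the strain carries *ura3-52* and *trp1-1*. *URA3* had 2209 ± 162 FPKM in WT 50G, 1584 ± 53.4 in WT 500G, 44.7 ± 4.33 in *ulp2* null 50G and 36.9 ± 1.63 FPKM in *ulp2* null 500G cells (SD, n = 3 each), so the values of the *ulp2* null cells do not show the marker of the empty plasmid at the level of the WT cells. In addition, *TRP1* had 37.6 ± 1.07 FPKM in WT 50G cells and was listed at 0, 0 and 0.132 in the *ulp2* null 50G libraries. It was also near 0 in the *ulp2* null 500G libraries, at 0.384, 0.284 and 0. The strains may thus differ at more than *ULP2* and the plasmid. Comparisons of *ulp2* null to WT cells cannot separate such a difference from the loss of *ULP2*. The largest change of *HIS3*, *LEU2* and *LYS2* was 0.61 in size. No biological explanation was tested. *CCR4*, *CLN3* and *CCW12* rose by 0.46, 0.33 and 0.55 in *ulp2* null 50G cells (adjusted p = 0.0077, 0.0090 and 0.0063 from limma). *RRT15*, chosen after its values were seen, had 37456, 22.2 and 150.4 FPKM in the *ulp2* null 50G libraries and 19.9 ± 8.03 (SD, n = 3) in WT 50G cells (adjusted p = 0.091).

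The libraries were also regrouped. For each pair of groups, 10 splits of 6 libraries exist, of which 4 part as many same-numbered pairs as the real one, and each of the others keeps at least 1 same-numbered pair together. The real split was the only 1 of 4 with a result as large for each tested count of changed genes, 2-fold count, share of increases (which had no value in 2 of the 4 and was reached in 4 of all 10 splits), RP result, enrichment (which had no value in the 3 others) and beta-oxidation count, and for the snoRNA results apart from 3. These were the snoRNA count and median in *ulp2* null 50G cells, where 4 of 4 splits gave a result as large, and the snoRNA median in WT 500G cells, where 2 of 4 did. Over all 10 splits, the snoRNA median in *ulp2* null 500G against WT 50G cells was reached in 2 and that in WT 500G cells in 8. With so few splits the share cannot fall under 0.05. For the test among the 4 groups, 1 of 100 regroupings, the real one, gave as many genes, and the highest other gave 2477. For the snoRNA interaction 15 of 100 splits gave a median as large, which carries the differences between strains and passages along and does not test the interaction. With the residuals of the model without interaction permuted, p was 0.146 (two-sided permutation test).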
